# A PIANO (Proper, Insufficient, Aberrant, and NO Reprogramming) Response to the Yamanaka Factors in the Initial Stages of Human iPSC Reprogramming

**DOI:** 10.3390/ijms21093229

**Published:** 2020-05-02

**Authors:** Kejin Hu

**Keywords:** human induced pluripotent stem cells, human iPSC, reprogramming legitimacy, aberrant reprogramming, transcriptional profiling, reprogramome, transcriptional response, Yamanaka factors, metabolic reprogramming

## Abstract

Yamanaka reprogramming is revolutionary but inefficient, slow, and stochastic. The underlying molecular events for these mixed outcomes of induction of pluripotent stem cells (iPSC) reprogramming is still unclear. Previous studies about transcriptional responses to reprogramming overlooked human reprogramming and are compromised by the fact that only a rare population proceeds towards pluripotency, and a significant amount of the collected transcriptional data may not represent the positive reprogramming. We recently developed a concept of reprogramome, which allows one to study the early transcriptional responses to the Yamanaka factors in the perspective of reprogramming legitimacy of a gene response to reprogramming. Using RNA-seq, this study scored 579 genes successfully reprogrammed within 48 h, indicating the potency of the reprogramming factors. This report also tallied 438 genes reprogrammed significantly but insufficiently up to 72 h, indicating a positive drive with some inadequacy of the Yamanaka factors. In addition, 953 member genes within the reprogramome were transcriptionally irresponsive to reprogramming, showing the inability of the reprogramming factors to directly act on these genes. Furthermore, there were 305 genes undergoing six types of aberrant reprogramming: over, wrong, and unwanted upreprogramming or downreprogramming, revealing significant negative impacts of the Yamanaka factors. The mixed findings about the initial transcriptional responses to the reprogramming factors shed new insights into the robustness as well as limitations of the Yamanaka factors.

## 1. Introduction

Human pluripotent stem cells (PSCs) can be generated from somatic cells, generally fibroblasts, by ectopic expression of the four Yamanaka factors, OCT4, SOX2, KLF4, and c-MYC (collectively known as OSKM) [1]. OSKM induction of PSCs (iPSCs) is revolutionary and powerful, but very inefficient, stochastic, and slow [2] compared to the reprogramming using the natural reprogramming device, oocytes [3]. A very small population of the starting fibroblasts (<1%) becomes iPSCs over a long period of time (>2 weeks) in a stochastic manner [4,5,6,7]. The underlying molecular events to account for this mixed outcome are still poorly understood. The Yamanaka reprogramming is so revolutionary and has amazed scientists so much that previous studies of iPSC reprogramming via transcriptional profiling have focused on what happens during the reprogramming process, assuming implicitly that most, if not all, of the transcriptional responses to the Yamanaka factors were positive. Those studies did not consider the legitimacy of a gene response to the reprogramming factors, and their analyses are compromised by noise from 99% of the cells that do not proceed towards the direction of pluripotency, especially the data from the early or initial stages of reprogramming [8]. To mitigate the impact of the noise signals, some laboratories compared transcriptional profiles for a few purified populations positive for a very limited number of surface markers during the reprogramming process with that of the starting cells [9], but those populations are still highly heterogeneous. The insights gained from the previous studies are also limited by a lack of innovative concepts in their analyses of the profiling data. In addition, previous such studies predominantly focused on the mouse reprogramming [8,9,10,11] and may not represent the molecular events in the human pluripotency reprogramming since human PSCs are very different in morphology, culture conditions, cell surface marker profile, and differentiation potentials, and human iPSC reprogramming is much slower, and even much less efficient [6,7,12].

Recently, we proposed a novel concept of reprogramome, which is the full complement of genes that have to be reprogrammed for a successful conversion of cell fates from one type to another [13]. Using reprogramming of human fibroblasts into iPSCs as a model, we have previously defined the full complement of genes that need to be reprogrammed to the levels of expression found in the embryonic stem cells (ESC), i.e., human fibroblast-to-iPSC reprogramome. This concept allows one to decide the legitimacy of a gene response to the reprogramming factors. The concepts of reprogramome and reprogramming legitimacy remove flaws in previous studies. The interpretation of the previous data is compromised without taking into consideration of reprogramming legitimacy of a gene response to reprogramming. For example, the proper upreprogramming for the pluripotent surface gene *PODXL* for both mouse and human [14] was mistakenly regarded as an aberrant and unwanted upreprogramming because this gene is best known as a regulator for the terminally differentiated kidney podocytes and is less known as a pluripotency signature gene to many scientists [11]. Following our previous defining of the human fibroblast-to-iPSC reprogramome, this study further evaluates the legitimacy of the transcriptional responses of genes to the Yamanaka reprogramming. The current study has scored various types of transcriptional responses to the conventional OSKM reprogramming. These include successful, insufficient, and no reprogramming, as well as six types of aberrant reprogramming. The current observations can explain very well the robustness, as well as the significant limitations, of the Yamanaka reprogramming. The cataloged genes of the different types of reprogramming outcomes provide a starting point for future investigations and improvements of the iPSC technology.

## 2. Results

### 2.1. Genes in Nucleic Acid Metabolism and Ribosome Biogenesis Are Successfully Reprogrammed to the Pluripotent State within 48 h

iPSC reprogramming is revolutionary, but it is inefficient, stochastic, and slow. To understand why Yamanaka factors can reprogram fibroblasts to pluripotency but do so inefficiently, stochastically, and slowly, we need to find out how many, if any, and what kind of genes are successfully reprogrammed, and which genes are not reprogramed in the initial stages. We also need to know if there is any aberrant reprogramming that can account for the intrinsically inefficient, stochastic, and slow natures of the Yamanaka reprogramming.

To answer these questions, this study took advantage of the novel concept of reprogramome we proposed recently [13]. This new concept allows one to define two sets of genes that need to be reprogrammed. The first set is the pluripotency-enriched genes, i.e., upreprogramome, which have to be upreprogrammed to the expression levels found in the human PSCs. The second set of genes is the human fibroblast-enriched genes, i.e., downreprogramome, which have to be downregulated to the levels found in PSCs. This study first generated a more rigorous upreprogramome and downreprogramome by using more stringent criteria (see Materials and Methods), and the two resulting sub-reprogramomes serve as the references for the analyses in this report (see Supplementary Tables S1 and S2 for the upreprogramome and downreprogramome, respectively).

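RNA from 13 cultures was sequenced as stranded poly(A) libraries. They comprised 4 libraries of naïve BJ fibroblasts, a human foreskin line, 4 of BJ fibroblasts transduced with GFP viruses, 2 of BJ fibroblasts transduced with OSKM, and 3 of human ESCs, of which 2 were of the line H1 and 1 of H9. The naïve and the GFP fibroblasts were each harvested in 2 cultures at 48 h and 2 at 72 h. OSKM cells were harvested once at each time, so a single OSKM time point has no replicate, and the pair forms the OSKM group (n = 2). For the second OSKM library the paper, the deposited title and the library name give 72 h, which is used here. Only its harvest time label gives 48 h. The fibroblasts were at passage 5, except for BJ replicate 1 at passage 8. The authors trimmed the reads, quantified transcripts with Salmon on the hg38 transcriptome of Gencode, summed them per gene with tximport and deposited counts normalized with DESeq2 for 58294 genes. These normalized counts add up to between 33897318 and 44206384 per library, with medians of 39195999 in naïve fibroblasts, 39052324 in GFP fibroblasts, 34198171 in OSKM fibroblasts and 39573034 in ESCs. They are not whole numbers. What 1 read is worth in each library was estimated from the smallest steps between values, which puts the reads on genes at about 23640254 to 42028832 per library. A group whose libraries all lie at or under 3 reads is treated here as not detected. This limit covers counting error only. The names of the libraries follow 2 formats, by which they were placed in 2 series. Series A holds BJ replicates 2 and 3, GFP replicates 1 and 3, both OSKM libraries and ESC replicate 1, and series B holds the other 6. Across the 10 fibroblast libraries the first principal component of the log2 values (43.7% of the variance) ran from 57.0 to 111 in series A and from -137 to -79.0 in series B, and the second (21.1%) set the OSKM libraries apart. The SD across genes of the log2 difference between libraries of the same fibroblast group was 0.41 to 0.66 within a series, 0.48 to 1.06 between series, and 0.31 for the OSKM pair. Because series B holds no OSKM library, results for OSKM are given over all libraries and again with only the 4 naïve and GFP libraries of series A as fibroblast controls, beside all ESC libraries. Log2(normalized count + 1) was fitted with limma in 1 model of the 4 groups, over the 22838 genes with at least 10 normalized counts in at least 2 libraries. A gene was called differentially expressed at a Benjamini-Hochberg q-value under 0.01 with a ratio of group means of at least 2, the thresholds stated in the paper. In counts simulated on this design with 200 genes changed 4-fold, the test recovered 24.5% of the changed genes for OSKM against naïve fibroblasts (46.2% of those above 50 normalized counts). A gene that is not called is thus not shown to be unchanged. The simulation changed fewer genes than the 1158 called in the data, and added counting error to a spread that already held it. The share recovered in the data may therefore be higher.

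**Figure D1:**
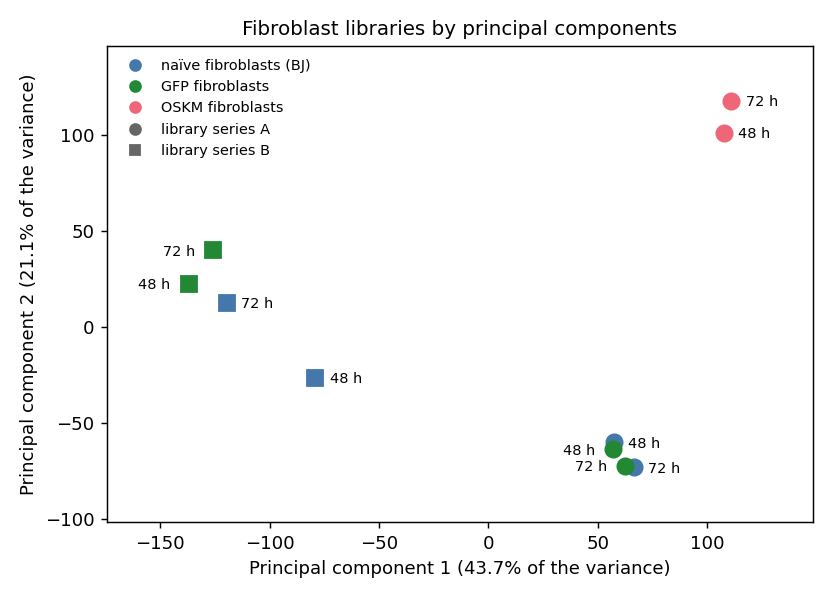
The 10 fibroblast libraries on the first and second principal components of log2(normalized count + 1), with circles for library series A, squares for series B and colours for the groups. Series A lies at 57.0 or above on the first component, series B at -79.0 or below, and the OSKM libraries stand apart on the second.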

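By these criteria, with more than 50 normalized counts in each of the 3 ESC libraries, 3446 genes formed the upreprogramome, and with more than 50 in each of the 4 naïve fibroblast libraries 2995 genes formed the downreprogramome. With only the fibroblasts of series A the numbers were 3863 and 3321. The alternatives that moved them most were the fit without ESC replicate 2, which left 2923 genes in the upreprogramome, and libraries rescaled to equal upper quartiles, which left 2512 in the downreprogramome. The median gene of the upreprogramome stood at a log2 mean of 10.21 in ESCs and 7.15 in naïve fibroblasts, and the median gene of the downreprogramome at 7.89 and 10.66. The smallest mean in the enriched cell type was 54.3 normalized counts in the upreprogramome and 57.6 in the downreprogramome, and the largest unadjusted limma p-value in the upreprogramome was 0.00391.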

Albeit of low efficiency, Yamanaka factors can convert a rare population of the starting cells into iPSCs. To account for this success, I hypothesized that a significant amount of genes in the reprogramome may have been properly reprogrammed already at the initial stages. To test this, this project used the unbiased comprehensive RNA-seq technology to sequence RNA from the reprogramming cells at the very early stages. To define the genes that have a consistent and reliable early transcriptional response to the Yamanaka factors, we sequenced RNA from two distinct time points but still at the same very early reprogramming stage, i.e., 48 h and 72 h post factor transduction, and considered only those genes that have the same response at both time points. All of the four factors were successfully overexpressed at both early time points (48 h and 72 h) (Supplementary Figure S1A,B and Supplementary Table S3). 

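OCT4, encoded by POU5F1 (ENSG00000204531, chromosome 6 from 31164337 to 31180731 of hg38), had 234488 normalized counts at 48 h and 180037 at 72 h, against 125 ± 122 (SD, n = 4) in naïve fibroblasts, 48.3 ± 34.6 (SD, n = 4) in GFP fibroblasts and 71432 ± 19630.4 (SD, n = 3) in ESCs. The log2 fold change of OSKM against naïve fibroblasts was 11.40 (standard error 1.05, limma q = 6.35e-05) and 11.73 with the fibroblasts of series A. Over the alternatives it ran from 10.53 without BJ replicate 2 to 12.06 without BJ replicate 3, and it passed against both kinds of fibroblasts under each alternative that gave a q-value. With 1 OSKM library left out no q-value is given. SOX2 (ENSG00000181449, chromosome 3 from 181711925 to 181714436) had 51898 normalized counts at 48 h and 42751 at 72 h, with means of 26.3 in naïve fibroblasts, 16.6 in GFP fibroblasts and 15356 in ESCs, a log2 fold change of 10.85 over naïve fibroblasts (standard error 0.87, limma q = 4.03e-05) and 10.38 in series A. KLF4 (ENSG00000136826, chromosome 9 from 107484852 to 107490482) had 72008 normalized counts at 48 h and 65545 at 72 h, 1533 ± 257 (SD, n = 4) in naïve fibroblasts, 2344 ± 1727 (SD, n = 4) in GFP fibroblasts and only 118 in ESCs. Its log2 fold change was 5.50 (standard error 0.64, limma q = 0.000267), or 5.69 in series A, and its call was lost when only the 2 groups compared were fitted. MYC (ENSG00000136997, chromosome 8 from 127735434 to 127742951) had 68703 normalized counts at 48 h and 63459 at 72 h, 1047 ± 195 (SD, n = 4) in naïve fibroblasts, 1919 ± 1025 (SD, n = 4) in GFP fibroblasts and 6045 in ESCs, with a log2 fold change of 6.00 (standard error 0.47, limma q = 3.21e-05) and 5.85 in series A. Each factor was lower at 72 h than at 48 h, a difference between single libraries. Reads of the vectors and of the endogenous genes are not separated in these counts. POU5F1 overlaps TCF19 on the other strand, and whether the quantification used the strand is not stated in the paper's text. SOX2 lies within SOX2-OT on the same strand, so that strand cannot separate them. The low values of POU5F1 and SOX2 in fibroblasts are therefore uncertain.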

Combining the two time points, OSKM induced differential expression of 2480 genes when compared with the naïve human fibroblasts, and 2791 genes when compared with the fibroblasts transduced with lentiviral green fluorescent protein GFP (Supplementary Figure S1C–E). 

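Against naïve fibroblasts, 758 genes were upregulated and 400 downregulated in the OSKM libraries, 1158 in all. Against GFP fibroblasts, 785 were upregulated and 440 downregulated, 1225 in all. With only the controls of series A these numbers were 1100 and 506 against naïve fibroblasts, and 1133 and 532 against GFP fibroblasts. In a fit of only the 2 groups compared, in which the spread rests on 6 libraries, there were 449 genes up and 245 down against naïve fibroblasts and 199 and 81 against GFP fibroblasts. At a q-value under 0.05 they rose to 1483 and 1028, and to 1528 and 1188. Single libraries also decided counts. Without BJ replicate 1 there were 477 genes up and 182 down against naïve fibroblasts, without BJ replicate 3 there were 248 down, and the 440 genes down against GFP fibroblasts became 254 without GFP replicate 2 and 287 without BJ replicate 1. The median log2 change of all tested genes was 0.09 against naïve and 0.06 against GFP fibroblasts. It rose to 0.30 and 0.24 with libraries rescaled to equal totals and to 0.32 and 0.34 with equal upper quartiles.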

For the same time points of reprogramming, this report identified 1801 more differentially expressed genes than a previous similar study (2480 vs. 679 genes) even though the current work used more stringent criteria (2×, *q* < 0.01 vs. 1.5×, *q* < 0.05) (Supplementary Figure S1E) [15]. Two major reasons account for this discrepancy: (1) the profiling method here is the highly sensitive, unbiased, and comprehensive genome-wide RNA-seq, and Mah et al. used microarray [15], which is limited by probe sets and low sensitivity; (2) they used gamma retroviruses to transduce human fibroblasts, while the current study used lentiviral vectors to deliver the OSKM transgenes. Retroviral transduction efficiency of human cells is very low [4], and in fact, the efficiency of their retroviral transduction was only 27.6% while we have routinely reached >90% of transduction of human fibroblasts with our lentiviral vectors [6,7,14,16].

Overexpression of GFP mediated by the lentiviral vector impacted a small group of genes compared with that of OSKM overexpression (see below), upregulating 141 genes, and downregulating 10 genes only (Supplementary Tables S4 and S5). 

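Between the 4 GFP and the 4 naïve libraries, 0 genes passed the q-value and ratio thresholds in either direction. At an unadjusted limma p-value under 0.05 there were 1481 genes, 954 higher and 527 lower with GFP, and the smallest q-value was 0.764. The count stayed at 0 under each alternative tried, where the smallest q-value of any was 0.21, without GFP replicate 1. The genes at an unadjusted p-value under 0.05 were fewest without GFP replicate 4 among fits with 1 library left out, 596, and rose to 2478 without GFP replicate 3. By the ratio of means alone, 2061 genes were at least 2-fold higher and 969 at least 2-fold lower in GFP fibroblasts. These numbers take in genes with low values. Of the higher ones, 477 were above 50 normalized counts in every GFP library, and no such count is given for the lower ones. In series A by itself, with 2 libraries of each group, 0 genes passed and 229 had an unadjusted p-value under 0.05. With library series as a term in a fit of the 8 libraries, 0 genes passed for GFP and 1962 had an unadjusted p-value under 0.05. For the series, 1144 genes had a q-value under 0.01. A count of 0 does not show that GFP viruses had no effect. In a list of 20 interferon-induced genes, of which 0 passed over all genes, GFP exceeded naïve fibroblasts by a median log2 of 5.02 in series B. In series A it was 1.24, less than the 1.49 between the 2 naïve libraries there.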

To eliminate the GFP/virus effects, albeit small, in all the following results, this study just considers genes that responded to OSKM in the same way in both the naïve human fibroblasts and those transduced with GFP viruses so that the changes in gene expressions truly represent responses to the OSKM reprogramming factors.

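The comparisons of OSKM with naïve and with GFP fibroblasts had 581 upregulated and 280 downregulated genes in common, so that 67.5% of the shared calls were upward. In series A there were 946 and 440. The upward share depends on the scaling. With libraries rescaled to equal totals it was 80.4% (821 up, 200 down), and with equal upper quartiles 83.4% (781 up). Without BJ replicate 1 the downregulated genes in common fell to 153, and without BJ replicate 3 to 184. Of the upregulated genes, 362 belonged to the upreprogramome, 7 to the downreprogramome and 212 to neither. Of the downregulated genes, 181 belonged to the downreprogramome, 9 to the upreprogramome and 90 to neither. Both comparisons use the same 2 OSKM libraries, so their fold changes are related by construction. Pearson's r across the 22838 genes, which are not independent replicates, was 0.89 against a mean of 0.66 in 20 draws of unchanged groups. Those draws gave 0 shared calls, which tells little, because they held no change to call.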

Upon overexpression of OSKM, 946 genes were commonly upregulated in both naïve fibroblasts and fibroblasts transduced with the GFP viruses considering both time points (Supplementary Figure 1D). 

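A gene was taken as properly upreprogrammed when it belonged to the upreprogramome, was upregulated over both kinds of fibroblasts and had a mean less than 2-fold from that of ESCs. This gave 232 genes, or 39.9% of those upregulated in common, and 436 with the controls of series A. The number was lowest in a fit of only the 2 groups compared, at 43. For the median gene, the log2 change from naïve fibroblasts was 2.03 in OSKM cells and 1.96 in ESCs. OSKM and ESCs are compared here with the same naïve libraries. In simulated groups of which none differed, this gave a Pearson's r across all genes of 0.38 between the changes, where 0.42 was observed. The real ESCs do differ from naïve fibroblasts, so 0.38 is not the value that shared libraries alone would give here. The 2 values therefore do not show how much of the relation comes from the shared libraries. Those simulations gave 0 properly reprogrammed genes, which tells little, because they held no change to call. TNFRSF8, KLRG2 and EPPK1 had the largest ratios to naïve fibroblasts. TNFRSF8 (ENSG00000120949, chromosome 1 from 12063303 to 12144207 of hg38) was not detected in naïve fibroblasts and had 837 ± 69.2 (SD, n = 2) normalized counts in OSKM cells, at least 239-fold higher, and 919 ± 555 (SD, n = 3) in ESCs (limma q = 0.00068 over naïve and 0.00234 over GFP fibroblasts). KLRG2 (ENSG00000188883, chromosome 7 from 139452690 to 139483673) was likewise not detected in naïve or GFP fibroblasts and had 255 ± 93.3 (SD, n = 2) in OSKM cells, at least 72.7-fold higher than in naïve fibroblasts, and 466 in ESCs. EPPK1 (ENSG00000261150, chromosome 8 from 143857324 to 143878467) went from 6.91 ± 1.49 (SD, n = 4) in naïve fibroblasts to 1122 ± 376 (SD, n = 2) in OSKM cells and 853 in ESCs, with a log2 fold change of 7.13 over naïve fibroblasts (standard error 0.40, limma q = 2.74e-06) and 7.03 in series A. The calls of TNFRSF8 were lost in a fit of only the 2 groups compared and with harvest time as a covariate. For comparisons among fibroblasts, the fit with harvest time also left out the ESC libraries, here and below. A call lost or gained there is therefore not shown to come from harvest time.

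**Figure D2:**
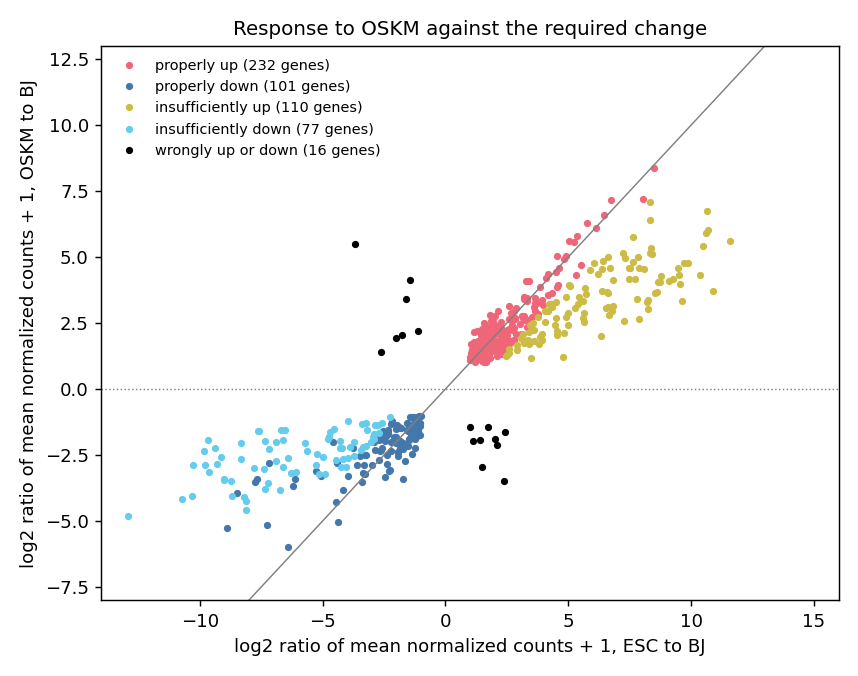
Log2 ratio of mean normalized counts plus 1 in OSKM cells to naïve fibroblasts (vertical axis) against that in ESCs to naïve fibroblasts (horizontal axis), with 1 point per gene and colours for the classes of response, whose numbers of genes are in the key. The 232 properly upreprogrammed genes lie along the diagonal, where OSKM cells and ESCs have the same level.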

Impressively, 366 of those 946 genes have been properly upreprogrammed to the levels found in human embryonic stem cells (ESCs) (Figure 1A,B and Supplementary Table S6), representing 38.7% of the upregulated genes by OSKM. To understand the nature of these properly reprogrammed genes, gene ontology (GO) analyses were conducted. Surprisingly, 238 of the 362 mapped genes out of the 366 genes successfully reprogrammed by OSKM (65.8%) have the common GO term of “metabolic process” (GO #, 0009987) (Figure 2). Further examination of the GO data revealed that the majority of the reprogrammed metabolic genes are involved in nucleic acid metabolism (115 out of the 238 genes, i.e., 48.3% of cellular metabolism genes mapped), 83 of which are involved in RNA metabolism (72.2% of nucleic acid metabolism) (Figure 3, Supplementary Table S7). 

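Figure 3 and Supplementary Table S7 name 83 genes of RNA metabolism, and each was matched and tested. All 83 had means in OSKM cells at least 2-fold above both naïve and GFP fibroblasts and less than 2-fold from ESCs. With q-values over all 22838 genes, 55 of the 83 were properly upreprogrammed, 71 with the controls of series A. Adjusted over the list alone, 83 passed in both comparisons, but the study chose the list on these libraries, so that count is not independent evidence. It was lowest in a fit of only the 2 groups compared, at 13. The mean log2 of the list was 9.68 ± 0.17 (SD, n = 4) in naïve fibroblasts, 9.86 ± 0.17 (SD, n = 4) in GFP fibroblasts, 11.49 ± 0.02 (SD, n = 2) in OSKM cells and 11.49 ± 0.17 (SD, n = 3) in ESCs. Over the single genes, the log2 fold change of OSKM against naïve fibroblasts ran from 1.08 to 3.47 with a median of 1.66, and the median of ESCs against naïve fibroblasts was 1.70.

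**Figure D3:**
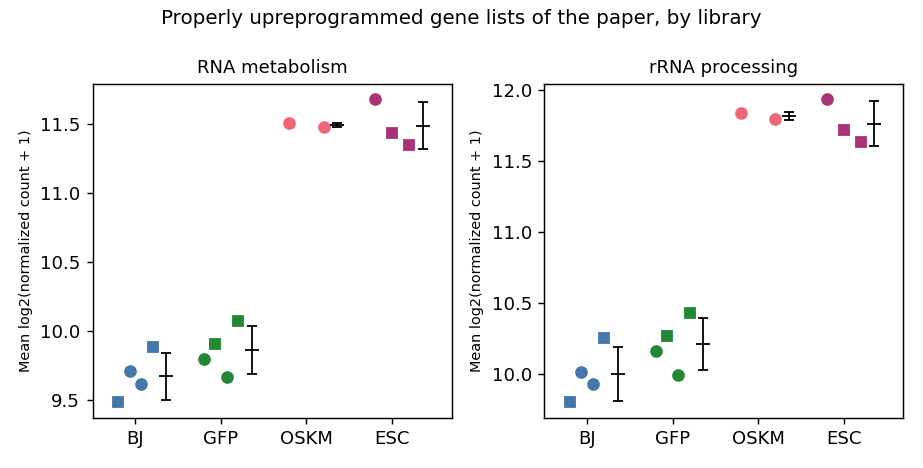
Mean log2(normalized count + 1) of the 83 RNA metabolism genes and of the 44 rRNA processing genes among them in each library, by group, with circles for library series A, squares for series B and bars for the mean ± SD of the group. For RNA metabolism the OSKM libraries (11.49 ± 0.02) lie above every naïve and GFP library and within the spread of the ESCs (11.49 ± 0.17).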

Of note, among the 83 RNA metabolic genes reprogrammed within 48 h, the majority are genes involved in ribosome biogenesis (54 out of 83, i.e., 65.1% of the reprogrammed RNA metabolic genes mapped). 

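For the 44 rRNA processing genes named in Supplementary Figure S2, 29 were properly upreprogrammed by the q-values over all genes and 39 with the controls of series A. All 44 passed adjusted over the list alone, a list that the study drew from these libraries. Their mean log2 was 10.00 ± 0.19 (SD, n = 4) in naïve fibroblasts, 10.22 ± 0.18 (SD, n = 4) with GFP, 11.82 ± 0.03 (SD, n = 2) with OSKM and 11.76 ± 0.16 (SD, n = 3) in ESCs, and the median log2 fold change over naïve fibroblasts was 1.71 with OSKM and 1.68 in ESCs. Each of the 44 had a mean in OSKM cells less than 2-fold from that in ESCs. The count fell to 7 in a fit of only the 2 groups compared. It fell to 14 with harvest time as a covariate, a fit that also left out the ESC libraries.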

Finally, 44 out of the 54 reprogrammed ribosome biogenesis genes have roles in rRNA processing (GO #, 0006364) (81.5%) (Supplementary Figure S2 and Supplementary Table S8). In agreement with the observation here, a previous proteomic profiling of reprogramming also showed that proteins in “RNA processing” were strongly induced at the early stage of mouse iPSC reprogramming but without considering the reprogramming legitimacy of these RNA-processing genes [17]. In summary, OSKM quickly reprogram RNA metabolic genes, especially rRNA processing genes into the pluripotent state.

### 2.2. A Set of Promiscuous Fibroblast Genes and Genes for Focal Adhesion and Vacuole of Cellular Components Are Quickly Downreprogrammed to the Pluripotent State

To further account for the robustness of the Yamanaka factors, the next question is whether any gene is successfully downreprogrammed at the early stage to the levels found in PSCs with the downreprogramome as a reference. Similar to upreprogramming, it is found that a large set of genes (213 genes) have been successfully downreprogrammed to the levels found in PSCs (Figure 4 and Supplementary Table S9). 

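In the downreprogramome, 101 genes were downregulated in both comparisons to a mean less than 2-fold from that of ESCs, or to 50 normalized counts or less in both, which is 36.1% of the genes downregulated in common. Against the controls of series A there were 146. A fit of only the 2 groups compared gave the lowest number, 8. It was 56 without BJ replicate 1 and 66 without GFP replicate 2. For the median gene, the log2 mean was 10.57 in naïve fibroblasts, 8.55 in OSKM cells and 8.34 in ESCs. GDF5, KRTAP1-5 and GBP2 fell by the largest ratios. KRTAP1-5 (ENSG00000221852, chromosome 17 from 41026026 to 41027208 of hg38) went from 468 ± 287 (SD, n = 4) normalized counts in naïve fibroblasts to 11.3 ± 8.94 (SD, n = 2) in OSKM cells and is listed at 0 in each ESC library, with a log2 fold change of -5.12 (standard error 0.77, limma q = 0.00113) and -6.03 in series A. Its call was lost in a fit of only the 2 groups compared and with harvest time as a covariate. GBP2 (ENSG00000162645, chromosome 1 from 89106132 to 89150456) went from 568 ± 184 (SD, n = 4) to 15.2 ± 5.73 (SD, n = 2), with 2.69 in ESCs (log2 fold change -5.12, standard error 0.85, limma q = 0.0022). In series A the log2 fold change was -4.72, and the q-value against GFP fibroblasts there was 0.01001.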

Of note, the expression of a small group of genes was efficiently shut off by OSKM within 48 h, and those genes are not expressed in PSCs, for example, *GDF5*, *GPR39*, *IDNK*, *XDH*, *SLC9A9*, and *P2RX7* (Figure 4C and Supplementary Table S9). It is noticed that the expression of this group of silenced genes by OSKM is at low levels in the naïve fibroblasts, but the expressions are substantial; for example, the lowest of them, *P2RX7*, has an average read count of 112.8. 

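All 6 genes fell at least 2-fold below both naïve and GFP fibroblasts to means of 50 normalized counts or less in OSKM cells and ESCs. By the q-values over all genes, GDF5, GPR39 and SLC9A9 were properly downreprogrammed and IDNK, XDH and P2RX7 were not. Adjusted over the list alone, 6 passed in both comparisons, on libraries from which the study chose them. With the controls of series A only GDF5 kept its call, and without GFP replicate 2 likewise 1 gene was called. P2RX7 (ENSG00000089041, chromosome 12 from 121132819 to 121188032 of hg38) had 112 ± 48.5 (SD, n = 4) normalized counts in naïve fibroblasts, 84.8 ± 21.1 (SD, n = 4) in GFP fibroblasts, 22.7 ± 12.1 (SD, n = 2) in OSKM cells and 11.7 ± 3.21 (SD, n = 3) in ESCs. Its log2 fold change over naïve fibroblasts was -2.26 (standard error 0.50, limma q = 0.0106, and 0.0226 over GFP fibroblasts), or -2.47 in series A. GDF5 (ENSG00000125965, chromosome 20 from 35433347 to 35454746) went from 253 ± 139 (SD, n = 4) to 3.01 ± 0.846 (SD, n = 2) and was not detected in ESCs, with a log2 fold change of -5.82 (limma q = 0.000105). SLC9A9 (chromosome 3 from 143265222 to 143848485) went from 375 to 40.2 (limma q = 0.00179) and GPR39 (chromosome 2 from 132416805 to 132646582), which overlaps LYPD1 on the other strand, from 192 to 37.3 (limma q = 0.00825). GPR39 lost its call under 13 alternatives. IDNK (chromosome 9 from 83623049 to 83644130) went from 143 to 38.02 (limma q = 0.0281) and XDH (chromosome 2 from 31334321 to 31414742) from 197 to 40.9 (limma q = 0.0207). XDH had 16.3 at 48 h and 65.5 at 72 h, so at 72 h it stood above 50.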

There was no shutoff of gene expression for any of the differentially expressed genes that have high and higher expression levels in the starting fibroblasts. 

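Of the 280 genes downregulated in common, 192 had a mean above 500 normalized counts in naïve fibroblasts, and 3 of these had a mean of 50 or less in OSKM cells. Over all expression levels, 67 fell to 50 or less. The 3 are named here after their values were seen. TENT5C went from 1215 to 36.2 (limma q = 0.000379 over naïve and 0.00132 over GFP fibroblasts) and stood at 57.7 in ESCs. The second is GBP2, whose values stand with the properly downreprogrammed genes. TNFRSF6B, with a mean of 527 in naïve fibroblasts and 19.8 in ESCs, is listed at 0 in both OSKM libraries (limma q = 0.00715).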

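The ferritin light chain gene FTL (ENSG00000087086, chromosome 19 from 48965309 to 48966879 of hg38) fell from 200326 ± 49508 (SD, n = 4) normalized counts in naïve fibroblasts to 42204 ± 7821 (SD, n = 2) in OSKM cells, with 239150 ± 84134 (SD, n = 4) in GFP fibroblasts and 55277 ± 15574 (SD, n = 3) in ESCs. Its log2 fold change was -2.22 (standard error 0.38, limma q = 0.00254) and -1.98 with the controls of series A. The ferritin heavy chain gene FTH1 (ENSG00000167996, chromosome 11 from 61959718 to 61967634) fell from 117284 ± 25296 (SD, n = 4) to 31449 ± 3183 (SD, n = 2), with 141052 ± 35904 (SD, n = 4) in GFP fibroblasts and 42411 ± 11815 (SD, n = 3) in ESCs, a log2 fold change of -1.87 (standard error 0.34, limma q = 0.00376) and -1.73 in series A. Both were called properly downreprogrammed, and the log2 fold changes of OSKM against ESCs were -0.36 for FTL and -0.39 for FTH1. Both lost their calls in a fit of only the 2 groups compared and with harvest time as a covariate, and FTH1 also in series A (q = 0.0136) and without BJ replicate 1 (q = 0.0126), both from limma. In FTH1, BJ replicate 2 lay below the other naïve libraries, at 79877, and the gene overlaps BEST1 on the other strand.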

Some genes with extremely high expression in fibroblasts were efficiently reprogrammed to the pluripotent levels such as FTL (from read counts 194,299 to 41,055) and FTH1 (from read counts 114,956 to 30,642) (Figure 4C and Supplementary Table S9).

GO analyses were next conducted for the successfully downreprogrammed genes (213 genes). In dramatic contrast to the properly upreprogrammed genes, there were no statistically significant results for the overrepresentation tests with the databases of “GO biological process complete”, “GO molecular function complete”, “PANTEHR pathways”, and “Reactome pathways”. These results indicate that, unlike the successfully upreprogrammed genes, the genes successfully downreprogrammed are more promiscuous. Nevertheless, a test with the “GO cellular component complete” returned two small groups of genes with statistical significances, “anchoring junction” and “vacuole” (Figure 5A). The first group is mainly of focal adhesion with 19 genes identified (Figure 5A–D and Supplementary Table S10). 

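Of the focal adhesion genes, 18 are legible in Figure 5 and were tested. All 18 were at least 2-fold lower in OSKM cells than in naïve and in GFP fibroblasts and less than 2-fold from ESCs. Over all genes tested, 4 of them were properly downreprogrammed, and 9 with the controls of series A. Adjusted over the list alone, 16 passed in both comparisons, though the study picked these genes from the same libraries. Leaving out single libraries gave from 2, for example without GFP replicate 2 or BJ replicate 1, to 8 without GFP replicate 4, and a fit of only the 2 groups compared gave 0. The mean log2 of the 18 genes was 12.65 ± 0.09 (SD, n = 4) in naïve fibroblasts, 12.73 ± 0.18 (SD, n = 4) with GFP, 10.89 ± 0.04 (SD, n = 2) with OSKM and 10.60 ± 0.31 (SD, n = 3) in ESCs, and the median log2 fold change over naïve fibroblasts was -1.50. The mean of GFP replicate 2 stood apart from the other GFP libraries.

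**Figure D4:**
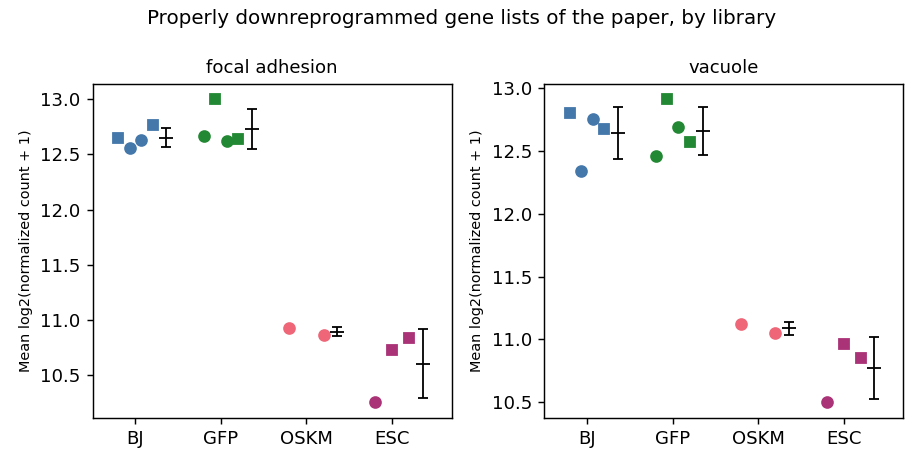
Mean log2(normalized count + 1) of the 18 focal adhesion genes and of the 21 vacuole genes in each library, by group, with circles for library series A, squares for series B and bars for the mean ± SD of the group. For both lists the 2 OSKM libraries lie below all 8 naïve and GFP libraries, for focal adhesion at 10.89 ± 0.04.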

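Supplementary Figure S3 names 21 genes of the vacuole, FTL among them. Their mean log2 was 12.64 ± 0.21 (SD, n = 4) in naïve fibroblasts, 12.66 ± 0.19 (SD, n = 4) with GFP, 11.09 ± 0.05 (SD, n = 2) with OSKM and 10.77 ± 0.24 (SD, n = 3) in ESCs. Each was at least 2-fold lower with OSKM than in naïve and GFP fibroblasts and less than 2-fold from ESCs, with a median log2 fold change over naïve fibroblasts of -1.40. By the q-values over all genes 4 were properly downreprogrammed, 6 with the controls of series A, and 20 passed adjusted over the list alone, which the study compiled from these libraries. The number was 2 without BJ replicate 1, ESC replicate 2 or ESC replicate 3 and 8 without GFP replicate 4, and fell to 1 when only the 2 groups compared were fitted.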

Among the properly downreprogrammed are 21 genes of vacuole components (Supplementary Figure S3 and Supplementary Table S11).

### 2.3. Two Sets of Genes Were Significantly but Insufficiently Reprogrammed at the Early Stages

The above analyses indicate that OSKM successfully reprogram 579 genes to the levels in PSCs (366 up and 213 down) within 48 h, indicating the robustness of the Yamanaka reprogramming factors. However, Yamanaka reprograming is very inefficient (<1%), slow, and stochastic. 

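Properly upreprogrammed and properly downreprogrammed genes came to 333 in all. Of the downward ones, 3 are also at least 2-fold below the ESC mean while both means are at 50 normalized counts or less, and so meet the definition of over-downreprogramming as well. The paper's reasoning runs from the naïve fibroblasts as the start and the ESCs as the end. A gene of the reprogramome whose level after OSKM has reached that of ESCs, in comparison with naïve and with GFP fibroblasts, is scored as reprogrammed. The paper reads the number of such genes, which it gives for within 48 h, as a sign that the factors are robust. It goes on to ask what limits them in the remaining genes of the reprogramome.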

To account for the limitation of Yamanaka reprogramming, the next question asked is what happens to the remaining genes in the reprogramome. In the upreprogramome, it is found that 152 genes were significantly upregulated but insufficiently reprogrammed. 

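Among the genes upregulated in both comparisons, 110 of the upreprogramome remained at least 2-fold below ESCs, and 209 did with the controls of series A. The lowest number, in a fit of only the 2 groups compared, was 9, and there were 71 without BJ replicate 1. For the median gene the log2 change over naïve fibroblasts was 3.40 with OSKM and 6.33 in ESCs. The difference between OSKM cells and ESCs passed a q-value of 0.01 in 68 of them, and 20 had a mean of 50 normalized counts or less in OSKM cells. AIF1L, TUBB4A and EPHA8 had the largest ratios to naïve fibroblasts. AIF1L (ENSG00000126878, chromosome 9 from 131096476 to 131123152 of hg38) had 4.67 ± 3.56 (SD, n = 4) normalized counts in naïve fibroblasts, 604 ± 119 (SD, n = 2) in OSKM cells and 9035 ± 631 (SD, n = 3) in ESCs (log2 fold change of OSKM over naïve fibroblasts 6.91, standard error 0.61, limma q = 4.93e-05, 7.54 in series A). EPHA8 (ENSG00000070886, chromosome 1 from 22563489 to 22603595) was not detected in naïve fibroblasts and had 89.2 ± 22.4 (SD, n = 2) in OSKM cells, at least 25.4-fold higher, and 327 in ESCs (limma q = 0.000969). TUBB4A (ENSG00000104833, chromosome 19 from 6494319 to 6502848) had 93.5 at 48 h and 901 at 72 h, against 1169 ± 612 (SD, n = 3) in ESCs and 2.64 ± 4.74 (SD, n = 4) in naïve fibroblasts, where replicate 4 alone had 9.73. Its level with OSKM thus rests on the 72 h library, and its call (limma q = 0.00374) was lost under 13 alternatives.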

The expression level for each of the 152 ESC-enriched genes is still at least 2-fold lower than that in ESCs, although each of those genes has been upregulated at least 2-fold (Figure 6A, Supplementary Figure S4A,B, Supplementary Table S12). Because of these two criteria, any gene in this category is at least 4-fold enriched in expression in ESCs compared to that in the somatic fibroblasts. We previously reported that the pluripotent surface marker gene *PODXL* is quickly activated upon reprogramming [14]. 

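PODXL (ENSG00000128567, chromosome 7 from 131500262 to 131558217 of hg38) encodes podocalyxin. It had 234 ± 85.4 (SD, n = 4) normalized counts in naïve fibroblasts, 617 ± 385 (SD, n = 4) in GFP fibroblasts, 4284 ± 887 (SD, n = 2) in OSKM cells (3657 at 48 h, 4911 at 72 h) and 49124 ± 3084 (SD, n = 3) in ESCs. The mean with OSKM was 18.3-fold that of naïve fibroblasts and 6.94-fold that of GFP fibroblasts, and the mean in ESCs was 11.5-fold that with OSKM. The log2 fold change was 4.25 over naïve fibroblasts (standard error 0.56, limma q = 0.000529), 4.34 with the controls of series A, and -3.53 against ESCs (standard error 0.59, limma q = 0.000476). The call against GFP fibroblasts (limma q = 0.0038) was lost in a fit of only the 2 groups compared and with harvest time as a covariate.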

The new data here are in agreement with our previous finding, but *PODXL* was still significantly insufficiently reprogramed because it was upregulated by 18.4-fold to reach an average normalized read count of 4197, but its expression is still 11.3 times lower than that in PSCs.

GO analysis of these 152 genes with the “biological process complete” database returned only one statistically significant GO term of “DNA replication” with 12 genes (*CHTF18*, *DSCC1*, *DTL*, *CCNE1*, *ORC1*, *ATAD5*, *DBF4*, *MCM3*, *CHAF1A*, *GINS1*, *CDC6*, and *TICRR*). 

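All 12 genes were at least 2-fold higher in OSKM cells than in naïve and GFP fibroblasts and at least 2-fold lower than in ESCs, with a median log2 fold change over naïve fibroblasts of 1.81 with OSKM and 3.58 in ESCs. By the q-values over all genes 3 of them, ATAD5, DBF4 and CHAF1A, were insufficiently upreprogrammed, while all 12 passed adjusted over the list alone, which the study chose on these libraries. In the fit with series A controls 10 were called. Single libraries decided the number, which was 10 without BJ replicate 4 and 0 without BJ replicate 1 or BJ replicate 3. The mean log2 of the list was 8.18 ± 0.74 (SD, n = 4) in naïve fibroblasts, 7.94 ± 0.30 (SD, n = 4) with GFP, 10.06 ± 0.08 (SD, n = 2) with OSKM and 11.64 ± 0.05 (SD, n = 3) in ESCs. BJ replicate 4 stood above the other naïve libraries, for example at 466 normalized counts of ORC1 against a group mean of 179, and 886 of CHTF18 against 434. CHAF1A (ENSG00000167670, chromosome 19 from 4402640 to 4445018 of hg38) had 659 ± 465 (SD, n = 4) in naïve fibroblasts, of which 1355 in BJ replicate 4, 2404 ± 1.99 (SD, n = 2) in OSKM cells and 6791 ± 911 (SD, n = 3) in ESCs (log2 fold change 2.08, standard error 0.42, limma q = 0.00718, 2.53 in series A). ATAD5 went from 122 to 408 (limma q = 0.00417) and DBF4 from 455 to 1294 (limma q = 0.00876). Each of these overlaps a gene on the other strand, and the call of DBF4 was lost under 16 alternatives, that of CHAF1A under 10 and that of ATAD5 under 4. TICRR had the largest q-value over naïve fibroblasts, 0.0603 from limma, with a log2 fold change of 1.43.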

GO analyses resulted in no statistically significant results for “molecular function complete”, “Reactome pathways”, and “PANTHER pathways”. However, GO analyses with “cellular component complete” showed that genes involved in cytoskeleton and cell junction were overrepresented significantly (Supplementary Figure S5). These two cellular components are functionally related, and there were nine common members between these two groups (*AIF1L*, *CGN*, *CTTNBP2*, *EPB41L4B*, *PNN*, *PODXL*, *PPP1R9A*, *SLC16A1*, and *SPTBN2*).

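Supplementary Figure S5 names 34 genes of the cytoskeleton and 26 of the cell junction, all matched and tested. Each lay at least 2-fold above naïve and GFP fibroblasts and at least 2-fold below ESCs. By the q-values over all genes, 14 of the cytoskeleton genes were insufficiently upreprogrammed (22 with the controls of series A) and 11 of the cell junction genes (12 in series A). Adjusted over the list alone, 33 and 23 passed in both comparisons, on libraries from which the study drew these lists. Without BJ replicate 1 the cell junction genes called fell to 7. When only the 2 groups compared were fitted, 3 cytoskeleton and 2 cell junction genes were called. The mean log2 of the cytoskeleton genes was 5.94 ± 0.08 (SD, n = 4) in naïve fibroblasts, 6.02 ± 0.13 (SD, n = 4) with GFP, 8.78 ± 0.30 (SD, n = 2) with OSKM and 11.23 ± 0.07 (SD, n = 3) in ESCs. For the cell junction genes these were 5.34 ± 0.14, 5.41 ± 0.18, 8.42 ± 0.24 and 11.24 ± 0.15.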

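Among these genes, AIF1L, PODXL, EPB41L4B and SLC16A1 were insufficiently upreprogrammed by the q-values over all genes, and CGN, CTTNBP2, PNN and PPP1R9A passed the ratios but not the q-value in both comparisons. SLC16A1 (ENSG00000155380, chromosome 1 from 112911847 to 112957593 of hg38), which overlaps SLC16A1-AS1 on the other strand, had 2417 ± 323 (SD, n = 4) normalized counts in naïve fibroblasts, 10293 ± 1283 (SD, n = 2) in OSKM cells and 21398 ± 2146 (SD, n = 3) in ESCs (log2 fold change 2.09, standard error 0.19, limma q = 6.13e-05, 1.99 in series A). It passed both comparisons under each alternative that gave a q-value, but left the class under 4, among them both rescalings. EPB41L4B went from 27.0 ± 8.22 (SD, n = 4) to 160.0 ± 78.1 (SD, n = 2) (limma q = 0.00445), and lost its call in series A, where the q-value was 0.011, without BJ replicate 1 or 2, with harvest time as a covariate and in a fit of only the 2 groups compared. CGN was called without GFP replicate 4, a library with 30.4 normalized counts against a GFP mean of 12.3, and so was PPP1R9A, with 68.4 against 29.0. CGN and PPP1R9A were also insufficiently upreprogrammed with the controls of series A, where PNN passed the q-values but was not in the class. CTTNBP2 had a limma q-value of 0.0172 over GFP fibroblasts, with a log2 fold change of 1.52.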

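LUM, PTX3 and TNFRSF11B had the largest falls among 77 genes of the downreprogramome that were downregulated in both comparisons, stayed at least 2-fold above ESCs and had more than 50 normalized counts in each OSKM library. With the controls of series A there were 153 such genes, in a fit of only the 2 groups compared 22, and without BJ replicate 1 44. For the median gene the log2 change from naïve fibroblasts was -2.31 with OSKM and -5.82 in ESCs, and 67 of the genes differed between OSKM cells and ESCs at a q-value under 0.01. LUM (ENSG00000139329, chromosome 12 from 91102629 to 91111494 of hg38) went from 24865 ± 6532 (SD, n = 4) in naïve fibroblasts to 878 ± 93.6 (SD, n = 2) in OSKM cells, with 2.20 in ESCs (log2 fold change -4.79, standard error 0.58, limma q = 0.000316, -4.78 in series A). PTX3 (ENSG00000163661, chromosome 3 from 157436850 to 157443633), which lies within VEPH1 on the other strand, went from 7645 ± 3192 (SD, n = 4) to 320.4 ± 13.2 (SD, n = 2), with 26.5 in ESCs (log2 fold change -4.48, limma q = 0.000278, -4.97 in series A). TNFRSF11B (ENSG00000164761, chromosome 8 from 118923557 to 118951885) went from 14970.2 ± 2427 (SD, n = 4) to 787 ± 21.9 (SD, n = 2), with 53.1 in ESCs (log2 fold change -4.23, limma q = 4.28e-05, -4.06 in series A).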

In the downreprogramome, 286 genes were significantly downregulated but insufficiently downreprogrammed by OSKM (Figure 6B, Supplementary Figure S6, Supplementary Table S13, see Materials and Methods for defining this set of genes). For example, we previously reported that *SNAI2*, *PSG5*, *NR2F2*, and *IL1R1* were robustly expressed in human fibroblasts but not expressed in human PSCs [18]. This is confirmed by the current data here. These fibroblast genes were downregulated 5- to 17-fold by OSKM within 48 h, but these genes are still not shut off as required because their expression levels were still at least 6.6 to 40.6 times above the threshold (50 normalized read counts).

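The means of these 4 genes fell 5.23-fold to 17.1-fold from naïve fibroblasts to OSKM cells and stayed 6.83 to 41.3 times above 50 normalized counts, and each was at least 2-fold lower than in GFP fibroblasts as well. By the q-values over all genes SNAI2 and IL1R1 were insufficiently downreprogrammed. Adjusted over the list alone all 4 passed. The paper cites earlier work for their expression in fibroblasts and not in PSCs, but gives them as examples of genes that fell with OSKM in these libraries. For the response to OSKM that count is therefore not independent evidence. SNAI2 (ENSG00000019549, chromosome 8 from 48917598 to 48921740 of hg38) went from 3607 ± 889 (SD, n = 4) in naïve fibroblasts to 589 ± 68.0 (SD, n = 2) in OSKM cells, with 41.6 in ESCs (log2 fold change -2.58, standard error 0.33, limma q = 0.000413, -2.57 in series A). IL1R1 (ENSG00000115594, chromosome 2 from 102064544 to 102179874) went from 11380.2 ± 4026 (SD, n = 4) to 667 ± 92.6 (SD, n = 2), with 37.8 in ESCs (log2 fold change -4.01, standard error 0.45, limma q = 0.000241, -3.83 in series A). NR2F2 (ENSG00000185551, chromosome 15 from 96325938 to 96340263), which overlaps NR2F2-AS1 on the other strand, went from 10789 ± 1901 (SD, n = 4) to 2064 ± 11.6 (SD, n = 2), with a log2 fold change of -2.37 (limma q = 0.0343 over naïve and 0.0511 over GFP fibroblasts, -2.19 in series A). Its ESC libraries run from 0.539 to 16.3 normalized counts, which widens the shared spread, and without ESC replicate 1, or in a fit of only the 2 groups compared, NR2F2 was called. PSG5 (ENSG00000204941, chromosome 19 from 43166256 to 43186536), a member of a gene family between whose copies reads can be split, went from 4593 ± 2528 (SD, n = 4) to 342 ± 69.7 (SD, n = 2) (log2 fold change -3.50, limma q = 0.0169, -4.27 in series A). BJ replicate 4 had 1274, and without it PSG5 was called with a q-value of 0.00666.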

Unlike the genes insufficiently upreprogrammed and those successfully downreprogrammed, GO analyses of the 286 significantly downregulated but insufficiently downreprogrammed genes result in a long list of GO terms overrepresented significantly (Supplementary Figure S7). Of note, a set of genes involved in development were among this list. Similarly, a set of genes with roles in morphogenesis and differentiation were also insufficiently downreprogrammed at this early stage (Supplementary Figure S7). These data indicate that significant reprogramming on those cellular features (e.g, downregulation of developmental genes and of regulators of the somatic cell morphology) has occurred but further reprogramming is needed.

### 2.4. Two Large Sets of Highly Enriched and Robustly Expressed Genes Did Not Respond to Reprogramming Factors at the Initial Stages

Yamanaka reprogramming is inefficient, slow, and stochastic; one hypothesis to account for these limitations is that many genes are not responsive to OSKM reprogramming at the early stages of reprogramming. In testing this hypothesis, this study mainly focused on genes with higher expression (the mean normalized read count is >500) and great differences between the starting cells and the endpoint PSCs (at least 5-fold differences in expression levels) (see Materials and Methods for defining this group of genes) in an assumption that these genes may be more critical than those with low expression and fewer differences in expression levels.

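The genes of the upreprogramome with a mean above 500 normalized counts in ESCs and at least 5-fold above naïve fibroblasts numbered 1026. In 538 of them, or 52.4%, the OSKM mean was less than 2-fold from those of naïve and GFP fibroblasts, or all 3 means were below 50. Restricted to series A controls, the numbers were 1175 and 564. This class is defined by ratios and not by a test. If it is instead defined as the highly ESC-enriched genes that were not differentially expressed in both comparisons, which also takes in genes whose change did not reach the q-value, it holds 878 genes, the largest change among the alternatives. For the median irresponsive gene the log2 mean was 3.95 in naïve fibroblasts, 4.18 with GFP, 4.63 with OSKM and 10.31 in ESCs.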

In the upreprogramome, 504 out of the 1033 highly PSC-enriched and well-expressed genes were not responsive to the reprogramming factors, representing 48.8% of the robustly expressed and PSC-enriched genes (see Materials and Methods, Figure 7A, and Supplementary Table S14, Supplementary Figure S8). Of note, many well-established pluripotency genes were resistant to reprogramming. For example, *NANOG, LIN28A, LIN28B, TERT, TERF1, LEFTY1, ZFP42, DNMT3B, DPPA4, PRDM14, SALL4*, and *ZSCAN10* were all transcriptionally refractory to OSKM induction within the first 72 h.

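By the ratios, 11 of these 12 genes were irresponsive. SALL4 was not, because its mean of 98.6 ± 11.8 (SD, n = 2) normalized counts in OSKM cells was 3.16-fold that of GFP fibroblasts (31.2 ± 15.6 (SD, n = 4)), though 1.39-fold that of naïve fibroblasts (71.1 ± 12.5 (SD, n = 4), limma q = 0.53 over naïve and 0.0184 over GFP fibroblasts). ESCs had 6743 ± 1732 (SD, n = 3). TERT (ENSG00000164362, chromosome 5 from 1253147 to 1295068 of hg38) was irresponsive because its means in all fibroblast groups were below 50. It is listed at 0 in the 4 naïve libraries and had 4.70 at 48 h and 27.4 at 72 h, against 546 ± 189.6 (SD, n = 3) in ESCs, and it was also called upregulated (limma q = 0.00398 over naïve and 0.00979 over GFP fibroblasts), with q-values of 0.0127 and 0.0122 in series A. NANOG (ENSG00000111704, chromosome 12 from 7787794 to 7799146) had 19.7 ± 9.17 (SD, n = 4) in naïve fibroblasts, 12.6 ± 3.29 (SD, n = 4) in GFP fibroblasts, 17.3 ± 5.46 (SD, n = 2) in OSKM cells and 10379.5 ± 442 (SD, n = 3) in ESCs, a log2 fold change of -0.11 with OSKM over naïve fibroblasts (standard error 0.45, limma q = 0.917). LIN28A (ENSG00000131914, chromosome 1 from 26410817 to 26429728) had 19.4 ± 12.5 (SD, n = 4), 30.7 ± 28.4 (SD, n = 4), 9.78 ± 4.46 (SD, n = 2) and 67857 ± 13242 (SD, n = 3) in the same order. The fitted log2 fold changes of the 12 genes with OSKM ran from -2.06 for LEFTY1 to 3.67 for TERT, and the median was -0.02, against 9.57 in ESCs. The size of both ends depends on the 1 added to each count. LEFTY1 was not detected in OSKM cells and TERT not in naïve fibroblasts. ZSCAN10 had 83.0 normalized counts at 48 h and 0.382 at 72 h, so the 48 h library decides its mean, and ESCs had 3929.7 ± 528 (SD, n = 3). TERF1 was well expressed before OSKM, with 1049 ± 145 (SD, n = 4) in naïve fibroblasts, 969 ± 35.5 (SD, n = 2) in OSKM cells and 30637 ± 5920.1 (SD, n = 3) in ESCs, and DNMT3B had 176, 158 and 62810.5. The other genes had means of no more than 18.0 in OSKM cells, and LIN28B overlaps LIN28B-AS1 on the other strand.

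**Figure D5:**
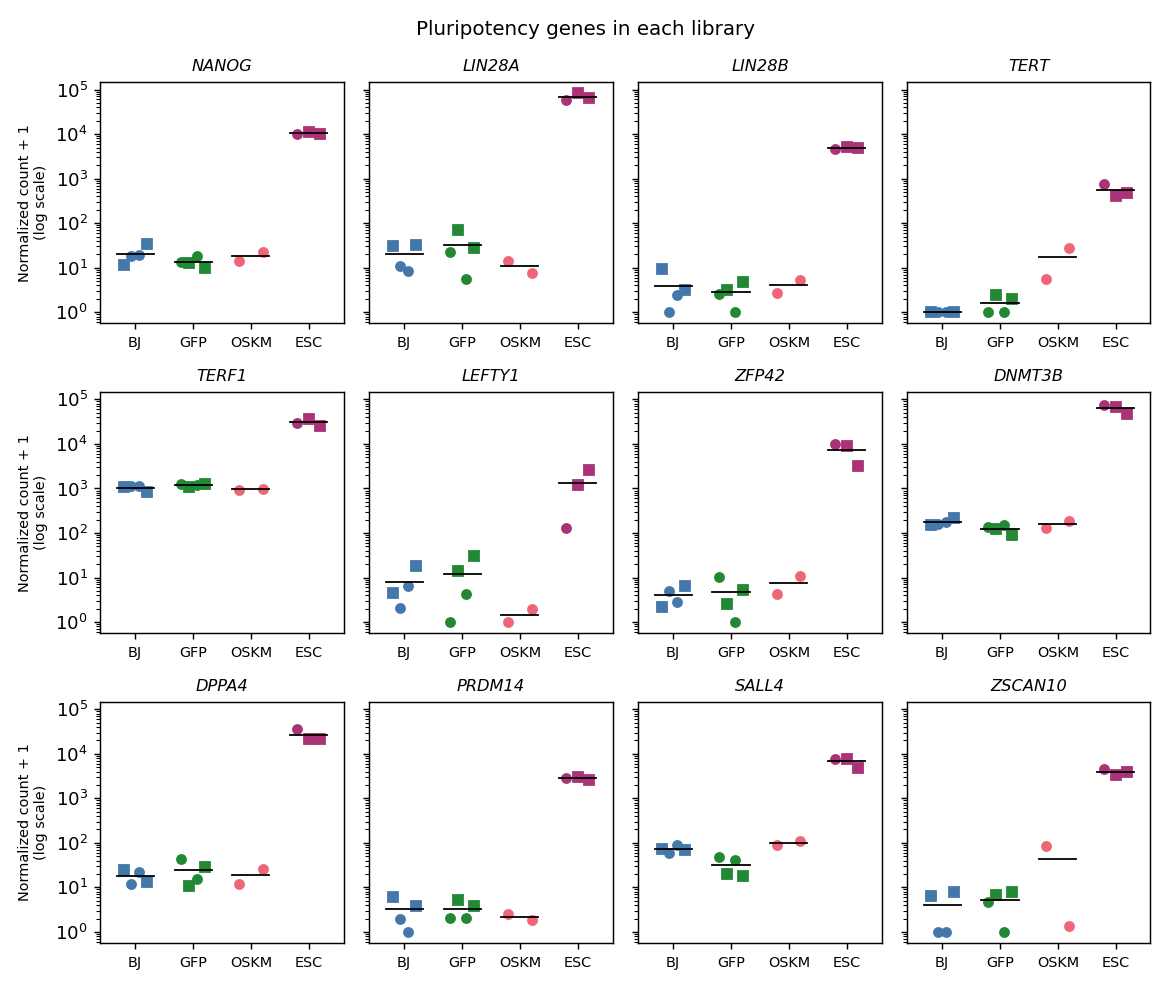
Normalized counts plus 1 on a log axis of the 12 pluripotency genes in each library, by group, with circles for library series A, squares for series B and a line for the mean of each group. The OSKM libraries lie with the naïve and GFP fibroblasts for NANOG (17.3 against 19.7 in naïve fibroblasts), far below the ESCs (10379.5).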

Like the significantly downregulated but insufficiently downreprogrammed genes, the irresponsive PSC-enriched genes are not random and not unrelated. GO analyses with the “biological process complete” database showed that 66 GO terms were significantly overrepresented (FDR < 0.05), and 37 of them were overrepresented at least 2-fold. Among these PSC-enriched genes irresponsive to OSKM reprogramming are those involved in embryo development and stem cell population maintenance (Supplementary Figure S9). Like genes significantly downregulated but insufficiently downreprogrammed, a lot of the PSC-enriched irresponsive genes have roles in cell morphogenesis; for example, 45 PSC-enriched irresponsive genes were associated with the GO term of “cell morphogenesis”, and 48 such genes were associated with the GO term of “cellular component morphogenesis”. The PSC-enriched irresponsive genes were also overrepresented in the groups with roles in cell adhesion and cell junction, with 49 such genes associated with the GO term of “cell adhesion” (Supplementary Figure S9). Impressively, the reactome-pathways analysis showed that genes for “transcriptional regulation of pluripotent stem cells” were 18.7-fold overrepresented in this irresponsive group with 10 of the 22 members for this reactome pathway being in the PSC-enriched irresponsive group, including *NANOG, EPHA1, TDGF1, DPPA4, ZSCAN10, FOXD3, LIN28A, PRDM14, ZIC3*, and *SALL4* (data not visualized, but can be found in the interactive Supplementary Table S14). This observation is in agreement with the previous work on mouse reprogramming in that they reported that many pluripotency key regulators were activated very late, i.e., in the stabilization phase, for example, mouse *Lin28* and *Dppa4* [8]. 

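Beside genes given above, EPHA1, TDGF1 and FOXD3 belong to this pathway, and these 3 were irresponsive by the ratios of means. FOXD3 (ENSG00000187140, chromosome 1 from 63322567 to 63325128 of hg38) is listed at 0 in both OSKM libraries, while its mean in ESCs was 983 ± 589 (SD, n = 3) normalized counts. TDGF1 (ENSG00000241186, chromosome 3 from 46574534 to 46582457) had 9.49 ± 7.42 (SD, n = 4) in naïve fibroblasts, 22.8 ± 5.67 (SD, n = 2) in OSKM cells and 27678 ± 1166 (SD, n = 3) in ESCs (log2 fold change with OSKM 1.55, limma q = 0.383, 2.61 in series A), and EPHA1 (ENSG00000146904, chromosome 7 from 143390289 to 143408856) had 40.0 ± 56.2 (SD, n = 4), 67.0 ± 40.2 (SD, n = 2) and 2022 ± 312 (SD, n = 3) (log2 fold change 2.26, limma q = 0.45, -0.12 in series A). EPHA1 differs between the series of naïve libraries, with 36.3 and 121 in series A and 0.942 and 2.17 in series B. EPHA1, TDGF1 and FOXD3 each overlap a gene on the other strand. The median log2 fold change of the pathway's genes over naïve fibroblasts was 0.03 with OSKM and 10.29 in ESCs.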

Proteomic profiling also showed that mouse Lin28, Sall4, and Dppa4 were expressed only at a very late stage of reprogramming [17]. The data here are probably an underestimation because two members of this reactome pathway (*OCT4* and *SOX2*) likely do not respond to OSKM induction initially and the current data cannot reveal the responses of these two transcriptional regulators of pluripotent stem cells because they were among the four reprogramming factors overexpressed in the RNA-seq samples in this report. Indeed, previous research showed that murine *Oct4* [19] and *Sox2* were activated only late during reprogramming [9,20]. In the partially reprogrammed mouse iPSC lines, the endogenous *Oct4* is not activated and the Oct4 protein is the product of the integrated *Oct4* transgene [10]. Human endogenous *SOX2* was also not detectable before 72 h of fibroblast reprogramming [15]. In summary, these data indicate that pluripotency cell morphology, cell adhesion, and cell–cell interaction, as well as pluripotency transcriptional network are among the strongest barriers to reprogramming at the initial stages.

Next, the author tested whether any gene in the downreprogramome is also resistant to reprogramming as seen in the upreprogramome. Indeed, 449 of the 1129 highly fibroblast-enriched and robustly expressed genes were not responsive to OSKM reprogramming within the first 72 h, representing 39.8% of this group (Figure 7B, Supplementary Figure S10, Supplementary Table S15). 

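In the downreprogramome, 1110 genes had a mean above 500 normalized counts in naïve fibroblasts and at least 5-fold that of ESCs. The OSKM mean was less than 2-fold from those of naïve and GFP fibroblasts in 449 of them, or 40.5%. With the controls of series A these numbers were 1175 and 496. Taken instead as the genes not differentially expressed in both comparisons, the irresponsive genes numbered 1008, and when each OSKM library had to lie within 2-fold they numbered 385. For the median irresponsive gene the log2 mean was 11.12 in naïve fibroblasts, 11.11 with GFP, 10.79 with OSKM and 7.75 in ESCs, and the log2 change with OSKM over naïve fibroblasts was -0.34.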

For examples, the current RNA-seq data confirmed our previous microarray data that *EMP1, LOX,* and *NFIX* were robustly expressed in human fibroblasts but not expressed or expressed at very low levels in human PSCs [18] and showed that they were not responding transcriptionally to OSKM reprogramming at the initial stage.

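All 3 genes were irresponsive by the ratios of means, over all libraries and with the controls of series A. EMP1 (ENSG00000134531, chromosome 12 from 13196723 to 13219941 of hg38) had 8253 ± 2491 (SD, n = 4) normalized counts in naïve fibroblasts, 6593 ± 2381 (SD, n = 4) in GFP fibroblasts, 12238 ± 1982 (SD, n = 2) in OSKM cells and 26.3 ± 17.8 (SD, n = 3) in ESCs, with a log2 fold change of 0.61 for OSKM over naïve fibroblasts (standard error 0.48, limma q = 0.462). LOX (ENSG00000113083, chromosome 5 from 122063195 to 122078413), which overlaps SRFBP1 on the other strand, had 16298 ± 11662 (SD, n = 4), 18172 ± 14082 (SD, n = 4), 22043 ± 389 (SD, n = 2) and 59.2 ± 11.1 (SD, n = 3) in the same order (log2 fold change 0.87, standard error 0.84, limma q = 0.56). NFIX (ENSG00000008441, chromosome 19 from 12995475 to 13098796) had 6912 ± 3572 (SD, n = 4), 5309 ± 4027 (SD, n = 4), 4935 ± 654 (SD, n = 2) and 12.4 ± 15.4 (SD, n = 3) (log2 fold change -0.34, standard error 0.85, limma q = 0.848). The naïve libraries of LOX had 23755 and 28185 in series A, which holds the OSKM libraries, and 10089 and 3163 in series B, and those of NFIX ran from 3068 to 11689.7. Against the naïve libraries of series A alone the log2 fold change was 0.28 for EMP1, -0.23 for LOX, of the other sign, and -0.86 for NFIX. EMP1 was outside the class under 5 alternatives, among them both rescalings.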

The author next wondered what the functions for these irresponsive fibroblast-enriched genes are. The initial GO analysis with the “biological process complete” database returned as many as 251 overrepresented GO terms Focus was then shifted to the more evolutionally conserved “biological process-slim” database, and it was found that 43 evolutionally conserved GO terms were overrepresented by this 449-gene set (Supplementary Figure S11). Again, genes involved in cellular morphogenesis and cell shape were overrepresented by the irresponsive fibroblast genes and seven morphogenesis GO terms were associated with these genes, including 19 genes playing roles in “cell morphogenesis” (Supplementary Figure S11). Of note, many GO terms for cellular behaviors were overrepresented in the irresponsive fibroblast gene set; for examples, cell spreading (6 genes, overrepresented 12.2-fold), regulation of cell shape (7 genes, overrepresented 7-fold), cell migration (20 genes), cell motility (20 genes), cell adhesion (24 genes), cell communication (30 genes), cell development (19 genes), cell differentiation (36 genes), cell localization (20 genes), and cell population proliferation (12 genes) (Supplementary Figure S11). These results indicate that genes that maintain the somatic fibroblast cellular morphology and cellular behaviors constitute significant barriers to reprogramming at the initial stages of iPSC reprogramming.

### 2.5. Six Types of Aberrant Reprogramming

To identify additional factors contributing to the inefficient, slow, and stochastic reprogramming by the Yamanaka factors, it was hypothesized that some genes might be wrongly reprogrammed at the early stage of reprogramming. That is, some genes are wrongly upregulated at least 2-fold when they should be downreprogrammed at least 2-fold, or some genes are wrongly downregulated at least 2-fold while they should be upreprogrammed at least 2-fold.

It was found that 22 genes were wrongly upregulated at least 2-fold, where they should be downreprogrammed at least 2-fold (Figure 8A, Supplementary Figure S12, Supplementary Table S16). On the other hand, 26 genes were wrongly downregulated at least 2-fold where they should be upreprogrammed at least 2-fold (Figure 8B, Supplementary Figure S13, Supplementary Table S17). In these two cases, the expression gap to be closed by reprogramming became even greater, and was increased to the extent of at least 4-fold.

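Upregulated in both comparisons while belonging to the downreprogramome were 7 genes, 13 with the controls of series A. KLF4 itself, carried by the vector, is among the 7. The number rose to 17 at a q-value under 0.05 and fell to 3 in a fit of only the 2 groups compared and to 3 without ESC replicate 2. Apart from KLF4, the largest ratios were those of NFATC2 and APOL4. NFATC2 (ENSG00000101096, chromosome 20 from 51386957 to 51562831 of hg38) went from 174 ± 46.0 (SD, n = 4) normalized counts in naïve fibroblasts to 3081 ± 397 (SD, n = 2) in OSKM cells, against 62.7 ± 11.9 (SD, n = 3) in ESCs (log2 fold change 4.17, standard error 0.43, limma q = 0.00014, 4.45 in series A). APOL4 (ENSG00000100336, chromosome 22 from 36189124 to 36204840) went from 96.9 ± 26.2 (SD, n = 4) to 1055 ± 86.8 (SD, n = 2), against 31.0 ± 14.3 (SD, n = 3) in ESCs (log2 fold change 3.46, standard error 0.40, limma q = 0.000265, 3.25 in series A). Both passed the 2 comparisons under each alternative that gave a q-value, but NFATC2 left the class under 7 and APOL4 under 3, among them equal upper quartiles and the fit without ESC replicate 2. Of the 22 genes named in Supplementary Figure S12, all lay in the downreprogramome and at least 2-fold above naïve and GFP fibroblasts, and 6 were called wrongly upregulated by the q-values over all genes, 8 in series A and 2 without ESC replicate 2. Adjusted over the list alone, 13 passed in both comparisons, on a list the study chose from these libraries. The 16 that were not called are SLC9B2, CNNM1, MEF2C, TRIM7, GSN, MROH6, A4GALT, PWP2, MET, SCUBE2, MFAP5, CD36, NCR3LG1, MAN2A2, SLC25A45 and PI4KAP1.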

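The genes of the upreprogramome that were downregulated in both comparisons numbered 9, and 18 with the controls of series A. There was 1 in a fit of only the 2 groups compared, 33 at a q-value under 0.05, 4 without BJ replicate 1 and 14 without ESC replicate 1. KNDC1 (ENSG00000171798, chromosome 10 from 133160219 to 133226412 of hg38) fell from 158 ± 15.7 (SD, n = 4) normalized counts in naïve fibroblasts to 19.7 ± 3.99 (SD, n = 2) in OSKM cells, while ESCs had 450.0 ± 137 (SD, n = 3) (log2 fold change -2.95, standard error 0.33, limma q = 0.000243, -2.98 in series A). HLA-DPB1 (ENSG00000223865, chromosome 6 from 33075990 to 33089696), which overlaps HLA-DPA1 on the other strand, fell from 186 ± 41.1 (SD, n = 4) to 42.5 ± 1.63 (SD, n = 2), with 795 ± 216 (SD, n = 3) in ESCs (log2 fold change -2.08, limma q = 0.00193, -1.81 in series A), and was not called under 5 alternatives, for example without GFP replicate 2 or 3. QPRT (ENSG00000103485, chromosome 16 from 29663279 to 29698699), which overlaps SPN on the same strand, fell from 2578 ± 652 (SD, n = 4) to 663 ± 28.2 (SD, n = 2), with 5552 ± 1105 (SD, n = 3) in ESCs (log2 fold change -1.93, limma q = 0.00303, -2.03 in series A), and was not called under 11 alternatives, among them series A controls and the fit without BJ replicate 1. A fit of only the 2 groups compared called none of the 3. Of the 26 genes named in Supplementary Figure S13, by the q-values over all genes 8 were downregulated in both comparisons, 22 lay in the upreprogramome and 6 met both, in series A likewise 6. The number was 2 without BJ replicate 1, and 21 passed adjusted over the list alone, which the study chose from these libraries. Among those not called are C1orf226, VAT1L, SLC7A8, SEZ6L2, HEPH, CNN1, SSBP3, CD40, LAMA1, CACNG7, CIB2, PLEKHG4B, SLC2A3, ECHDC3, MMD, EFCAB2, ANOS1, MAP2K6 and AMPH.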

There are two other possibilities: some genes are upregulated at least 2-fold where there are no differences in expression levels between the starting somatic cells and the endpoint PSCs, i.e., unwanted upreprogramming; on the other hand, there may be unwanted downreprogramming of genes which are downregulated at least 2-fold, but there are no differences in expression levels between the starting cells and the endpoint pluripotent cells. Indeed, 134 genes were identified in the unwanted upreprogramming category (Figure 8C, Supplementary Figure S14, Supplementary Table S18) and 99 genes in the unwanted downreprogramming group (Figure 8D, Supplementary Figure S15, Supplementary Table S19).

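With a mean in ESCs less than 2-fold from that in naïve fibroblasts, 109 genes were upregulated and 57 downregulated by OSKM in both comparisons. With the controls of series A there were 165 and 89. The numbers were lowest in a fit of only the 2 groups compared, at 26 and 7. They were 175 and 35 with libraries rescaled to equal totals, and the downregulated genes numbered 31 without BJ replicate 1 and 36 without BJ replicate 2 or BJ replicate 3. Upward, IBSP, C6orf15 and VENTXP2 had the largest ratios. None of the 3 was detected in naïve fibroblasts, GFP fibroblasts or ESCs. IBSP (ENSG00000029559, chromosome 4 from 87799554 to 87812435 of hg38) had 177 ± 112 (SD, n = 2) normalized counts in OSKM cells, at least 50.4-fold above naïve fibroblasts (limma q = 8.34e-05), C6orf15 (ENSG00000204542, chromosome 6 from 31111223 to 31112575) had 162 ± 69.6 (SD, n = 2), at least 46.2-fold above (limma q = 0.000154), and VENTXP2 (ENSG00000215037, chromosome 13 from 83907301 to 83907781) had 133 ± 91.1 (SD, n = 2). VENTXP2 is annotated as a processed pseudogene, whose reads can come from a near-identical copy, and is listed at 0 in all 11 other libraries. Downward, TRBC2 (ENSG00000211772, chromosome 7 from 142801041 to 142802748) went from 433 ± 185 (SD, n = 4) in naïve fibroblasts to 41.3 ± 2.37 (SD, n = 2) with OSKM, with 739.6 ± 252 (SD, n = 3) in ESCs (log2 fold change -3.25, limma q = 0.000972, -2.73 in series A), and SH3GL2 (ENSG00000107295, chromosome 9 from 17579066 to 17797124) from 319 ± 146 (SD, n = 4) to 37.7 ± 5.37 (SD, n = 2), with 291 ± 61.3 (SD, n = 3) in ESCs (log2 fold change -2.95, limma q = 0.00122, -2.67 in series A). SERPING1 (ENSG00000149131, chromosome 11 from 57597387 to 57619171) went from 2309.7 ± 1320.1 (SD, n = 4) to 288 ± 106 (SD, n = 2), with 2214 ± 470.3 (SD, n = 3) in ESCs (log2 fold change -2.88, limma q = 0.00793, -3.11 in series A), and lost its call under 15 alternatives.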

Finally, 18 genes were over-upreprogrammed in that these PSC-enriched genes were upregulated to the levels at least 2-fold higher than that in PSCs and at least 4-fold higher than that in the starting fibroblasts (Figure 8E, Supplementary Figure S16, Supplementary Table S20). 

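Upregulated to at least 2-fold above ESCs were 20 genes of the upreprogramome, 22 with the controls of series A. POU5F1, SOX2 and MYC, which the vectors carry, are 3 of them. When the difference from ESCs had to pass the q-value as well, 7 genes met the definition, the alternative that moved the count most. After POU5F1 and SOX2, TPPP had the largest ratio. TPPP (ENSG00000171368, chromosome 5 from 659862 to 693352 of hg38), which overlaps CEP72 on the other strand, had 13.3 ± 4.30 (SD, n = 4) normalized counts in naïve fibroblasts, 20.7 ± 20.8 (SD, n = 4) in GFP fibroblasts, 1267 ± 339 (SD, n = 2) in OSKM cells and 74.7 ± 16.1 (SD, n = 3) in ESCs (log2 fold change over naïve fibroblasts 6.51, standard error 0.67, limma q = 0.000141, 6.83 in series A, and 4.06 over ESCs, limma q = 0.000623). Its GFP libraries include 51.6 in replicate 4. Of the 18 genes named in Supplementary Figure S16, 15 were over-upreprogrammed by the q-values over all genes, 14 in series A and 9 without ESC replicate 2. The study chose this list on these libraries. PAM16 and WDR3 were not called.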

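Of CXCL12, NR1H3, VEPH1, TMEM35A, MRVI1 (IRAG1 in newer annotation) and PKD1L2, each had a mean in OSKM cells at least 2-fold below naïve fibroblasts, GFP fibroblasts and ESCs. The q-values over all genes called NR1H3 and MRVI1 over-downreprogrammed, and all of them passed against both kinds of fibroblasts adjusted over the list alone, which the study chose on these libraries. NR1H3 (ENSG00000025434, chromosome 11 from 47248300 to 47269033 of hg38), which overlaps ACP2 on the other strand, had 1139 ± 146 (SD, n = 4) normalized counts in naïve fibroblasts, 219 ± 39.5 (SD, n = 2) in OSKM cells and 565 ± 92.6 (SD, n = 3) in ESCs (log2 fold change over naïve fibroblasts -2.38, standard error 0.28, limma q = 0.000272, -2.30 in series A). It was outside the class under 8 alternatives, among them series A controls, both rescalings and the fits without BJ replicate 1, 3 or 4 or ESC replicate 1. MRVI1 (ENSG00000072952, chromosome 11 from 10573091 to 10693988) had 2016 ± 1037 (SD, n = 4), 73.8 ± 3.26 (SD, n = 2) and 195 ± 47.3 (SD, n = 3) in the same order (log2 fold change -4.55, limma q = 0.00372, -5.24 in series A), and was outside the class under 11, among them equal upper quartiles and the fits without BJ replicate 1, 2 or 3, GFP replicate 1, or ESC replicate 1 or 2. Of the list, 0 were called without BJ replicate 1 or ESC replicate 1 and with equal upper quartiles, and 4 in series A and without ESC replicate 3. CXCL12 (limma q = 0.0432) and TMEM35A (limma q = 0.0311) did not pass against GFP fibroblasts, and VEPH1 (limma q = 0.0137) and PKD1L2 (limma q = 0.0193) did not pass for ESCs against naïve fibroblasts. TMEM35A passed without GFP replicate 4. Among all genes 6 were over-downreprogrammed, 7 with the controls of series A. The largest ratios, after MRVI1, were those of ENSG00000248927, a long non-coding RNA gene without a symbol that went from 92.1 to 7.88 with 27.3 in ESCs, and NHLRC4, which went from 64.4 to 8.87 with 20.0 in ESCs. At these means in OSKM cells and ESCs both genes also count as shut off. NHLRC4 overlaps PIGQ on the same strand. A fit of only the 2 groups compared called 0, and the number was 2 without BJ replicate 1, BJ replicate 4, GFP replicate 1 or ESC replicate 1.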

Lastly, six genes were over-downreprogrammed to a similar extent (*CXCL12*, *NR1H3*, *VEPH1*, *TMEM35A*, *MRVI1*, *PKD1L2*) (Supplementary Table S21).

GO analyses were conducted with each set of the six types of aberrantly reprogrammed genes individually but resulted in no statistically significant GO terms with all the six sets of genes except for two cases. GO analysis of the 99 unwanted downreprogrammed genes with the PANTHER pathways indicated that the “metabotropic glutamate receptor group II pathway” was 17.6-fold overrepresented (four genes were in this group vs. 0.23 expected genes. They are *CACNA1A*, *VAMP1*, *STX1B*, and *GNAO1*.). 

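CACNA1A and GNAO1 were downregulated in both comparisons by the q-values over all genes and VAMP1 was not, though each of these 3 was at least 2-fold below naïve and GFP fibroblasts and less than 2-fold apart between naïve fibroblasts and ESCs. The study chose them on these libraries. Both called genes lost their call with libraries rescaled to equal totals or equal upper quartiles, in a fit of only the 2 groups compared, without a variance trend, with harvest time as a covariate, without BJ replicate 1, 2 or 3, without GFP replicate 1, and without ESC replicate 2 or 3. GNAO1 also lost it without GFP replicate 3, and CACNA1A with no filter on low values. CACNA1A (ENSG00000141837, chromosome 19 from 13206442 to 13633025 of hg38) had 709 ± 204 (SD, n = 4) normalized counts in naïve fibroblasts, 223 ± 2.09 (SD, n = 2) in OSKM cells and 589 ± 75.7 (SD, n = 3) in ESCs (log2 fold change -1.61, standard error 0.33, limma q = 0.00688, -1.84 in series A). GNAO1 (ENSG00000087258, chromosome 16 from 56191390 to 56357444) had 1141 ± 373 (SD, n = 4) in naïve fibroblasts, 277 ± 73.97 (SD, n = 2) in OSKM cells and 1185 ± 65.4 (SD, n = 3) in ESCs (log2 fold change -2.00, standard error 0.39, limma q = 0.00539, -2.40 in series A). VAMP1, which overlaps VAMP1-AS1 on the other strand, went from 597 to 245 (limma q = 0.0147).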

In the second case, GO analysis of the 134 unwanted upreprogrammed genes with the “cellular component complete” annotation data set indicated that the GO term of “extracellular space” was overrepresented by 1.95-fold (42 observed genes vs. 21.48 expected. Data not shown). Then, all of the 305 genes aberrantly reprogrammed were pooled as a single list to run PANTHER GO tests. No statistically significant results were found for any of the GO annotation data sets, indicating that the aberrant reprogramming is more promiscuous. Function classification was conducted for the 305 genes in this group. These genes were represented in various GO classes within different classifications including protein class, cellular component, molecular function, and biological process (Supplementary Figure S17). Of note, 57 membrane genes were aberrantly reprogrammed, 23 of which were organelle membrane proteins. Twelve of these membrane proteins have transporter activities. Another interesting family of proteins in this aberrant reprogramming group is those playing roles in metabolisms.

## 3. Discussion

iPSC reprogramming has been studied intensely over the past 14 years; however, it remains a black box to us. This technology is still inefficient, slow, stochastic, and error-prone. There is a possibility that the efficiency and fidelity can be enhanced significantly considering that the oocyte reprogramming is fast, efficient, and accurate [3]. To better understand and study the pluripotency reprogramming, we recently proposed a novel concept of reprogramome, which is the full complement of genes that have to be reprogrammed to the levels found in the pluripotent stem cells. The concept of reprogramome allows one to determine the legitimacy of a gene response to the reprogramming factors. Previous mouse research identified many patterns of transcriptional changes by comparing expression profiles of reprogramming populations purified with only two markers, one somatic and one intermediately marker SSEA1 [9], but those transcriptional responses do not necessarily represent the required transcriptional changes for successful reprogramming considering the very low efficiency and the stochastic nature of the iPSC reprogramming methods, as well as the high heterogeneity both in gene expression and reprogrammability within the SSEA1^+^ population. The noise signals are even greater for the previous mouse temporal expression profiling at different reprogramming stages of the unsorted secondary reprogramming MEF harboring the pre-integrated inducible OSKM reprogramming factors because the reprogramming efficiency is still very low with that system and the cells are very heterogeneous [8]. With consideration of the legitimacy of the transcriptional responses to reprogramming, the current study has cataloged many different types of transcriptional responses of genes to the conventional Yamanaka factors. Compared to the previous analyses, the patterns of responses described here better explain the robustness and limitations of the Yamanaka reprogramming.

Furthermore, the previous research predominantly focused on mouse reprogramming. The current report fills in a gap as the detailed study of early transcriptional responses to OSKM in human pluripotency reprogramming. One work reported the transcriptional responses to OSKM in human pluripotency reprogramming [15]. However, that investigation was limited by its use of the insensitive and biased microarray profiling. Critically, the authors used retroviruses to deliver the four reprogramming factors into human fibroblasts, and only 27.6% of the cells were transduced. The current research is more comprehensive, complete, and accurate thanks to the use of RNA-seq and our optimized transduction protocols. As a result, the current study identified at least 3.6× more differentially regulated genes by OSKM. Furthermore, a significant portion of the regulated genes in Mah’s data may reflect the impact of viruses on the reprogramming cells since their responsive genes were predominantly overrepresented by GO terms of “response to virus”, “immune response”, and “oxidative stress”. Of note, this study excluded the viral impact by using the viral GFP as controls. Indeed, the GO terms of “response to virus”, “immune response”, and “oxidative stress” did not appear in the upregulated gene list here, indicating that the transcriptional responses identified here represent the true responses to OSKM, not to the viruses.

The current research focuses on the very early stage of reprogramming because the early stages encounter the initial and critical barriers and also provide a solid foundation for some rare cells to pass the reprogramming threshold and proceed to pluripotency. Indeed, it was found that a large set of 579 genes has been successfully reprogrammed already within the first 48 h, including 366 pluripotency-enriched genes successfully upreprogrammed to the pluripotency levels and 213 somatic genes successfully downreprogrammed to the pluripotency state. The successful reprogramming of the 579 genes at the very early stage constitutes the early molecular underpinnings for the potency of the OSKM reprogramming. This study further cataloged 438 genes that were significantly but insufficiently reprogrammed up to the point of 72 h. These include 152 pluripotency-enriched genes and 286 fibroblast-enriched genes. The mixed results in this category explain both the potency and the limitation of the OSKM reprogramming.

Impressively, 953 genes were resistant to OSKM reprogramming up to the point of 72 h. These include the 504 pluripotency-enriched genes. In agreement with the previous studies, many pluripotency signature genes are among this category, for example, *NANOG*, *LIN28*, *LEFTY1*, *PRDM14*, *SALL4*, *ZSCAN10*, *DPPA4,* and *DNMT3B*. Critically, GO analysis indicated that more than 10 genes in the reactome pathway for transcriptional regulation of the pluripotent stem cells were not responsive to OSKM reprogramming. The current data are in agreement with the previous observations that the major pluripotency-associated genes are reprogrammed at the last stage [9]. Inability of OSKM to directly reprogram these critical pluripotency signature genes and the transcriptional regulators of pluripotency may be a major barrier in the current iPSC protocol.

Among the irresponsive genes are 449 fibroblast-enriched genes. Previous study showed that erasure of somatic transcription is an early event. However, the current data indicate that downreprogramming of somatic genes still constitutes a great barrier to iPSC reprogramming. This is not surprising since it was reported that there is some somatic memory in pluripotency reprogramming [21,22]. GO analyses indicate that these refractory somatic genes are not random, and a lot of them have roles in cellular morphogenesis and various cellular behavior such as spreading, migration, adhesion, communication, motility, differentiation, localization, and development of cells. These results indicate that the somatic cell morphology, shape, and behaviors are refractory to OSKM reprogramming.

Unexpectedly, there were six types of aberrant reprogramming: wrong upreprogramming, wrong downrerpogramming, unwanted upreprogramming, unwanted downreprogramming, over-upreprogramming, and over-downreprogramming. Together, this broad group includes 305 genes. The aberrant reprogramming of OSKM seems random or promiscuous since no statistically significant GO term for these 305 genes was found. The promiscuous nature of the aberrant reprogramming is reasonable because OSKM are pluripotent regulators, and the promiscuous outcome may be that these factors are over-expressed during reprogramming, especially at the early time of reprogramming. This aberrant reprogramming with 305 genes may constitute a major limitation of the OSKM reprogramming.

We previously reported that genes involved in cellular morphogenesis have to be extensively and intensely reprogrammed for a successful conversion of human fibroblasts to iPSCs [13]. The current study reveals that these genes fall into three different categories. First, a set of genes for fibroblast morphology has been significantly downregulated but insufficiently reprogrammed (Supplementary Figure S7), indicating a partial success of morphogenetic reprogramming. Second, another set of genes for fibroblast morphology is resistant to reprogramming (Supplementary Figure S11), indicating significant reprogramming block in this cellular feature. Third, a set of genes for PSC morphology is resistant to reprogramming, and there is no morphogenesis GO term among the 140 overrepresented GO terms for the 366 successfully upreprogrammed pluripotency genes. These results are in agreement with our laboratory experience in that fibroblasts change their morphology to some degree at the early stage but pluripotency morphology appears at a later stage. These results also indicate that both loss of fibroblast morphology and establishment of pluripotent morphology are barriers of early reprogramming, although the latter is a greater barrier.

Figure 9 summarizes findings about the positive and negative roles and inability of the OSKM reprogramming factors during the initial stages of iPSC reprogramming. The successfully reprogrammed 579 genes constitute the strongest molecular underpinnings for the robustness of OSKM reprogramming. The partially reprogrammed 438 genes contribute positively to the initial success of iPSC reprogramming with some limitations. The 953 refractory genes to initial reprogramming are the greatest barrier at the early reprogramming. This is particularly true for the refractory pluripotency signature genes and the transcriptional regulators of pluripotency. The 305 aberrantly reprogrammed genes are the greatest derailing and defiance of reprogramming.

The current work has cataloged genes positively responding to OSKM reprogramming, and also those refractory to reprogramming as well as those aberrantly impacted by OSKM. This provides a starting point for further investigations of iPSC reprogramming and improvements of the technology.

## 4. Materials and Methods

### 4.1. Cells and Cell Culture

Human primary fibroblasts were purchased from ATCC (BJ, CRL-2522, Manassas, Virginia, state abbreviation if USA or Canada, country, USA), and were cultured in the fibroblast medium: Dulbecco’s Modified Eagle Medium with high glucose, supplemented with 10% heat-inactivated fetal bovine serum, 0.1 mM 2-mercaptoethanol, 100 U/mL penicillin and 100 μg/mL streptomycin, 0.1 mM MEM Non-Essential Amino Acids, and 4 ng/mL human FGF2.

Human embryonic stem cell lines H1 and H9 (WiCell, Madison, Wisconsin, USA) were cultured in the feeder-free chemically defined E8 media. The E8 medium is composed of the base media DMEM/F-12 supplemented with 1 g/L sodium chloride, 1.74 g/L NaHCO_3_, 64 mg/L L-ascorbic acid 2-phosphate sesquimagnesium, 13.6 µg/L sodium selenium, 10 μg/mL transferrin, 20 μg/mL insulin, 2 μg/L TGFβ1, and 8 ng/mL FGF2, pH 7.4, with an osmolarity of 340 mOsm adjusted with NaCl.

The lentiviral reprogramming factors were packaged in the Lenti-X 293T cells (ClonTech, Moutain View, CA, USA). The Lenti-X 293T cells were maintained in the 293T growth medium: the base media DMEM supplemented with 10% FBS, 1× MEM Non-Essential Amino Acid (MEM NEAA), 100 U/mL penicillin, and 100 μg/mL streptomycin.

### 4.2. Viral Transduction of Human Fibroblasts

The lentiviral reprogramming vectors were packaged using calcium/phosphate precipitation method, and the resulting virus particles were concentrated with PEI precipitation and subsequent centrifugation. The titers of the concentrated viruses were determined using flow cytometry taking advantage of the GFP co-expressed with each reprogramming factor as described before [6,7,14,16].

Human fibroblast BJ cells (2 × 10^5^ cells per treatment) were transduced with the four Yamanaka factors (OCT4, SOX2, KLF4, and c-MYC) at an multiplicity of infection (MOI) of 5 for each factor in the presence of polybrene at 4 μg/mL. The residual viral particles were removed 12 h post-transduction by a medium change. The transduced cells were grown in fibroblast medium till RNA harvesting.

### 4.3. RNA Sequencing

Total RNA was extracted using the TRIzol Reagent (Ambion, Austin, TX, USA) at the indicated time points. The quality of the total RNA was initially assessed by Nanodrop analyses and then further analyzed by the Agilent 2100 Bioanalyzer. The RNA was selected twice for the polyA^+^ population before conversion to cDNA using the oligo dT-magnetic beads.

We use the in-house Illumina HiSeq2500 to sequence the mRNA using the sequencing reagents and flow cells providing up to 300 Gb of sequence information per flow cell. The stranded mRNA library generation kits were used per manufacturer’s instructions (Agilent, Santa Clara, CA, USA). To establish the cDNA library, we randomly fragmentized the polyA mRNA and then used the random primers to generate cDNA with the inclusion of Actinomycin D in the first strand reaction. The ends of the cDNA were repaired, A-tailed, and ligated with adaptors for indexing during the sequencing runs. The cDNA libraries were quantitated by qPCR before cluster generation. Clusters were generated to yield approximately 725 to 825 K clusters per mm^2^. Cluster density and quality were determined during the run after the first base addition parameters were assessed. We ran paired-end 2 × 50 bp sequencing runs to align the cDNA sequences to the human reference genome.

### 4.4. Bioinformatics

All samples contained a minimum of 28.1 million reads with an average number of 40.5 million reads across all biological replicates. The FASTQ files were uploaded to the UAB High-Performance Computer cluster for bioinformatics analysis with the following custom pipeline built in the Snakemake workflow system (v5.2.2) [23]: initial quality and control of the reads were quantified with FastQC, and trimming of the bases with quality scores of less than 20 was executed with Trim_Galore! (v0.4.5). All samples passed initial FASTQ QC for a typical RNA-seq run. Following trimming, the transcripts were quasi-mapped and quantified with Salmon [24] (v0.12.0) to the hg38 human transcriptome from Gencode release 29. The average quasi-mapping rate was 87.2%, and run reports were summarized with MultiQC [25] (v1.6). The quasi-mapping results were imported into a local RStudio session (R version 3.5.3), and the package “tximport” [26] (v1.10.0) was utilized for gene-level summarization. Differential expression analysis was performed with DESeq2 package [27](v1.22.1).

### 4.5. Visualization of a Large Set of Data

All heat maps, ladder plots, and box plots were prepared with the log2-transformed normalized read counts in the R platform. All heat maps were prepared using the *pheatmap* package [28]. The ladder plots were prepared using the package *plotrix*. The box plots were prepared using the package of *ggplot2*. A heat map included all the individual read counts, while a box plot or a ladder plot was prepared using the averaged read counts of all repeats for a specific treatment or cell type.

### 4.6. Gene Ontology Analyses

The web-based PANTHER tools (PANTHER 15.0, www.pantherdb.org) were used for analyses of the input gene lists obtained using various criteria to sort the RNA-seq data. All GO analyses were conducted on the reference lists of *Homo sapiens* of PANTHER 15.0. The default Fisher’s Exact is used for the statistical overrepresentation tests, and the significance is determined by the calculated false discovery rate (FDR < 0.05).

### 4.7. Selection Criteria

#### 4.7.1. Reprogramome

The definitions for reprogramome and subreprogramome have been reported before [13]. In this manuscript, the genes with low and inconsistent expression were removed from the original reprogramome. For this purpose, a gene is considered as expressed in a specific cell type only when the normalized DESeq2 counts are greater than 50 for all individual treatments/repeats (four human naive fibroblasts and three human embryonic stem cell lines). This criterion is stricter than our previous practice, in which only the average normalized DESeq2 read counts were greater than 50 and the individual read counts were greater than 10 only. The rationales to use the cutoffs of 50 and 10 were described previously [13]. Because of this more stringent criterion, the modified reprogramome is slightly smaller (3808 genes in the preprogrammed, and 3366 genes in the downreprogramome)m and the genes with very low expression are more consistent and reliable than those previously defined. As a result, the factual smallest average normalized read counts for the pluripotency gene set (upreprogramome) becomes 54.3 (Supplementary Table S1), while the factual smallest average normalized read counts for the somatic gene set (downreprogramome) is 56.6 (Supplementary Table S2).

#### 4.7.2. Criteria for Differentially Expressed Genes

For a gene to be designated as the differentially expressed gene, it has to meet three criteria: (1) the difference in expression should be at least 2-fold rather than 1.5-fold used by similar research [15]; (2) the q-value (adjusted *p*-value) should be less than 0.01 rather than 0.05 used by similar research [15]. This manuscript does not use the *p*-values because it is more relaxed. Because of this, the actual greatest *p*-values are smaller than 0.01; for example, in the new upreprogramome, the greatest *p*-value is 0.00385; (3) for changes of gene expressions caused by OSKM, both comparisons with naïve fibroblasts and fibroblasts treated with GFP viruses, should meet the first two criteria.

#### 4.7.3. Defining the Significantly Regulated but Insufficiently Reprogrammed Genes by OSKM

To define the set of genes that are significantly downregulated but insufficiently downreprogrammed, a member gene should be downregulated at least 2-fold by OSKM, yet its expression level is still at least 2-fold higher than that in ESCs, but the expression of this gene is still above the expression threshold (50 read counts) at both time points of reprogramming (48 and 72 h), i.e., still actively expressed. The expression of this gene should be at least 2-fold higher in naïve somatic fibroblasts than in ESCs. Because of these criteria, the factual difference in expression of a given gene is at least 4-fold higher in fibroblasts than in ESCs.

To define the set of genes that are significantly upregulated but insufficiently upreprogrammed, a member gene should be upregulated by OSKM at least 2-fold, but its expression is still at least 2-fold lower than that in PSCs. The expression of a member gene should be at least 2-fold higher in PSCs than in the naïve starting cells of reprogramming, the human fibroblasts. Because of the above criteria, any member gene of this group is expressed actually at least 4-fold higher in PSCs than in fibroblasts.

#### 4.7.4. Defining the Highly Enriched Gene Sets

For highly enriched genes in fibroblasts or in ESCs, the differences in expression should be at least 5-fold, and the average normalized DESeq2 read counts should be greater than 500 in the enriched cell type. The highly enriched genes are considered not affected by OSKM when the expression levels do not meet the above criteria for the differentially expressed genes.

#### 4.7.5. Defining the Genes Irresponsive to OSKM Induction

For the genes that do not respond to OSKM, this manuscript focuses on those with higher expression and large differences in expression levels between PSC and the somatic cells assuming that those genes might be more critical biologically or in reprogramming. These sets of genes are designated as “highly enriched gene sets” as described above. To define the set of genes that do not respond to OSKM expression, OSKM should not cause a change in expression of a member gene by greater than 2-fold (up or down) except for those genes whose expression levels are below the threshold 50 both with and without OSKM expression, in which case the number of a fold change can be greater than 2. In addition, this study excludes the genes (both PSC-enriched or somatic cell-enriched) with low expression levels by including only genes whose normalized read counts are>500, which is at least 10× greater than the expression threshold 50. This study also ignores any gene whose expression difference between somatic cells and PSCs is less than 5-fold. Therefore, any member in these two groups is a highly enriched gene in the corresponding cell type, i.e., highly PSC-enriched or highly fibroblast-enriched.

## 5. Conclusions

Using the concept of reprogramming legitimacy by the logic of reprogramome, this study has identified a mixed PIANO (Properly, Insufficiently, Aberrantly, and NOT reprogrammed) response to the conventional reprogramming factors at the early stages of reprogramming. This study found that a large set of human genes (579) have been successfully reprogrammed within 48 h, and an additional set of genes (438) have been significantly reprogrammed albeit insufficiently within 72 h. These results indicate the robustness of the Yamanaka factors with some limitations at the initial stages. Interestingly, OSKM quickly reprogram genes of RNA metabolisms to the pluripotent state. However, this study has also revealed that a set of 953 genes in the reprogramome do not respond to the OSKM reprogramming including the key pluripotency signature genes and regulators of pluripotency. This group of genes is highly differentially expressed between the somatic fibroblasts and PSCs (at least 5-fold of differences in expression levels), and significant reprogramming is required for each of them in order to achieve successful reprogramming. This observation also reveals the inability of the Yamanaka factors to act directly on the key pluripotency genes, although OSKM are critical pluripotency regulators as a group. In addition, this current study identified six types of aberrant reprogramming at the early stages by OCT4, SOX2, KLF4 and c-MYC, revealing a significant negative impact of OSKM on pluripotency reprogramming. In conclusion, the observed initial PIANO responses to OSKM induction illustrate very well both the robustness and limitations of the Yamanaka factors.

All raw RNA-seq data associated with this study have been deposited at the Gene Expression Omnibus (GEO) database repository with the access code of GSE148158.

## Figures and Tables

**Figure 1:**
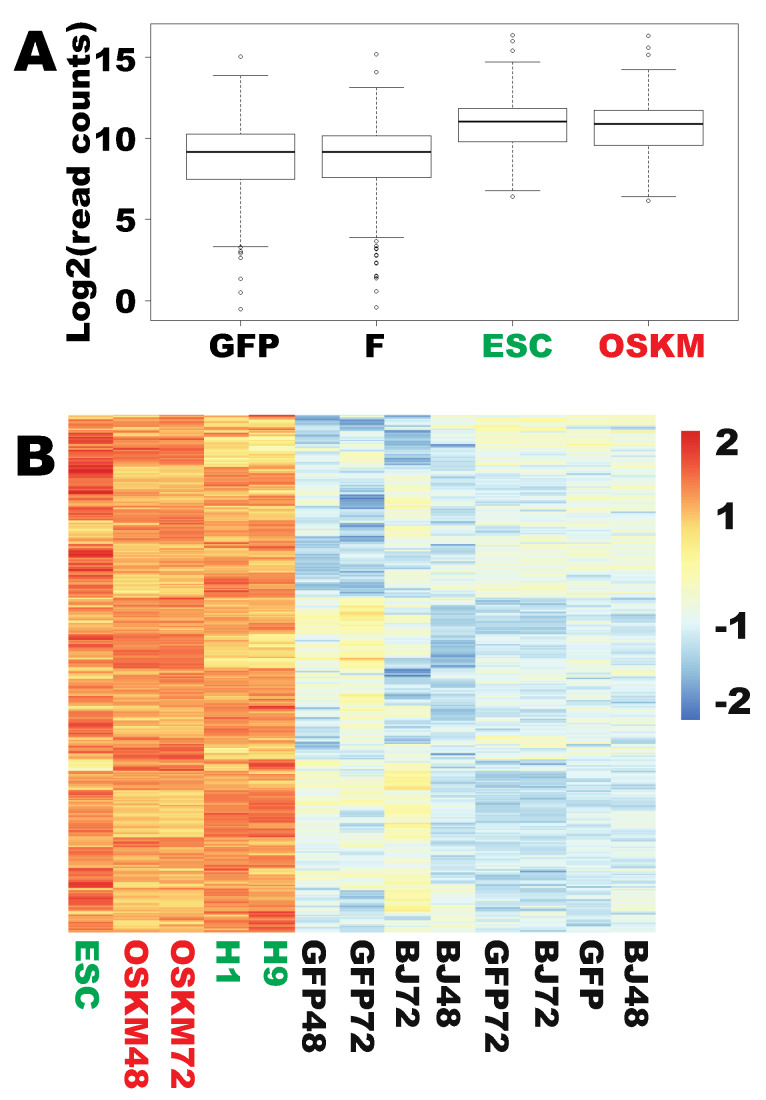
Three hundred sixty-six pluripotency-enriched genes were successfully upreprogrammed to the levels found in human ESCs. (**A**) A box plot for overall successful upreprogramming of the 366 genes at the transcriptional levels. Dots above or beneath the wiskers are outliers of each group. (**B**) A heat map showing successful individual upreprogramming of the 366 PSC genes. ESC: human embryonic stem cells (*n* = 3); H1: ESC cell line H1; H9: ESC cell line H9; OSKM: OCT4, SOX2, KLF4, and c-MYC; F: fibroblasts; BJ: human fibroblasts (*n* = 4); GFP: human fibroblasts transduced with lentiviral GFP (*n* = 4). Numbers in each label are the period of time for which transgenes had been introduced into the fibroblasts. Log2-transformed read counts were used to prepare box plots and heat maps. Heat maps were scaled by rows or genes.

**Figure 2:**
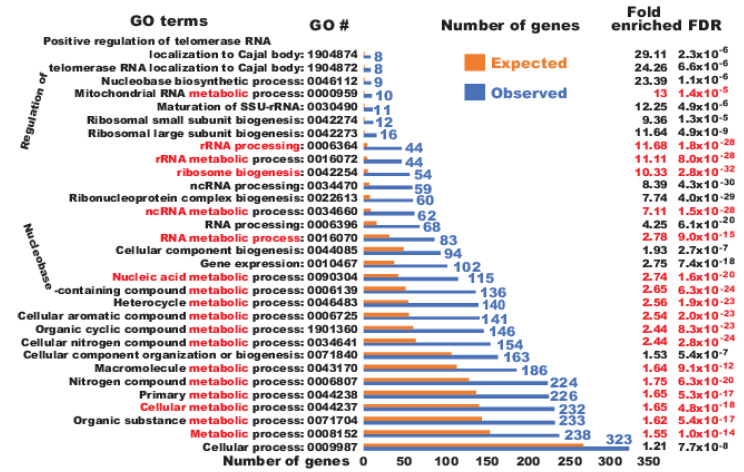
Genes involved in nucleic acid metabolisms were predominant among the early successfully reprogrammed genes. Shown is a summary of the analyses of the 366 properly reprogrammed genes with the GO annotation database of “GO biological process”. GO terms with the “metabolic” keyword and their statistical results are highlighted in red except for the numbers of genes observed for each GO term, which are all in blue. Expected numbers of genes for each GO term are not given due to space limit.

**Figure 3:**
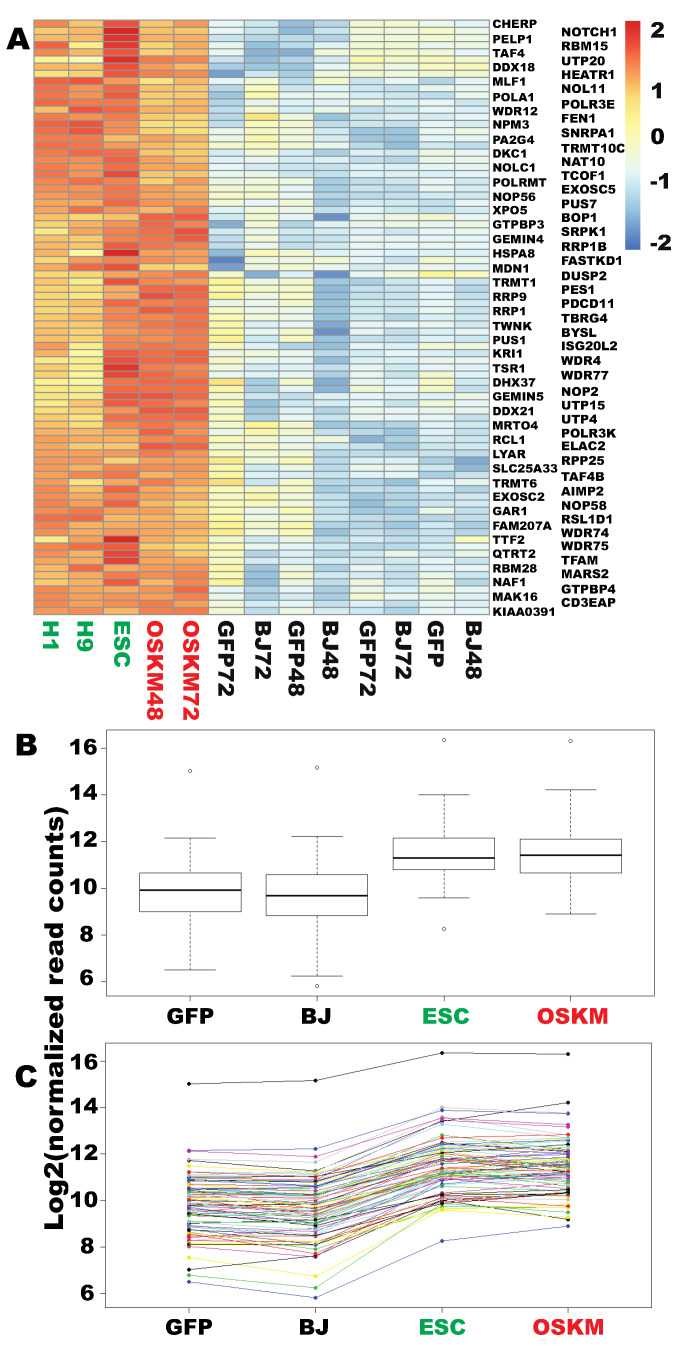
Eighty-three genes involved in RNA metabolisms were successfully reprogrammed within 48 h. (**A**) Heat map for the 83 reprogrammed RNA metabolism genes. (**B**) Box plot for the data in (**A**) to show overall successful reprogramming of those genes. Dots above or beneath the wiskers are outliers of each group. (**C**) ladder plot for the genes and their data in (**A**) and (**B**). Each line across the samples represent a specific gene. Figure sample labels are the same as in Figure 1.

**Figure 4:**
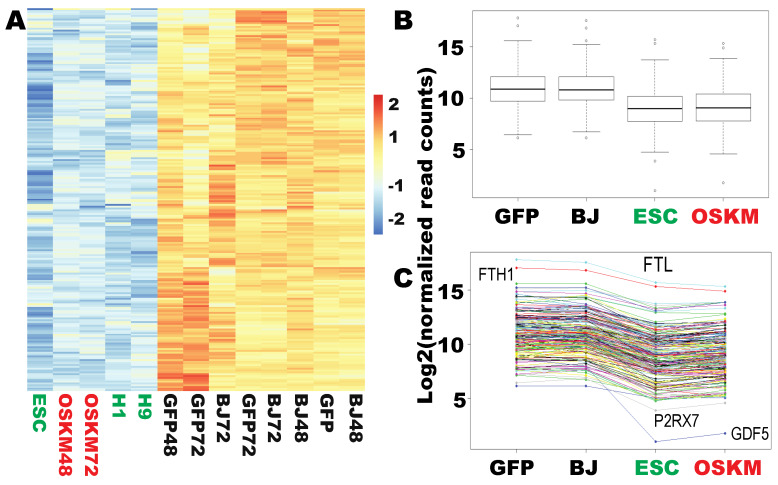
Two hundred thirteen somatic genes were successfully downreprogrammed to the pluripotency levels within the first 48 h. (**A**) Heat map of the RNA-seq data prepared as the log2-transformed normalized read counts of each sample. (**B**) Box plot of the same set of data in (**A**). Dots above or beneath the wiskers are outliers of each group. (**C**) ladder plot for data set in A and B. Each colored line across the samples represent a specific gene. Figure sample labels are the same as in Figure 1.

**Figure 5:**
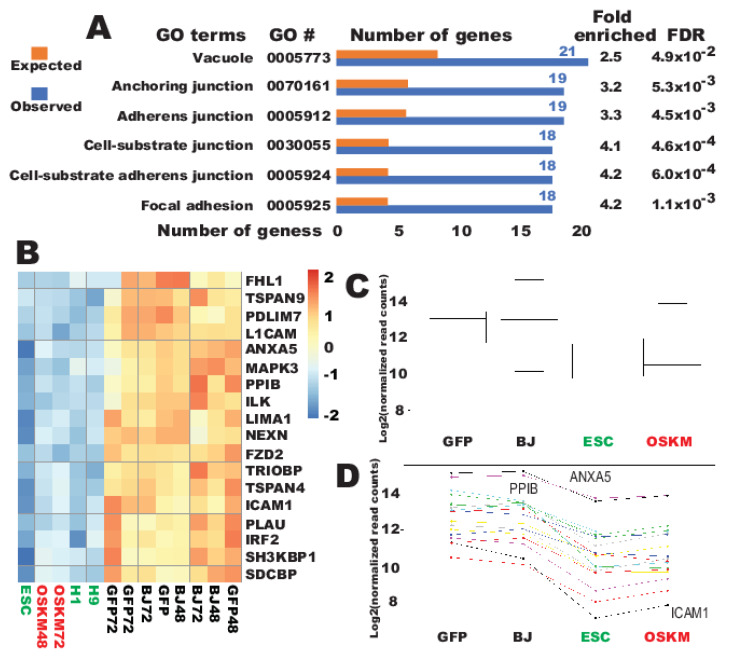
Genes for cellular components of vacuole and focal adhesion were successfully downreprogrammed by OSKM within 48 h. (**A**) Summary of GO analyses with the annotated GO dataset of “cellular component complete”. (**B**) Heat map for the 18 focal adhesion genes successfully downreprogrammed. (**C**) Box plot for data in (**B**). (**D**) Ladder plot for data in (**B**). Each colored line across the samples represent a specific gene.

**Figure 6:**
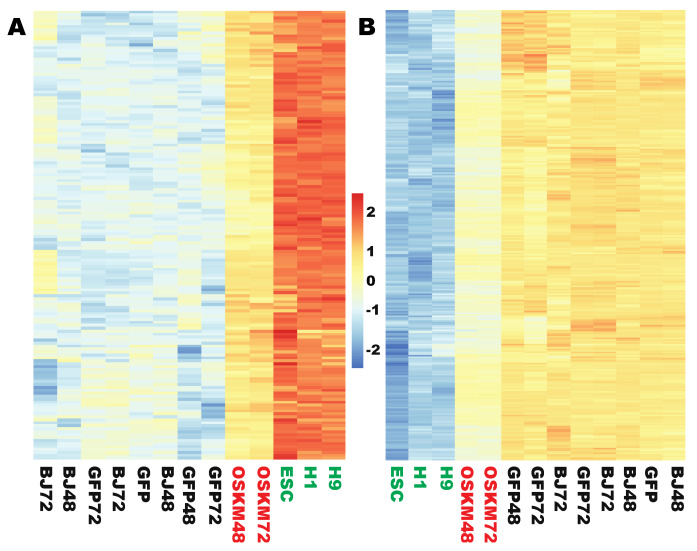
Two sets of genes were significantly but insufficiently reprogrammed by OSKM at the early stages. **(A**) A heat map showing that 152 ESC-enriched genes were significantly upregulated but insufficiently upreprogrammed by OSKM. **(B**) A heat map showing that 286 fibroblast-enriched genes were significantly downregulated but insufficiently downreprogrammed by OSKM. Figure sample labels are the same as in Figure 1.

**Figure 7:**
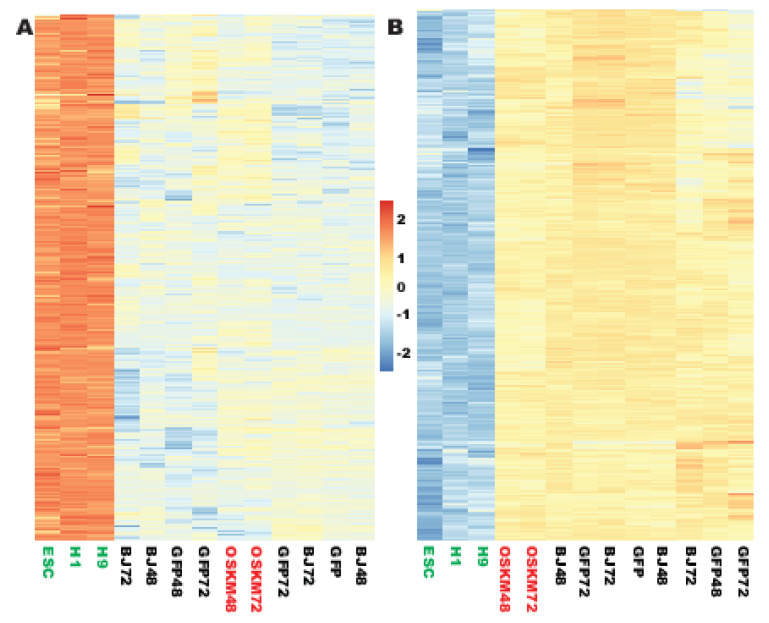
Two sets of cell-type-enriched, well-expressed genes were not responding to OSKM reprogramming at the early stage. (**A**) A heat map showing that 504 ESC-enriched genes were transcriptionally irresponsive to OSKM reprogramming at least before 72 h. (**B**) A heat map showing that 449 fibroblast-enriched genes were transcriptionally irresponsive to OSKM reprogramming at least before 72 h. Figure sample labels are the same as in Figure 1.

**Figure 8:**
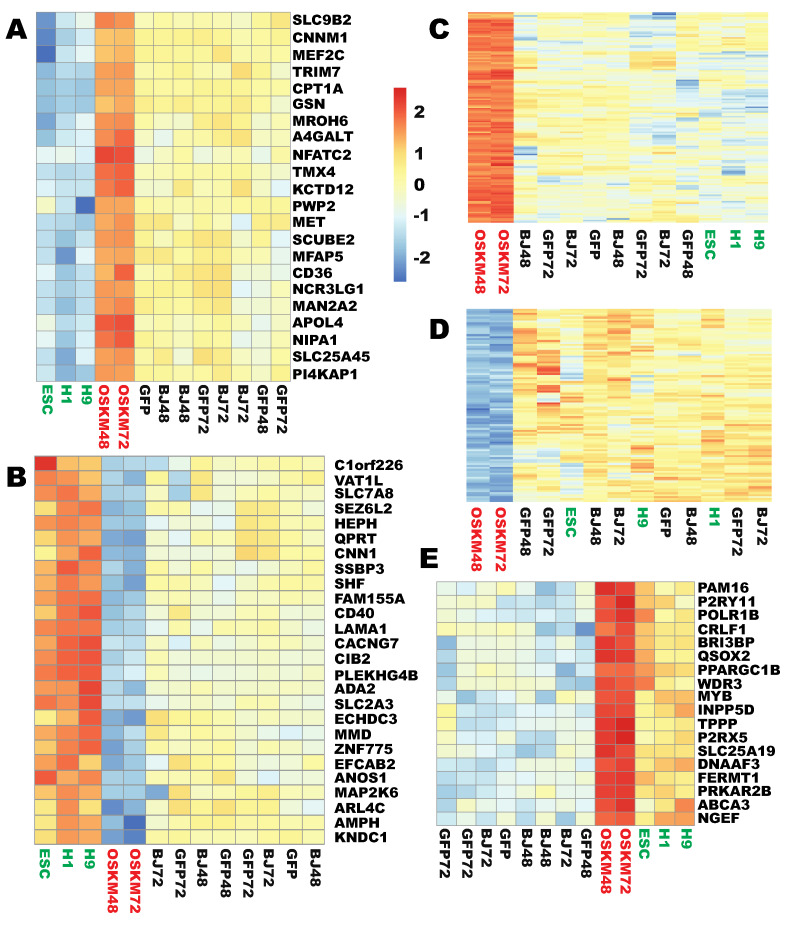
Five types of aberrant reprogramming by OSKM at the early stages. (**A**) A heat map showing that 22 genes were wrongly upreprogrammed. (**B**) A heat map showing that 26 genes were wrongly downreprogrammed. (**C**) A heat map showing that 134 genes underwent unwanted upreprogramming. (**D**) A heat map showing that 99 genes underwent unwanted downreprogramming. (**E**) A heat map showing that 18 genes underwent over-upreprogramming. Figure sample labels are the same as in Figure 1.

**Figure 9:**
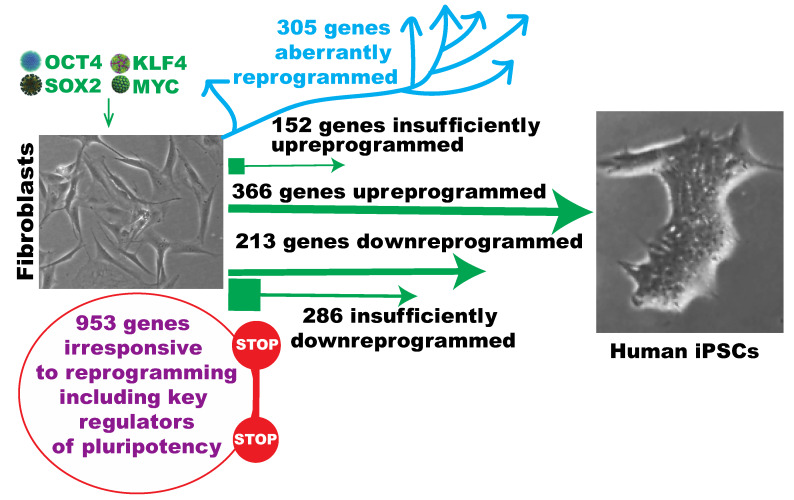
A model for molecular underpinnings of, and resistance to, as well as derailing of Yamanaka reprogramming of human fibroblasts. Green arrows towards the iPSC images indicate positive responses, and the squares at the end of the arrows indicate the reprogramming traction. Cyan arrows away from the iPSC images indicate molecular derailing of reprogramming. Stop signs denote refractory genes of reprogramming as members of the reprogramome.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/9/3229/s1. Legends for the Supplementary Figures; Figure S1: Summary of the OSKM ectopic expression in human fibroblasts in this study. A, Heat map showing successful expression of OSKM in comparison with those in ESCs (*n* = 3), naïve human fibroblasts BJ (*n* = 4), and fibroblasts expressing lentiviral GFP (*n* = 4). B, A bar graph with the normalized read counts for samples in A. C, Venn diagram showing that 839 genes were commonly downregulated at both time points (48 and 72 hours) as compared with the naïve and GFP-transduced human fibroblasts. D, Venn diagram showing 946 genes were commonly upregulated at both time points (48 and 72 hours) as compared with the naïve and GFP-transduced human fibroblasts. E, The RNA-seq technology used here identified many more differentially expressed genes by OSKM than microarray technology used by Mah et al. Highlighted in red are total numbers of genes differentially expressed caused by OSKM ectopic expression at both time points (48 and 72 hours). The more stringent sorting criteria in this study are highlighted in cyan. Note that Mah et al. did not use the GFP control. GFP, human fibroblasts transduced with GFP lentiviral vectors (*n* = 4); BJ, human fibroblasts (*n* = 4); ESC, human embryonic stem cells (*n* = 3); OSKM, human fibroblasts transduced with OSKM lentiviral vectors (*n* = 2 at two time points, i.e., 48 and 72 hours). Numbers after the naïve fibroblasts, i.e., BJ48 and BJ72, are the RNA harvest time for a mock transduction (the same procedures but without viruses). OSKM, OCT4, SOX2, KLF4, and c-MYC. POU5F1 = OCT4. Human embryonic stem cells (i.e., column names) are highlighted in green; OSKM induction is highlighted in red; and human fibroblast samples (both naïve and GFP transduced) are in black. All heat maps in this study were prepared using the log2-transformed read counts, which were scaled by genes; Figure S2: 44 genes with roles in rRNA processing were successfully reprogrammed within 48 hours. A, The heat map showing individually successful upreprogramming of the 44 rRNA processing genes. B, Ladder plot of the same set of data in A, but based on the averaged read counts. C, box plot of data in B. Figure sample labels are the same as in Figure 1; Figure S3: 21 fibroblast-enriched genes of vacuole components were properly downreprogrammed to the pluripotent state. A, Heat map of the 21 fibroblast-enriched vacuole genes showing expression levels before and after OSKM reprogramming. B, box plot for data in A, but with the averaged read counts. C, ladder plot for data in A, but with the averaged read counts; Figure S4: Two sets of genes were significantly but insufficiently reprogrammed by OSKM at the early stages. A, A box plot showing that 152 ESC-enriched genes were significantly upregulated but insufficiently upreprogrammed by OSKM. B, A ladder plot showing that 152 ESC-enriched genes were significantly upregulated but insufficiently upreprogrammed by OSKM. C, A box plot showing that 286 fibroblast-enriched genes were significantly downregulated but insufficiently downreprogrammed by OSKM. D, A ladder plot showing that 286 fibroblast-enriched genes were significantly downregulated but insufficiently downreprogrammed by OSKM. Sample designations are the same as in Figure S1. Figure S5: A subset of genes involved in cytoskeleton and cell junction were significantly up-regulated but insufficiently up-reprogrammed. A, Summary of GO analysis of the 152 insufficiently upreprogrammed genes with the GO annotation data set of “cellular component complete”. B, A heat map showing insufficient upreprogramming of the 34 cytoskeleton genes as labelled. C, A heat map showing insufficient upreprogramming of the 26 cell junction genes as indicated. The common genes (i.e., row names) between these two groups were highlighted in red. FDR, false discovery rate. GO, gene ontology. Sample labels are the same as in Figure S1; Figure S6: 286 fibroblast-enriched genes were significantly downregulated but insufficiently downreprogrammed by OSKM at the early stage. A, A box plot showing significant downregulation yet insufficient downreprogramming of the 286 fibroblast-enriched genes by OSKM at the early stages of reprogramming. B, A ladder plot for data in A. Sample labels are the same as in Fiugre S1; Figure S7: Summary for the GO analysis of the 286 insufficiently downreprogrammed fibroblast genes with the GO annotation data set of “biological process complete”. GO terms with the key word of “development” and their associated statistic data are highlighted in red; GO terms with the key word of “morphogenesis” and their associated statistic data are highlighted in green; and those with “differentiation” in cyan. FDR, false discovery rate; GO, gene ontology. Test type, Fisher’s exact. Figure S8: 504 ESC-enriched genes are resistant to OSKM reprogramming at the early stage. A, A box plot showing that 504 ESC-enriched genes were not responding transcriptionally to OSKM induction at the early stage. B, A ladder plot for data in A to show in a more individual way the irresponsiveness of these genes to the OSKM induction. Sample labels and information are the same as in Figure S1. Figure S9: Summary for GO analysis of the 504 ESC-enriched genes resistant to OSKM reprogramming. GO terms and their associated statistics with the key words of “stem cells” and “embryo” are highlighted in red; those with the key word of “morphogenesis” in cyan; those with “adhesion” or “cell junction” in green. Figure S10: 449 fibroblast-enriched genes are resistant to OSKM reprogramming at the early stage. A, A box plot showing that 449 fibroblast-enriched genes did not respond transcriptionally to OSKM reprogramming. B, A ladder plot for the data in A to show individually the irresponsiveness of the 449 genes to reprogramming. Sample labels and information are the same as in Figure S1. Figure S11: Summary for GO analysis of the 449 fibroblast-enriched genes that are resistant to OSKM reprogramming, with the GO annotation data set of “biological process–slim”. GO terms and their associated statistics with the key words of “morphogenesis” and “cell shape” are highlighted in red; those with various types of cell behaviors such as “cell spreading”, “cell migration”, “cell communication”, and “cell adhesion” are in cyan. Figure S12: 22 genes were wrongly upreprogrammed. A, A box plot showing that 22 genes were wrongly upregulated by OSKM when they should be downreprogrammed. B, A ladder plot for the data set in A to show individually the wrong upreprogramming of 22 genes. Sample labels and information are the same as in Figure S1. Figure S13: 26 genes were wrongly downreprogrammed. A, A box plot showing that 26 genes were wrongly downregulated by OSKM when they should be upreprogrammed. B, A ladder plot for the data set in A to show more individually the wrong downreprogramming of 26 genes. Sample labels and information are the same as in Figure S1. Figure S14: 134 genes underwent unwanted upreprogramming. A, A box plot showing that 134 genes were upregulated by OSKM when they should not be. B, A ladder plot for the data set in A, but show more individually the unwanted upreprogramming of 134 genes. Sample labels and information are the same as in Figure S1. Figure S15: 99 genes underwent unwanted downreprogramming. A, A box plot showing that 99 genes were downregulated by OSKM when they should not be. B, A ladder plot for the data set in A, but show more individually the unwanted downreprogramming of 99 genes. Sample labels and information are the same as in Figure S1. Figure S16: 18 genes were over upreprogrammed. A, A box plot showing that 18 genes as a group were over upregulated by OSKM. B, A ladder plot showing more individually that 18 genes were over upregulated by OSKM. ESC, embryonic stem cells (*n* = 3); BJ, human fibroblasts (*n* = 4); GFP, human fibroblasts transduced with GFP lentiviruses (*n* = 4); OSKM, human fibroblasts transduced with OSKM lentiviruses (*n* = 2). Figure S17: Pie-chart summary of GO classification analyses with the 305 aberrantly reprogrammed genes. A, protein class classification. B, Cellular component classification. C, Classification based on molecular function. D, Classification based on biological process. Numbers in each pie section is the amount of genes that is placed in the corresponding category by GO classifications. List of Supplementary Tables: Table S1: Normalized read counts and the statistics for human fibroblast-to-iPSCs upreprogramome as defined by RNA-seq. Selection criteria for member genes: q < 0.01; normalized DESeq2 read count for each ESC sample > 50; ESC/Fibroblast > 2. ESC, human embryonic stem cells (*n* = 3); BJ, human fibroblasts (*n* = 4). Table S2: Normalized read counts and the statistics for human fibroblast-to-iPSC downreprogramome as defined by RNA-seq. Selection criteria for member genes: q < 0.01; normalized DESeq2 read count for each fibroblast sample > 50; Fibroblast/ESC > 2. ESC, human embryonic stem cells (*n* = 3); BJ, human fibroblasts (*n* = 4). Table S3: Normalized read counts for the four Yamanaka reprogramming factors at the two early reprogramming time points (48 and 72 hours), showing successful overexpressions of the four factors at both time points.Table S4: Normalized read counts and the statistics for the 141 genes upregulated in human fibroblasts by the lentiviral GFP 48 and 72 hours post lentiviral transduction. Table S5: Normalized read counts and the statistics for the 10 genes downregulated in human fibroblasts by the lentiviral GFP 48 and 72 hours post lentiviral transduction. Table S6: Normalized read counts for the 366 pluripotency-enriched genes that were successfully upreprogrammed within the first 48 hours. Table S7: Normalized read counts for the 83 successfully upreprogrammed genes involved in RNA metabolisms. Table S8: Normalized DESeq2 read counts for the 44 successfully upreprogrammed genes involved in rRNA processing. Table S9: Normalized read counts for the 213 fibroblast-enriched genes successfully downreprogrammed to the levels of PSCs. Table S10: Normalized read counts for the 18 focal adhesion fibroblast-enriched genes successfully downreprogrammed to the levels of PSCs. Table S11: Normalized read counts for the 21 vacuole fibroblast-enriched genes successfully downreprogrammed to the levels of PSCs. Table S12: Normalized read counts for the 152 ESC-enriched genes that were significantly upregulated but insufficiently reprogrammed by OSKM at the early stages of reprogramming. Table S13: Normalized read counts for the 286 fibroblast-enriched genes that were significantly downregulated but insufficiently downreprogrammed by OSKM at the early stages of reprogramming. Table S14: Normalized read counts for the 504 ESC-enriched genes that did not respond transcriptionally to the direct OSKM induction at the early stages of reprogramming. Table S15: Normalized read counts for the 449 fibroblast-enriched genes that did not respond transcriptionally to the direct OSKM regulation at the early stages of reprogramming. Table S16: Normalized read counts for the 22 genes that were wrongly upreprogrammed by OSKM at the early stage. Table S17: Normalized read counts for the 26 genes that were wrongly downreprogrammed by OSKM at the early stage. Table S18: Normalized read counts for the 134 genes that underwent unwanted upreprogramming by OSKM at the early stage. Table S19: Normalized read counts for the 99 genes that underwent unwanted downreprogramming by OSKM at the early stage. Table S20: Normalized read counts for the 18 genes that were over upreprogrammed by OSKM at the early stage. Table S21: Normalized read counts for the 6 genes that were over downreprogrammed by OSKM at the early stage.

# Supplementary material for: A PIANO (Proper, Insufficient, Aberrant, and NO Reprogramming) Response to the Yamanaka Factors in the Initial Stages of Human iPSC Reprogramming
**Source:** Int J Mol Sci. 2020 May 2;21(9):3229. doi: 10.3390/ijms21093229
**Supplement:** Supplementary file 1

Supplementary:

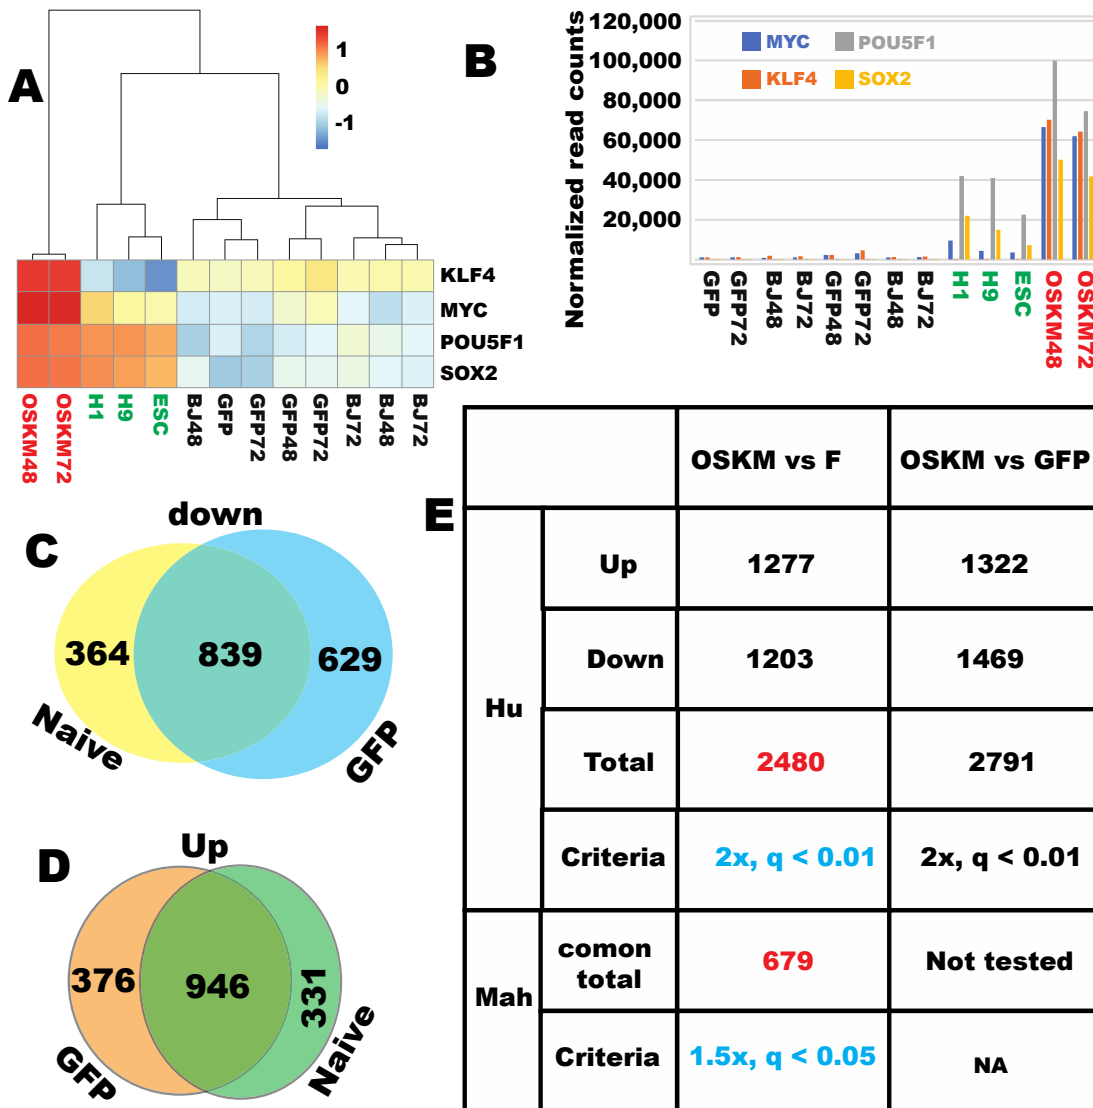

**Supplementary Figure S1.** Summary of the OSKM ectopic expression in human fibroblasts in this study. A, Heat map showing successful expression of OSKM in comparison with those in ESCs (n = 3), naïve human fibroblasts BJ (n = 4), and fibroblasts expressing lentiviral GFP (n = 4). B, A bar graph with the normalized read counts for samples in A. C, Venn diagram showing that 839 genes were commonly down-regulated genes at both time points (48 and 72 hours) as compared with the naïve and GFP-transduced human fibroblasts. D, Venn diagram showing 946 genes were commonly up-regulated genes at both time points (48 and 72 hours) as compared with the naïve and GFP-transduced human fibroblasts. E, The RNA-seq technology used here identified much more differentially expressed genes by OSKM than microarray technology used by Mah et al. Highlighted in red are total numbers of genes differentially expressed by OSKM at both time points (48 and 72 hours). The more stringent sorting criteria in this study are highlighted in cyan. Note that Mah et al. did not use the GFP control. OSKM, human fibroblasts transduced with OSKM lentiviruses for the period of time as indicated (48 and 72 hours). Numbers after the naïve fibroblasts, i.e., BJ48 and

BJ72, are the RNA harvest time for a mock transduction (the same procedures but without viruses). OSKM, OCT4, SOX2, KLF4, and c-MYC. POU5F1 = OCT4.

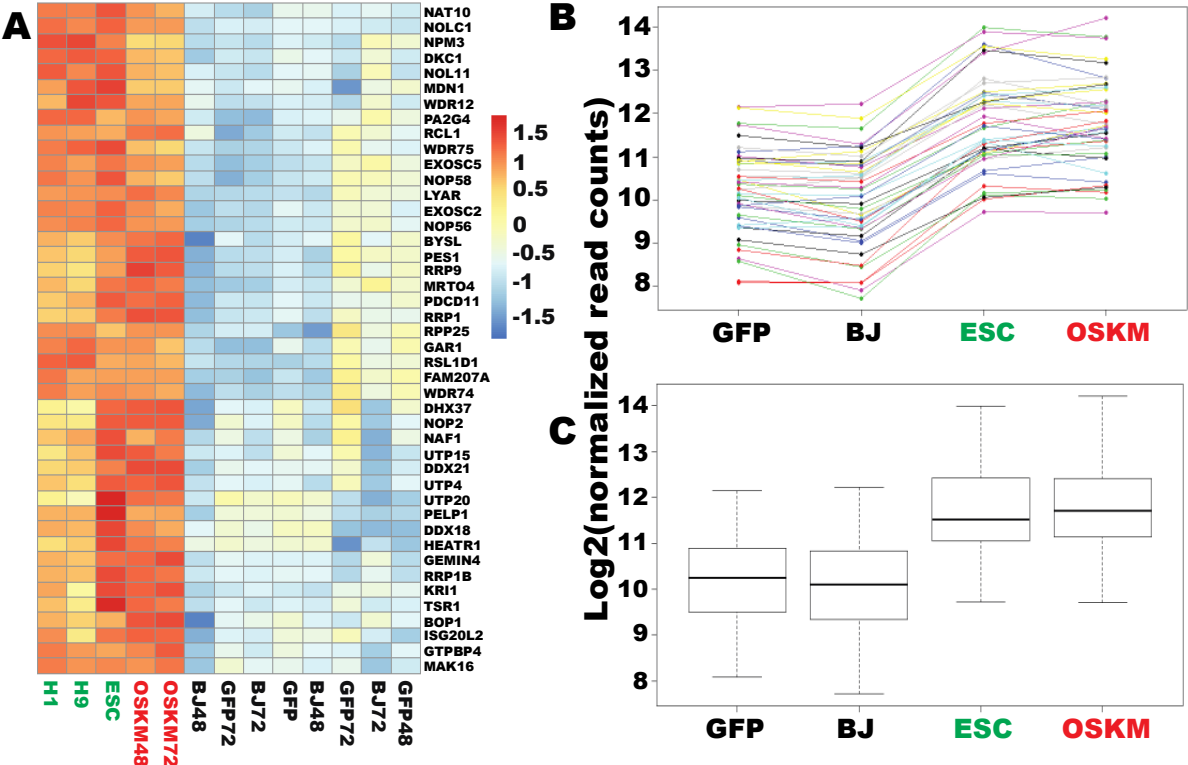

**Supplementary Figure S2.** 44 genes with roles in rRNA processing were successfully reprogrammed within 48 hours. A, Heat map of the 44 genes prepared with the log2-transformed normalized read counts. B, Ladder plot of the same set of data in A, but based on the average read counts. C, box plot of data in B. Figure sample labels are the same as in Figure 1.

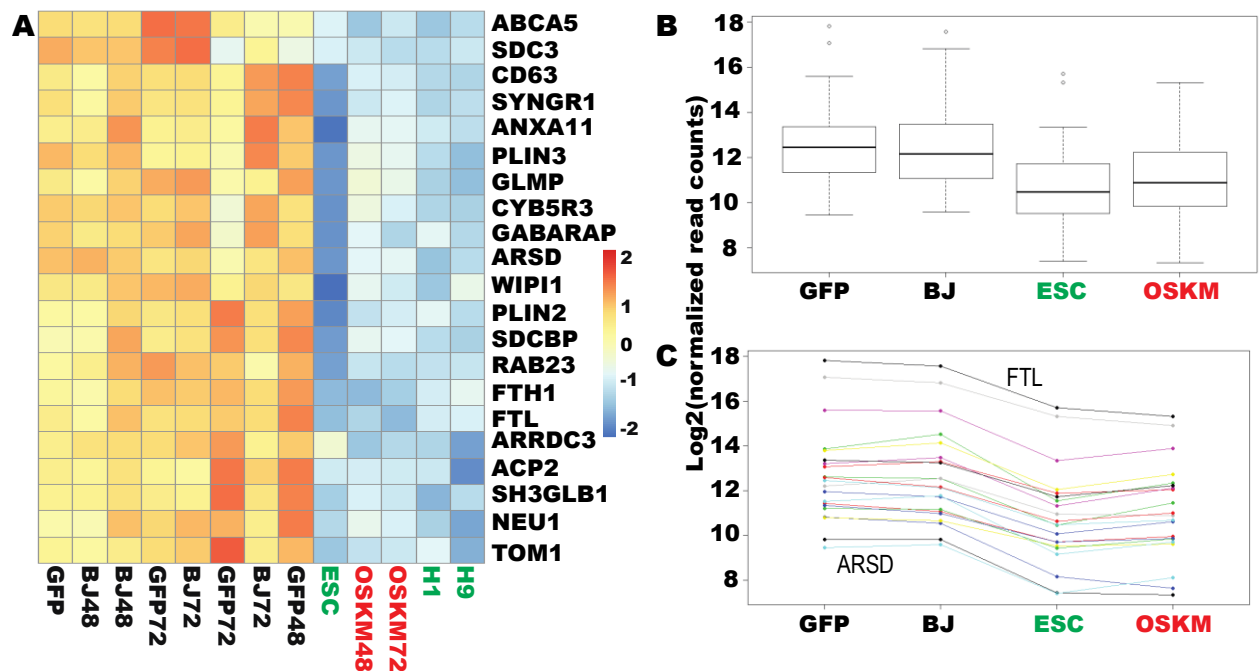

**Supplementary Figure S3.** 21 fibroblast-enriched genes of vacuole components were properly down-reprogrammed to the pluripotent state. A, Heat map of the 21 fibroblast-enriched vacuole genes showing expression levels before and after OSKM reprogramming. B, box plot for data in A, but with the averaged read counts. C, ladder plot for data in A, but with the averaged read counts.

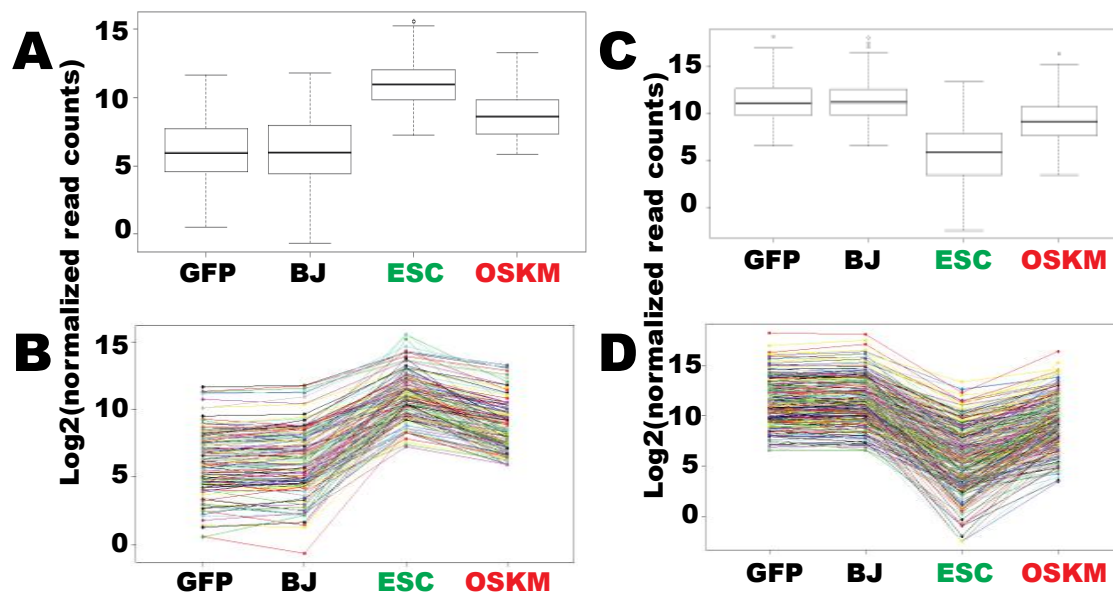

**Supplementary Figure S4.** Two sets of genes are significantly but insufficiently reprogrammed by OSKM at the early stages. A, A box plot showing that 152 ESC-enriched genes were significantly up-regulated but insufficiently reprogrammed by OSKM. B, A ladder plot showing that 152 ESC-enriched genes were significantly up-regulated but insufficiently reprogrammed by OSKM. C, A box plot showing that 286 fibroblast-enriched genes were significantly down-regulated but insufficiently reprogrammed by OSKM. D, A ladder plot showing that 286 fibroblast-enriched genes were significantly down-regulated but insufficiently reprogrammed by OSKM. GFP, human fibroblasts transduced with GFP lentiviral vectors (n = 4); BJ, human fibroblasts (n = 4); ESC, human embryonic stem cells (n = 3); OSKM, human fibroblasts transduced with OSKM lentiviral vectors (n = 2 at two time points, i.e., 48 and 72 hours).

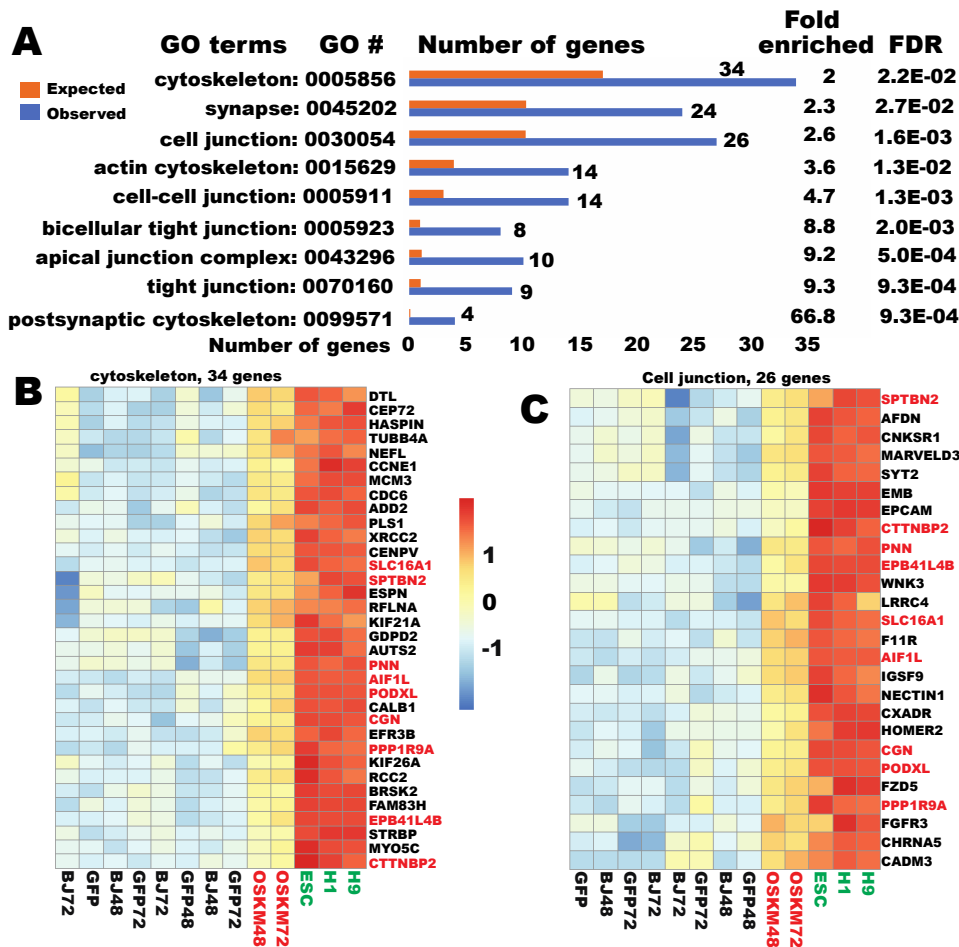

**Supplementary Figure S5.** A subset of genes involved in cytoskeleton and cell junction were significantly up-regulated but insufficiently up-reprogrammed. A, Summary of GO analysis of the 152 insufficiently up-reprogrammed genes with the GO annotation data set of “cellular component complete”. B, A heat map showing the insufficient up-reprogramming of the 34 cytoskeleton genes as labelled. C, A heat map showing insufficient up-reprogramming of the 26 cell junction genes as indicated. The common genes (i.e., row names) between these two groups were highlighted in red. Human embryonic stem cells (i.e., column names) are highlighted in green; OSKM induction is highlighted in red; and human fibroblast samples (both naïve and GFP transduced) are in black. FDR , false discovery rate. GO, gene ontology.

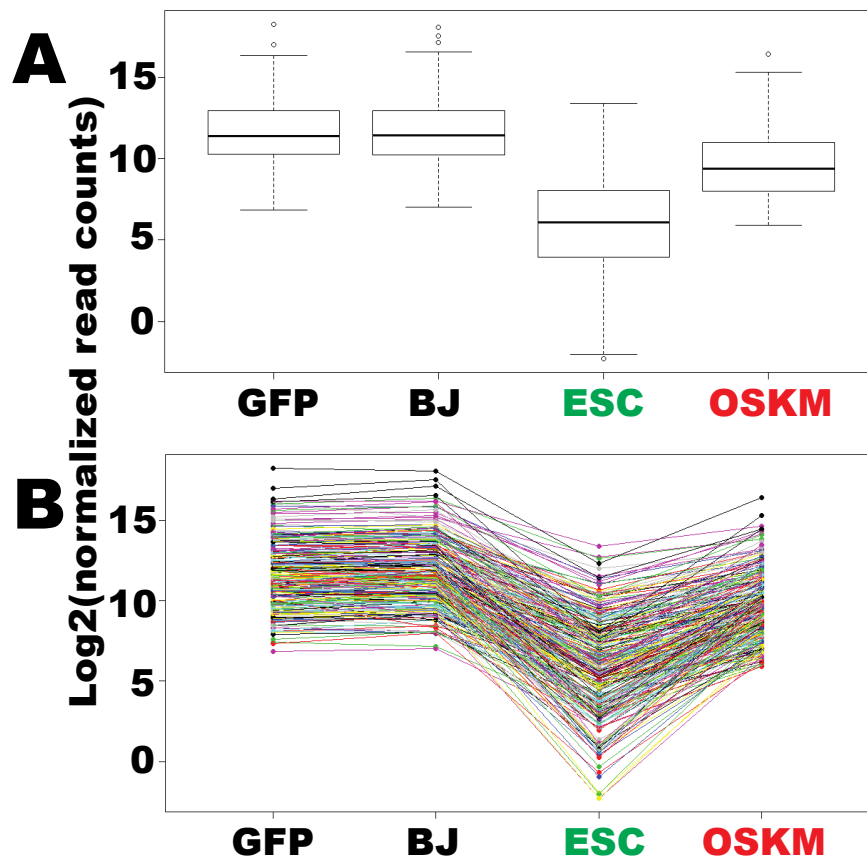

**Supplementary Figure S6.** 286 fibroblast-enriched genes were significantly down-regulated but insufficiently down-reprogrammed by OSKM at the early stage. A, A box plot showing significant down-regulation yet insufficient down-reprogramming of the 286 fibroblast-enriched genes by OSKM at the early stages of reprogramming. B, A ladder plot for data in A.

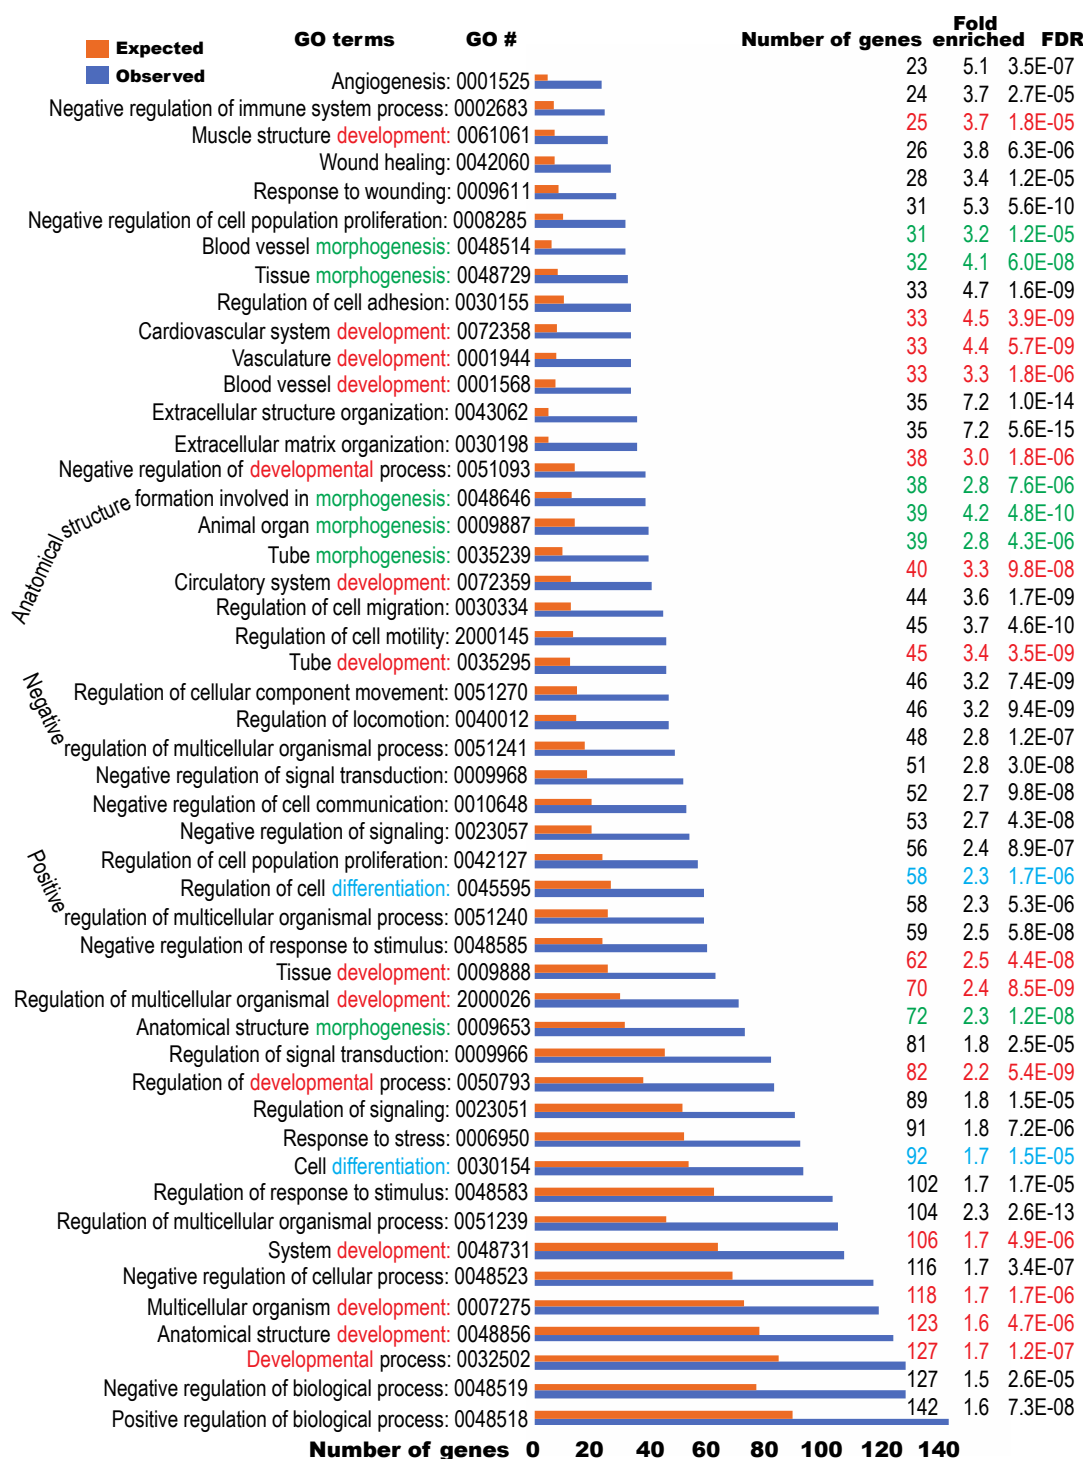

**Supplementary Figure S7.** Summary for the GO analysis of the 286 insufficiently down-reprogrammed fibroblast genes with the GO annotation data set of “biological process complete”. GO terms with the key word of “development” and their associated statistic data are highlighted in red; GO terms with the key word of “morphogenesis” and their associated statistic data are highlighted in green; and those with “differentiation” in cyan. FDR, false discovery rate; GO, gene ontology. Test type, Fisher’s exact.

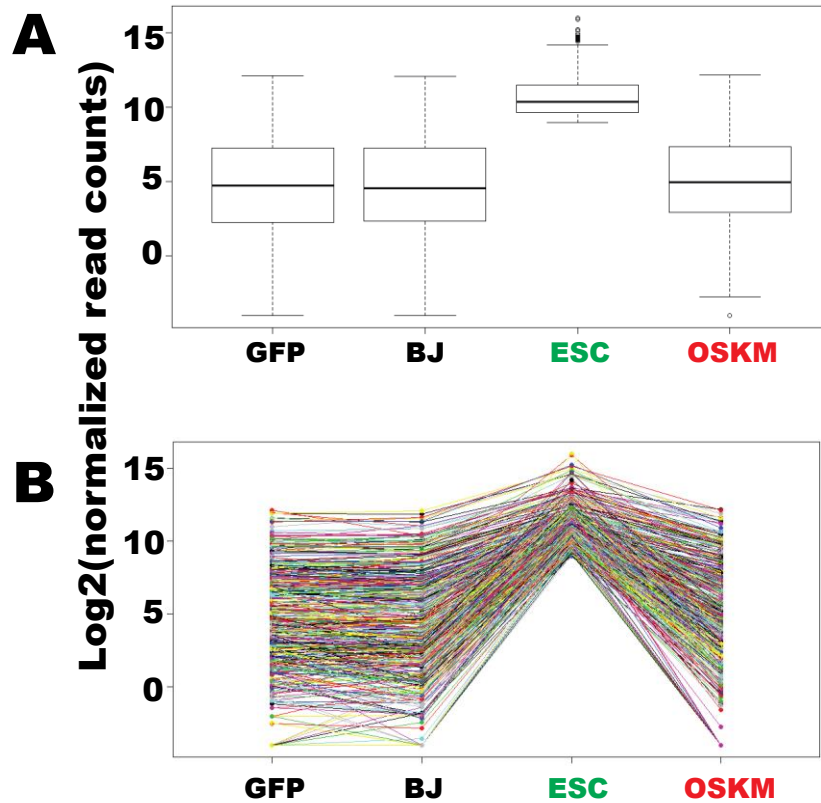

**Supplementary Figure S8.** 504 ESC-enriched genes are resistant to OSKM reprogramming at the early stage. A, A box plot showing that 504 ESC-enriched genes were not responding transcriptionally to OSKM regulation at the early stage. B, A ladder plot for data in A to show the irresponsiveness in a more individual way. ESC, embryonic stem cells ( $n = 3$ ); BJ, human fibroblasts ( $n = 4$ ); GFP, human fibroblasts transduced with GFP lentiviruses ( $n = 4$ ); OSKM, human fibroblasts transduced with OSKM lentiviruses ( $n = 2$ ).

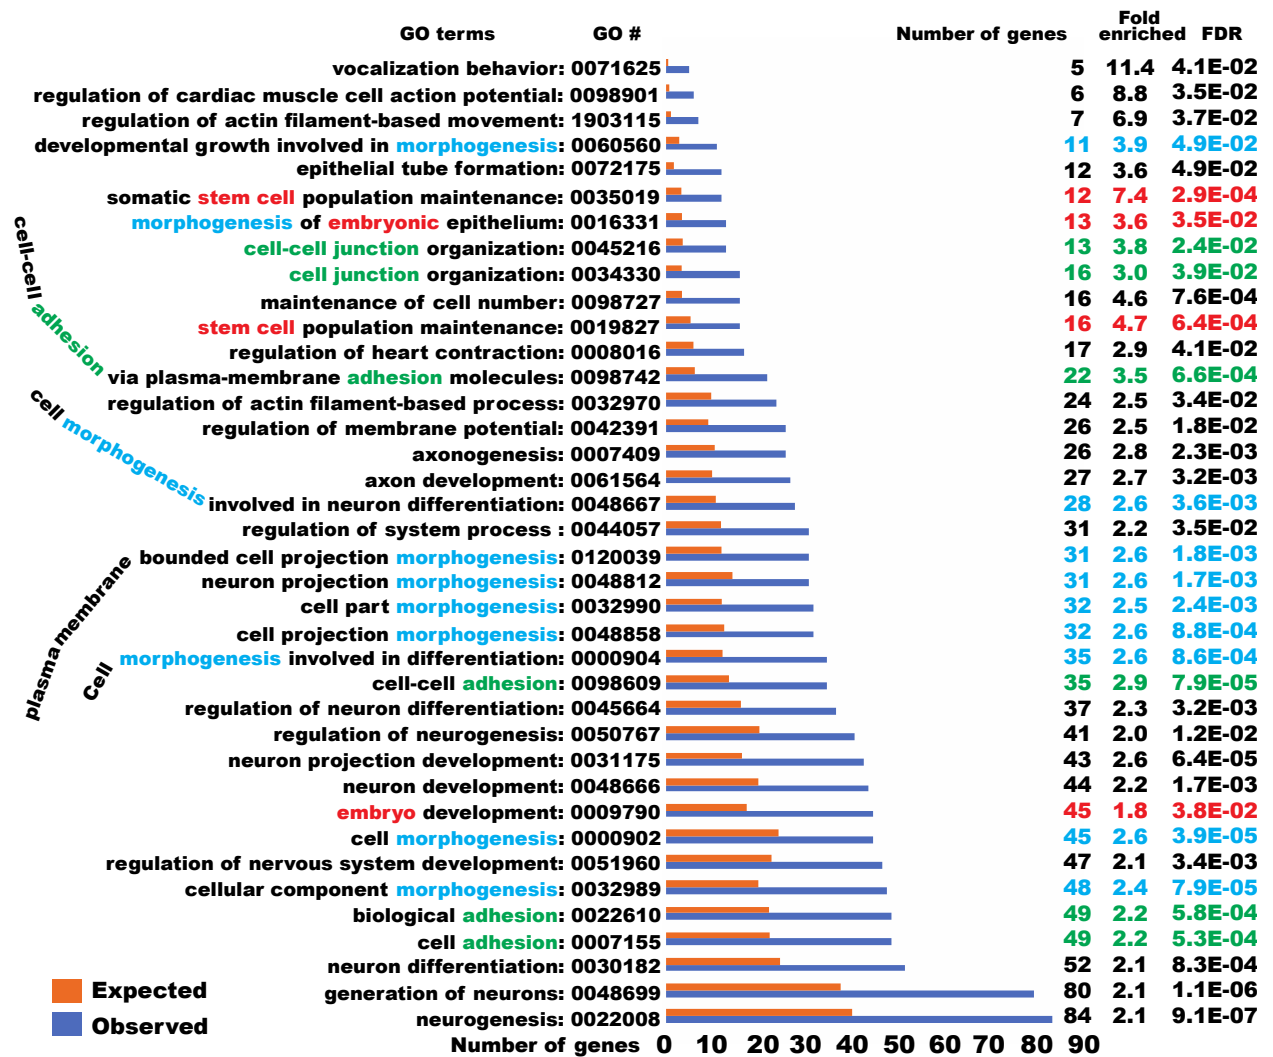

**Supplementary Figure S9.** Summary for GO analysis of the 504 ESC-enriched genes resistant to OSKM reprogramming. GO terms and their associated statistics with the key words of “stem cells” and “embryo” are highlighted in red; those with the key word of “morphogenesis” in cyan; those with “adhesion” or “cell junction” in green.

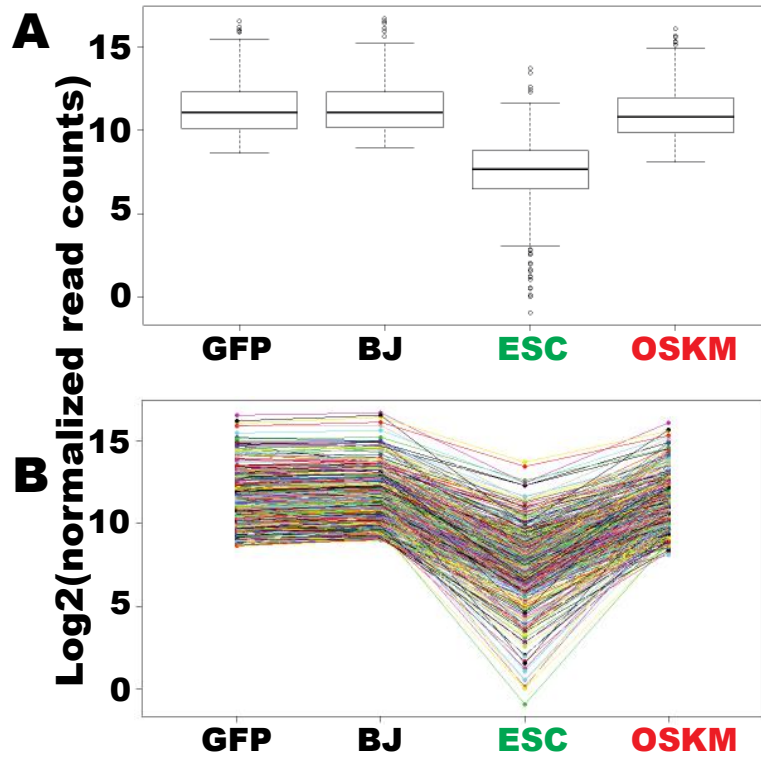

**Supplementary Figure S10.** 449 fibroblast-enriched genes are resistant to OSKM reprogramming at the early stage. A, A box plot showing that 449 fibroblast-enriched genes did not respond transcriptionally to OSKM reprogramming. B, A ladder plot for the data in A to show individually the irresponsiveness of the 449 genes to reprogramming. ESC, embryonic stem cells (n = 3); BJ, human fibroblasts (n = 4); GFP, human fibroblasts transduced with GFP lentiviruses (n = 4); OSKM, human fibroblasts transduced with OSKM lentiviruses (n = 2).

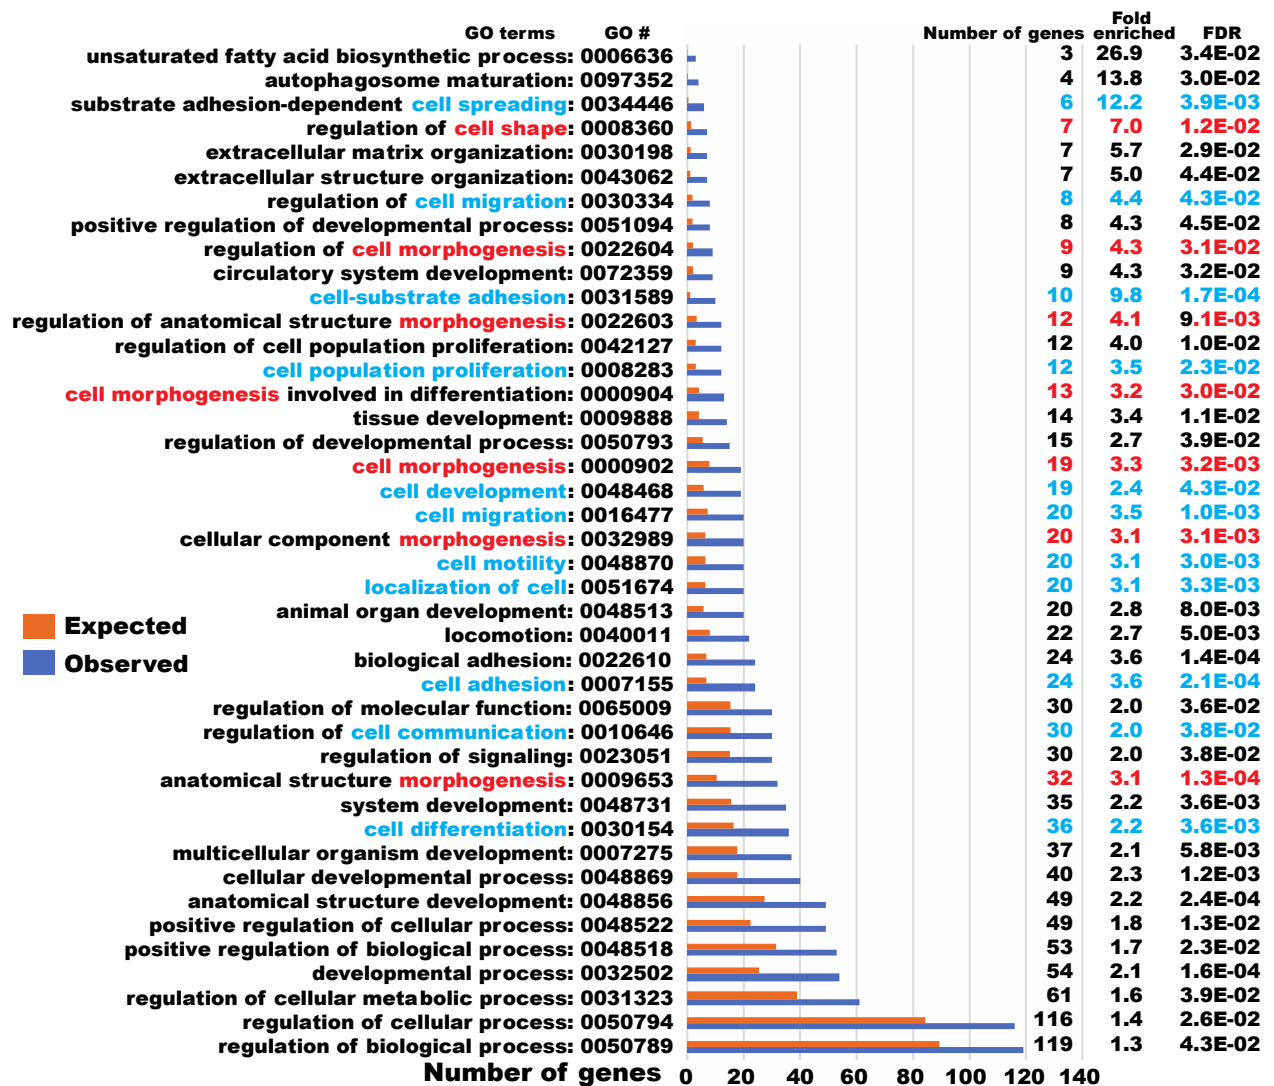

**Supplementary Figure S11.** Summary for GO analysis of the 449 fibroblast-enriched genes that are resistant to OSKM reprogramming, with the GO annotation data set of “biological process–slim”. GO terms and their associated statistics with the key words of “morphogenesis” and “cell shape” are highlighted in red; those with various types of cell behavior such as “cell spreading”, “cell migration”, “cell communication”, and “cell adhesion” are in cyan.

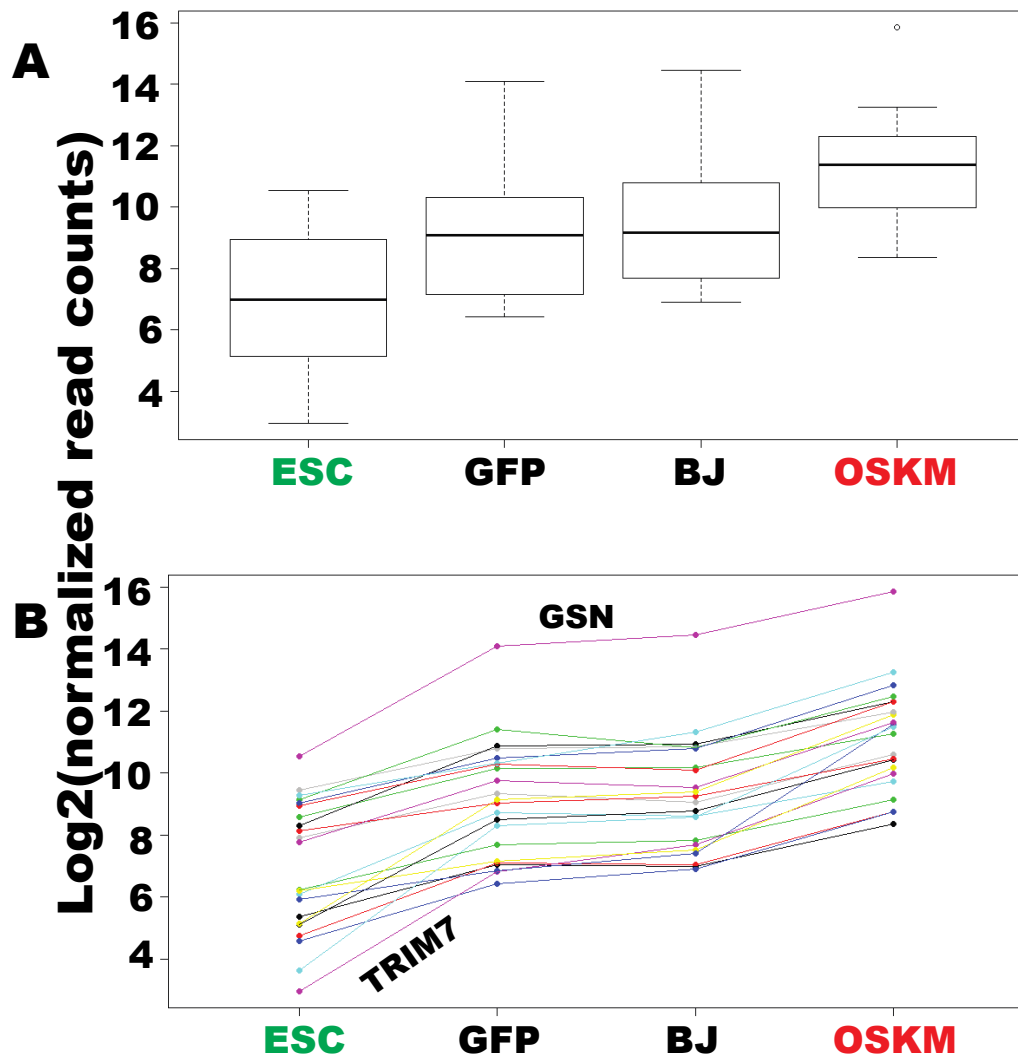

**Supplementary Figure S12.** 22 genes were wrongly up-reprogrammed. A, A box plot showing that 22 genes were wrongly up-regulated by OSKM when they should be down-reprogrammed. B, A ladder plot for the data set in A to show individually the wrong up-reprogramming of 22 genes. ESC, embryonic stem cells (n = 3); BJ, human fibroblasts (n = 4); GFP, human fibroblasts transduced with GFP lentiviruses (n = 4); OSKM, human fibroblasts transduced with OSKM lentiviruses (n = 2).

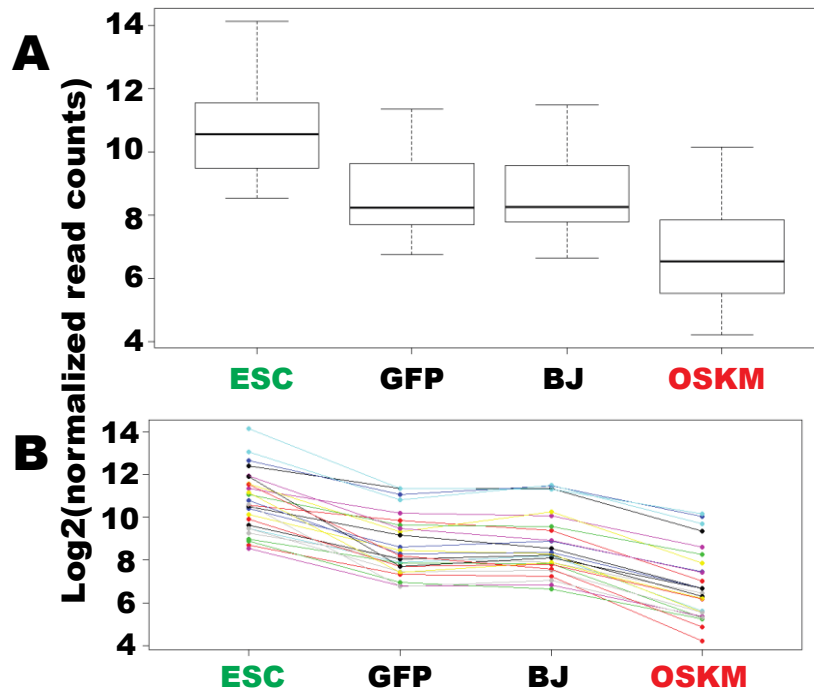

**Supplementary Figure S13.** 26 genes were wrongly down-reprogrammed. A, A box plot showing that 26 genes were wrongly down-regulated by OSKM when they should be up-reprogrammed. B, A ladder plot for the data set in A to show more individually the wrong down-reprogramming of 26 genes. ESC, embryonic stem cells (n = 3); BJ, human fibroblasts (n = 4); GFP, human fibroblasts transduced with GFP lentiviruses (n = 4); OSKM, human fibroblasts transduced with OSKM lentiviruses (n = 2).

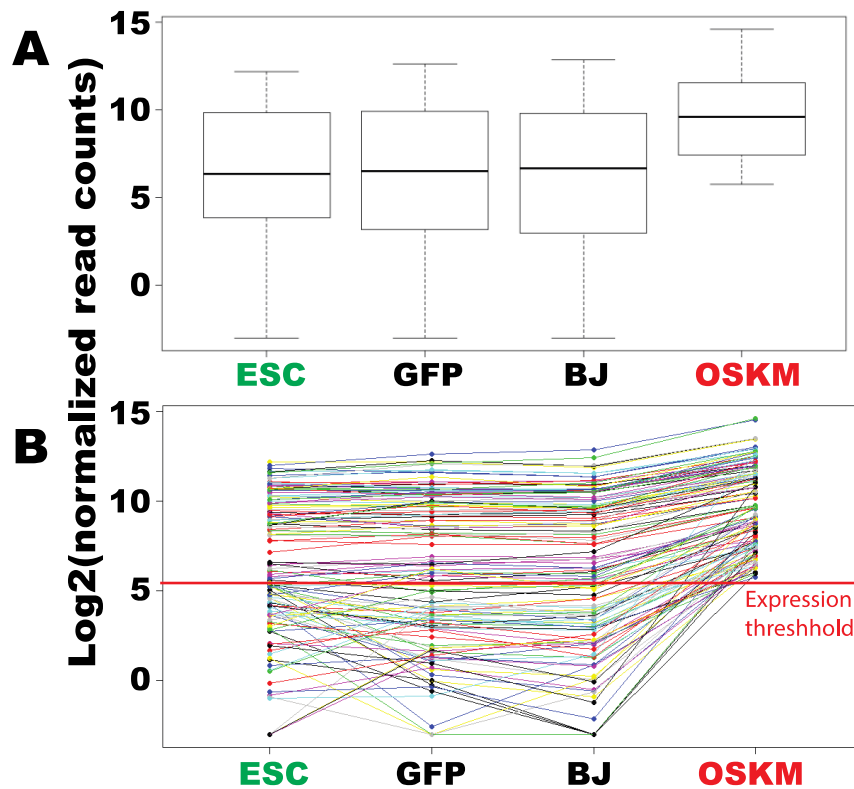

**Supplementary Figure S14.** 134 genes underwent unwanted up-reprogramming. A, A box plot showing that 134 genes were up-regulated by OSKM when they should not be. B, A ladder plot for the data set in A, but show more individually the unwanted up-reprogramming of 134 genes. ESC, embryonic stem cells (n = 3); BJ, human fibroblasts (n = 4); GFP, human fibroblasts transduced with GFP lentiviruses (n = 4); OSKM, human fibroblasts transduced with OSKM lentiviruses (n = 2).

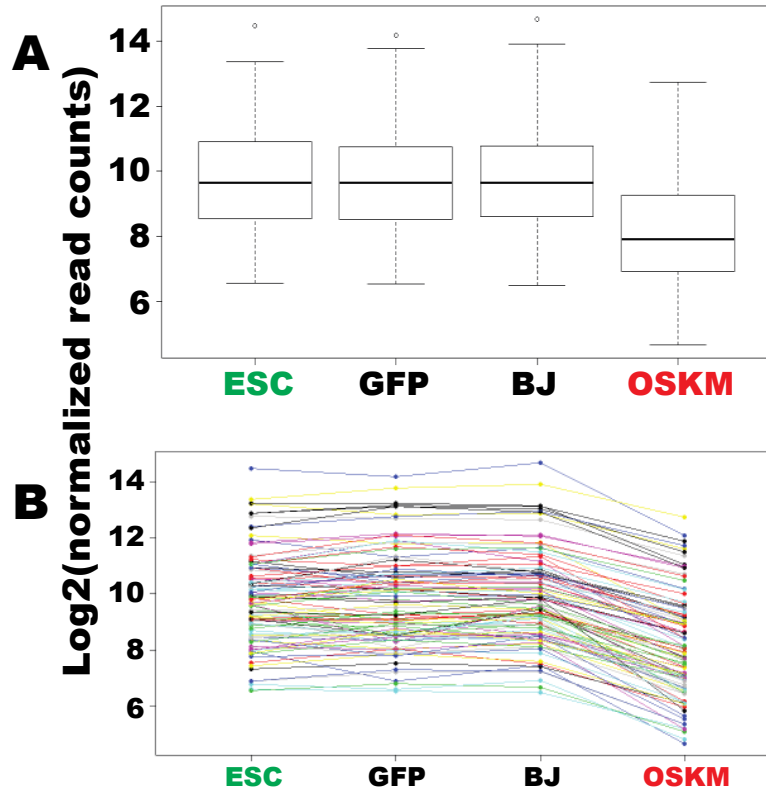

**Supplementary Figure S15.** 99 genes underwent unwanted down-reprogramming. A, A box plot showing that 99 genes were down-regulated by OSKM when they should not be. B, A ladder plot for the data set in A, but show more individually the unwanted down-reprogramming of 99 genes. ESC, embryonic stem cells (n = 3); BJ, human fibroblasts (n = 4); GFP, human fibroblasts transduced with GFP lentiviruses (n = 4); OSKM, human fibroblasts transduced with OSKM lentiviruses (n = 2).

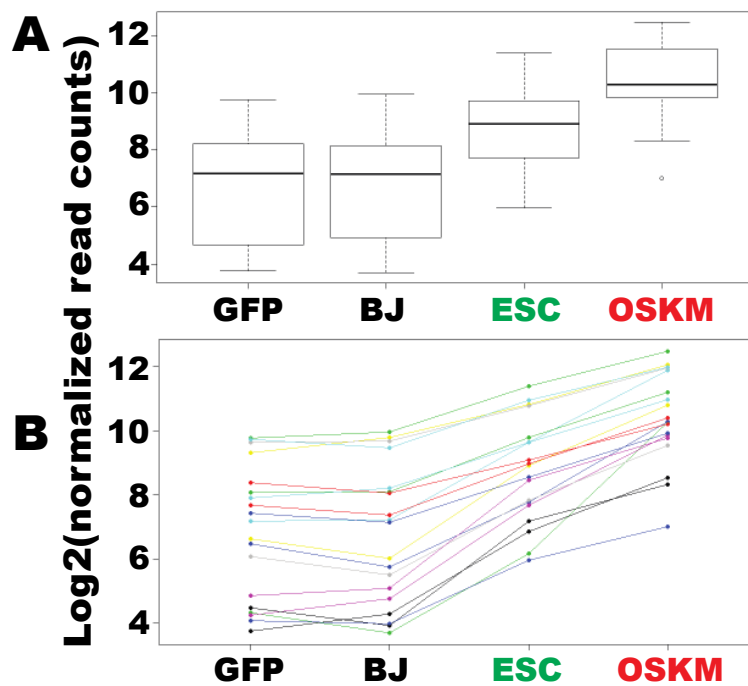

**Supplementary Figure S16.** 18 genes were over up-reprogrammed. A, A box plot showing that 18 genes as a group were over up-regulated by OSKM. B, A ladder plot showing more individually that 18 genes were over up-regulated by OSKM. ESC, embryonic stem cells (n = 3); BJ, human fibroblasts (n = 4); GFP, human fibroblasts transduced with GFP lentiviruses (n = 4); OSKM, human fibroblasts transduced with OSKM lentiviruses (n = 2).

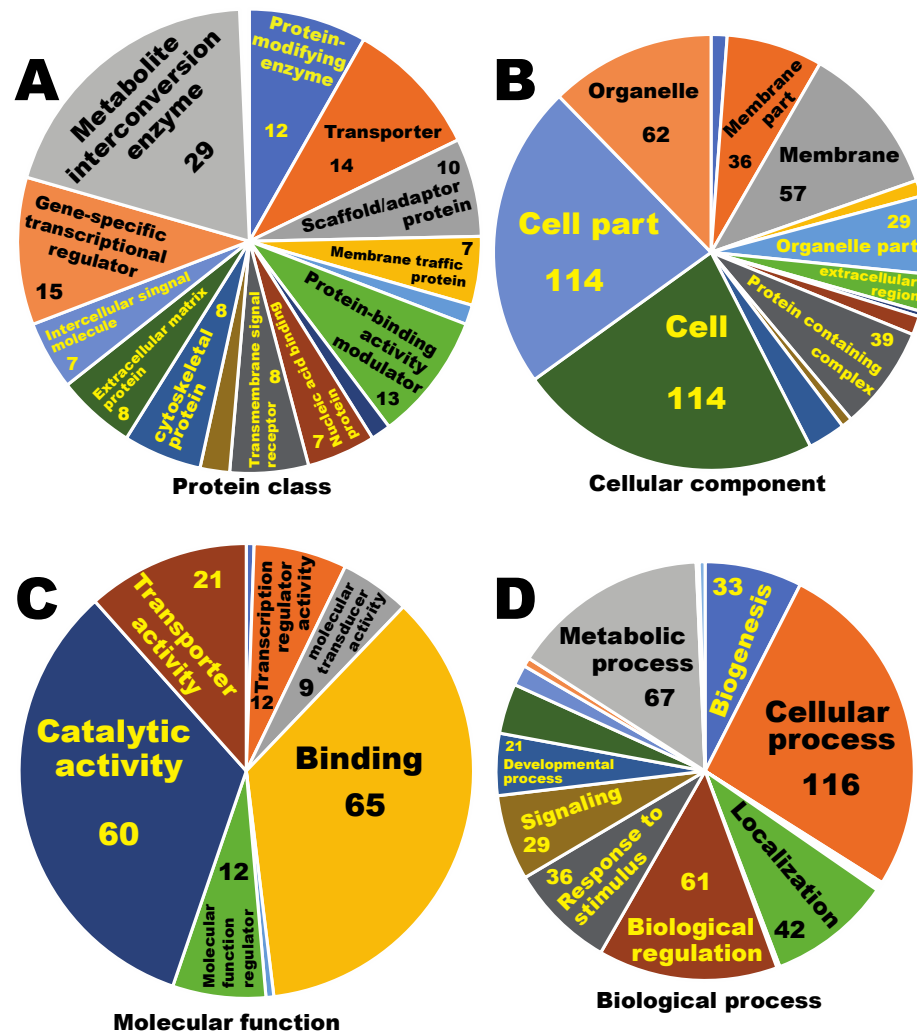

**Supplementary Figure S17.** Pie-chart summary of GO classification analyses with the 305 aberrantly reprogrammed genes. A, protein class classification. B, Cellular component classification. C, Classification based on molecular function. D, Classification based on biological process. Numbers in each pie section is the amount of genes that is placed in the corresponding category by GO classification.

How the deposited data were processed for this re-analysis (not part of the article)

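RNA sequencing of 13 libraries was used: 4 of naïve BJ fibroblasts, 4 of BJ fibroblasts transduced with GFP viruses, 2 of BJ fibroblasts transduced with OSKM (48 h and 72 h) and 3 of human ESCs. The unit of the deposited values is taken here as signal: the authors quantified transcripts with Salmon on hg38 and Gencode, summed them per gene with tximport after trimming and normalized the counts between libraries with DESeq2 before depositing them, and no further normalization was applied. Because the values are normalized estimates and not raw counts, they were tested with limma and not with a count model. Estimated reads per library are about 23640254 to 42028832, from the smallest step between values, with between 39.5% and 62.8% of the small values near a whole number of such steps, so these depths are approximate. A floor of 3 reads covers counting error only.

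The file lists 58294 genes, of which 57828 have a symbol and 466 do not, and 15221 are 0 in all libraries. Log2(normalized count + 1) of the 22838 genes with at least 10 normalized counts in at least 2 libraries was fitted with limma 3.58.1 (lmFit, then eBayes with a variance trend) in R 4.3.3, with 4 groups and no covariate. Figures and GC content were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. A call needed a Benjamini-Hochberg q-value under 0.01 and a ratio of group means of at least 2. Membership of the upreprogramome and downreprogramome also needed more than 50 normalized counts in each library of the enriched cell type. The insufficient, highly enriched and irresponsive classes followed the paper's methods, and the wrong, unwanted and over-reprogrammed classes the wording of its results, with no difference between ESCs and naïve fibroblasts read as less than 2-fold between their means. For proper reprogramming the methods give no rule, and a mean less than 2-fold from that of ESCs, or for genes that fell a mean of 50 normalized counts or less in both, was chosen here. Where both groups are at or under 3 reads no fold is given, and where 1 group is, the fold is a lower bound. Gene positions and overlaps come from a later Gencode release than the one the authors used, also on hg38.

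The 2 library series were inferred from the format of the library names in the labels and are not stated in the paper's text. Series A holds the OSKM libraries and 4 of the fibroblast controls. Its results keep all 3 ESC libraries. The replicate numbers of the GFP and OSKM libraries were given here in order of harvest time. Those of the ESC libraries, which have no harvest time, were also given here. The harvest time label of the second OSKM library gives 48 h. Its title, its library name and the paper give 72 h, and 72 h was used. Alternatives covered the pseudocount, the filter on low values, the scaling, the variance trend, a fit of only the 2 groups compared, library series and harvest time as covariates, series A controls alone, the q-value threshold, the way ratios were taken, class definitions, and leaving out each of the 13 libraries. With 1 OSKM library left out, the q-value of the fit to both was kept and only the ratio was recomputed. With harvest time as a covariate, comparisons among fibroblasts were fitted without the ESC libraries, and those with ESCs had no time term. In all 33 settings were run, of which 2 were added after the data were seen. Genes are named by a rule fixed beforehand: every gene the paper's text names, genes of the paper's printed lists that differ in class from the paper, and for each class the 3 genes with the largest ratio of OSKM to naïve fibroblasts among those above 50 in every library of the higher group. Interferon-induced genes (a list of 20), copies of POU5F1 and a separate list of 18 proliferation genes were used for the closing section.

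The procedure was tested on simulated data with the same design, in which 200 of 20806 genes were changed 4-fold in each comparison. It recovered 24.5% of them for OSKM against naïve fibroblasts, 22.5% for OSKM against GFP fibroblasts and 38.5% for ESCs against naïve fibroblasts. There were 0, 1 and 2 false calls, and 0 calls for unchanged GFP fibroblasts. Fewer genes were changed than were called in the data, and counting error was added to a spread that already held it. These shares may therefore understate recovery in the data. The search for single libraries far from their group skipped 16 groups in which all libraries are at or under 3 reads. That exception was made after a look at the results without it. The gene ontology analyses of the paper were not repeated, since no ontology annotation was used here, and its other experiments were not analysed here. Some genes that the naming rule covers are not reported here.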

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

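The tests of passage, of the authors' normalization, of blocks for library series and harvest time, of a shift of series B shared by naïve and GFP libraries and of a vector or virus preparation of series B, and that of library series for the DNA replication genes, were chosen only after the result was seen. The classes, the thresholds, the naming rule with its lists of interferon-induced genes and copies of POU5F1, and the alternatives, except the 2 added later, were set before the data were examined. In groups of 4 libraries, a library was taken as far from the others when its gap to the nearest, over the range of the group, exceeded Dixon's critical value for 4 values. This was so in 19 of 206 groups, where about 10.3 are given by chance, and 7 of them were of naïve and 12 of GFP fibroblasts. Groups with all libraries at or under 3 reads were left out after a look at the results with them.

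In BJ replicate 4 the DNA replication genes stood above the other naïve libraries. In normalized counts, CHTF18 had 886 against 230.1 to 316 in the others, ORC1 466 against 67.3 to 105, MCM3 4517 against 1104 to 1322 and CHAF1A 1355 against 379 to 456. In GFP replicate 2, CHTF18 had 589 against 271 to 288, ORC1 189 against 73.6 to 83.7 and GINS1 390.2 against 161 to 178, and the mean log2 of the DNA replication list was 8.39 against 7.76 to 7.84. A difference between library series is argued against, since the other series B library of each group lay -0.087 on the log2 scale from its series A libraries in GFP fibroblasts and -0.20 in naïve ones. More dividing cells in these cultures may be the source: the median of a separate list of 18 proliferation genes was higher than in the next library by 0.78 in GFP replicate 2 and 1.52 in BJ replicate 4. Why they would divide more was not tested. The median log2 of the same proliferation list was 11.81 and 11.84 in the OSKM libraries. It was 9.34 to 10.66 in GFP fibroblasts, 12.05 in BJ replicate 4 and 9.52 to 10.53 in the other naïve libraries. A rise of the DNA replication genes with OSKM is therefore not separated from more dividing cells. Without BJ replicate 4 the DNA replication genes called insufficiently upreprogrammed rose from 3 to 10.

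Among other genes, XDH had 353 against 120.4 to 159 and TUBB4A 9.73 against 0 to 0.815 in BJ replicate 4, and FTH1 79877 against 126406 to 135733 in BJ replicate 2. In GFP replicate 4, CGN had 30.4 against 5.07 to 6.96, PPP1R9A 68.4 against 11.8 to 19.7, EPHA8 6.30 against 0 in the others, NFATC2 224 against 78.3 to 88.1 and TPPP 51.6 against 6.69 to 14.2, and in GFP replicate 2, TUBB4A had 19.5 against 0 to 1.80. The mean log2 of the focal adhesion list was 13.0 in GFP replicate 2 against 12.62 to 12.67 in the others, and that of the pluripotency pathway 2.37 in GFP replicate 3 against 3.15 to 3.28. No technical or biological explanation was tested for these.

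The paper's text names none of the 20 genes of the interferon list, and its supplementary table of genes changed by GFP was not used here. They had a median log2 difference between GFP and naïve fibroblasts of 1.24 in series A and 5.02 in series B, and 3.11 over all libraries, with 20 of 20 higher. The naïve libraries of a series differed by a median of 1.49 in series A, more than GFP from naïve fibroblasts there, and 0.72 in series B. These gaps include the difference in harvest time. At the same harvest time, the median difference between GFP and naïve fibroblasts in series A was 1.52 at 48 h, with 19 of 20 higher. At 72 h it was 0.92, with 20 of 20 higher. By the limma q-value over all genes 0 of 20 passed at 0.01, 19 had an unadjusted p-value under 0.05, and 16 passed adjusted over the list alone. With 1 block for each library series and harvest time, 0 of 20 passed adjusted over the list alone and 19 had an unadjusted p-value under 0.05. The libraries of the 2 groups did not overlap in 6 of 20 genes in series A and 20 of 20 in series B, where chance gives 16.7%. The GFP effect differed between the series in 9 of 20 genes by a limma interaction term at a q-value under 0.01 adjusted over the list alone, and in 0 of 20 over all genes. Of the list, 10 genes belong to the downreprogramome.

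For the rise in the GFP libraries, a shift of series B shared by naïve and GFP libraries is argued against, since the naïve libraries of series B lay -0.12 from those of series A while the GFP libraries lay 3.72 apart. So is the authors' normalization, since rescaling left a median of 3.06 or more over all libraries and of 5.03 or more in series B. Whether the rise is limited to series B cannot be told apart from a rise in both. The time-matched differences of 1.52 and 0.92 in series A point upward, but each rests on 1 naïve and 1 GFP library. The spread between cultures of the same harvest time is therefore not known there, and the gap of 1.49 between the naïve libraries also holds harvest time. A GFP vector or virus preparation of series B that raises these genes more cannot be told apart from other differences of series B: the difference of 3.78 between the series is what it would give, but in this design the GFP libraries of series B carry another GFP variant than those of series A. A response of the cells to the virus may also be involved. OSKM cells, which were transduced too, had a median difference from naïve fibroblasts of -0.47 in series A. Among 10000 random lists of genes with similar mean expression, this lay at percentile 1.7. The 1.24 of GFP fibroblasts in series A lay at percentile 100, where the largest random value was 0.211. Those lists draw genes and not cultures, so the percentiles do not measure the spread between cultures. No other test of a response to the virus was made.

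The copies of POU5F1 (pseudogenes and POU5F1B) summed to 264 normalized counts in the OSKM libraries (SD 29.4, n = 2), 177 ± 77.03 (SD, n = 3) in ESCs and 10.7 ± 7.30 (SD, n = 4) in naïve fibroblasts. Reads of POU5F1 assigned to near-identical copies may explain them: the copies make up 0.128% of POU5F1 in OSKM cells on average, against 0.179% to 0.285% in ESCs. The share is outside the range of ESCs, but the vector may hold only part of the transcript, so this cannot be told apart from expression of the copies.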

How the results depend on the processing

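The setting without the GFP libraries of series B and the blocks of library series and harvest time were chosen only after the results were seen. The numbers of genes in the upreprogramome, in the downreprogramome and in the highly enriched classes stayed within 1.5 times their value under each alternative run. GFP against naïve fibroblasts stayed at 0 genes under each, but the genes at an unadjusted limma p-value under 0.05, 1481 with all libraries, ran from 229 with series A controls to 2508 with library series as a covariate. They numbered 504 without the GFP libraries of series B, 596 without GFP replicate 4, 936 without BJ replicate 1, 2442 without GFP replicate 1 and 2478 without GFP replicate 3. The numbers for OSKM did not stay within that limit, and for each change below the cause was not tested, except where fewer libraries or fewer tested genes are part of the alternative itself.

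With a fit of only the 2 groups compared, OSKM against naïve fibroblasts gave 449 genes up and 245 down, OSKM against GFP fibroblasts 199 and 81, common to both 133 up and 39 down, properly reprogrammed 43 up and 8 down, insufficiently 9 up and 22 down, wrongly 3 up and 1 down, unwanted 26 up and 7 down, and over-reprogrammed 8 up and 0 down. With harvest time as a covariate, OSKM against naïve fibroblasts gave 505 up, OSKM against GFP fibroblasts 453 up and 277 down, and 375 were commonly up. Of the classes, 124 were properly up, 55 insufficiently up, 4 wrongly down, 72 unwanted up and 3 over-downreprogrammed. The OSKM comparisons with fibroblasts in this setting left out the ESC libraries, so these changes are not those of harvest time alone. At a q-value under 0.05, OSKM against naïve fibroblasts gave 1483 up and 1028 down, OSKM against GFP fibroblasts 1528 and 1188, common to both 1101 up and 729 down, properly reprogrammed 389 up and 226 down, insufficiently 231 up and 204 down, wrongly 17 up and 33 down, unwanted 232 up and 164 down, and 16 over-downreprogrammed.

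With libraries rescaled to equal upper quartiles, the downward numbers were 227 against naïve and 235 against GFP fibroblasts, 155 in common, 58 properly, 43 insufficiently, 28 unwanted and 1 over-reprogrammed. With equal totals, properly reprogrammed were 349 up and 66 down, unwanted 175 up and 35 down, and 3 over-downreprogrammed. With series A controls, common to both were 946 up and 440 down, 436 were properly up, insufficiently 209 up and 153 down, wrongly 13 up and 18 down, and unwanted 165 up and 89 down. With library series as a covariate, 133 were insufficiently down, wrongly 11 up and 14 down, and 10 over-downreprogrammed. Without a variance trend 51 were insufficiently down and 37 unwanted down. With no filter on low values, unwanted 192 up and 36 down, and 3 over-downreprogrammed. When the difference from ESCs also had to pass the q-value, 68 were insufficiently up, 7 over-upreprogrammed and 1 over-downreprogrammed. Irresponsive genes taken as not differentially expressed numbered 878 ESC-enriched and 1008 fibroblast-enriched. Without the GFP libraries of series B, 618 were down against naïve fibroblasts.

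Over 11 fits that each left out one fibroblast or ESC library, and 2 recomputed ratios without an OSKM library, OSKM against naïve fibroblasts ran from 477 (without BJ replicate 1) to 883 (without GFP replicate 4) up and from 182 (without BJ replicate 1) to 501 (without GFP replicate 4) down, OSKM against GFP fibroblasts from 254 (without GFP replicate 2) to 522 (without ESC replicate 1) down, commonly down from 153 (without BJ replicate 1) to 358 (without ESC replicate 1), properly down from 56 (without BJ replicate 1) to 120 (without ESC replicate 1), insufficiently up from 71 (without BJ replicate 1) to 135 (without BJ replicate 4), insufficiently down from 44 (without BJ replicate 1) to 103 (without ESC replicate 1), wrongly up from 3 (without ESC replicate 2) to 9 (without GFP replicate 4), wrongly down from 4 (without BJ replicate 1) to 14 (without ESC replicate 1), unwanted down from 31 (without BJ replicate 1) to 77 (without ESC replicate 1) and over-downreprogrammed from 2 (without BJ replicate 1) to 7 (without OSKM replicate 2). Also beyond 1.5 times were BJ replicate 3, without which there were 248 down against naïve fibroblasts and 184 commonly down, GFP replicate 2, without which 66 were properly down, and BJ replicate 1, without which there were 287 down against GFP fibroblasts. Without BJ replicate 2 or 3, 36 were unwanted down. Over-downreprogrammed genes numbered 2 without BJ replicate 1, BJ replicate 4, GFP replicate 1 or ESC replicate 1 and 3 without GFP replicate 2, GFP replicate 3 or ESC replicate 2.

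Values of named genes under the alternatives numbered 2729, those that leave value and q-value as they were or give no q-value not counted. Of these, 2452 stayed the same, 179 no longer passed the threshold, 92 newly passed it, 6 with no test moved, and 0 reversed. For tested genes, the same means the same direction and side of the threshold. Genes named as irresponsive were judged only by whether their mean in OSKM cells moved by more than its SD. They could not be counted as reversed, although the log2 fold changes of LOX and EPHA1 changed sign in series A. For the paper's lists, 366 of 473 counts, those without an OSKM library apart, stayed within 1.5 times and 107 did not. For the classes, replicates left out apart, 298 of 374 did and 76 did not. By replicate number, no paired analysis was possible because only the titles of the naïve libraries carry replicate numbers. The numbers given here to the other groups do not pair cultures. Each library series and harvest time holds 1 naïve and 1 GFP library, and with these 4 blocks, GFP against naïve fibroblasts gave 0 genes up and 0 down, 1297 at an unadjusted p-value under 0.05 and a smallest q-value of 0.602. OSKM was not fitted with these blocks, although each harvest time in series A also holds 1 OSKM library. The 2 OSKM libraries, 1 for each time point, leave a difference between 48 h and 72 h untested.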

Differences from the paper's values

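Of 68 values compared, 31 differ from the paper's by more than 1.5 times, 28 of them numbers of genes. Each is given here with the paper's value and with the alternatives, set before the data were examined, under which the value falls within 1.5 times of the paper's. All other such alternatives leave the gap open.

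For genes upregulated in OSKM against naïve fibroblasts, the number was 758 against the paper's about 1300, closed by pseudocount 10 (902), equal totals (1055), equal upper quartiles (964), library series as a covariate (1074), series A controls (1100), a q-value under 0.05 (1483) and without GFP replicate 4 (883), the paper giving its number in Supplementary Figure S1E. For those downregulated it was 400 against the paper's about 1200, closed by a q-value under 0.05 (1028) (Supplementary Figure S1E). Against GFP fibroblasts, upregulated genes numbered 785 against the paper's about 1300, closed by pseudocount 10 (900), equal totals (1075), equal upper quartiles (1072), library series as a covariate (1069), series A controls (1133), a q-value under 0.05 (1528) and without BJ replicate 4 (928) (Supplementary Figure S1E). Downregulated ones numbered 440 against the paper's about 1500, closed by a q-value under 0.05 (1188) (Supplementary Figure S1E). These 4 numbers are printed in the figure and given here to 2 significant digits. In both directions, OSKM against naïve fibroblasts gave 1158 against the paper's 2480, closed by library series as a covariate and a q-value under 0.05, and OSKM against GFP fibroblasts 1225 against the paper's 2791, closed by a q-value under 0.05. Commonly upregulated genes numbered 581 against the paper's 946, closed by pseudocount 10 (717), equal totals (821), equal upper quartiles (781), library series as a covariate (798), series A controls (946), a q-value under 0.05 (1101) and without BJ replicate 4 (664). Commonly downregulated genes numbered 280 against the paper's 839, closed by a q-value under 0.05 (729). GFP against naïve fibroblasts gave 0 upregulated against the paper's 141 and 0 downregulated against the paper's 10, closed by none. With all libraries, 1481 genes had an unadjusted limma p-value under 0.05.

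Properly upreprogrammed genes numbered 232 against the paper's 366, closed by pseudocount 10 (253), the stricter filter (256), equal totals (349), equal upper quartiles (344), library series as a covariate (323), series A controls (436), a q-value under 0.05 (389), without BJ replicate 4 (289), without GFP replicate 4 (254) and the ESC difference also tested by q (287). Properly downreprogrammed genes numbered 101 against the paper's 213, closed by series A controls (146) and a q-value under 0.05 (226). Together they numbered 333 against the paper's 579, closed by equal totals, equal upper quartiles, library series as a covariate, series A controls, a q-value under 0.05, without BJ replicate 4 and the ESC difference also tested by q. Insufficiently downreprogrammed genes numbered 77 against the paper's 286, closed by a q-value under 0.05 (204). Insufficiently reprogrammed genes in both directions numbered 187 against the paper's 438, closed by series A controls and a q-value under 0.05. Wrongly upregulated genes numbered 7 against the paper's 22, closed by a q-value under 0.05 (17). Wrongly downregulated genes numbered 9 against the paper's 26, closed by series A controls (18) and a q-value under 0.05 (33). Unwanted downregulated genes numbered 57 against the paper's 99, closed by library series as a covariate (77), series A controls (89), without ESC replicate 1 (77) and ESCs and fibroblasts not differentially expressed (69).

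Of the genes the paper lists, fewer fell in the paper's class. For RNA metabolism the number was 55 against the paper's 83, closed by pseudocount 10 (58), the stricter filter (60), equal totals (66), equal upper quartiles (62), library series as a covariate (71), series A controls (71), a q-value under 0.05 (83), without BJ replicate 4 (58) and without GFP replicate 4 (63). For rRNA processing it was 29 against the paper's 44, closed by pseudocount 10 (32), the stricter filter (33), equal totals (35), equal upper quartiles (35), library series as a covariate (41), series A controls (39), a q-value under 0.05 (44), without BJ replicate 4 (30) and without GFP replicate 4 (35). For focal adhesion it was 4 against the paper's 18, closed by a q-value under 0.05 (14). For the vacuole it was 4 against the paper's 21, closed by a q-value under 0.05 (17). For DNA replication it was 3 against the paper's 12, closed by equal totals (8), equal upper quartiles (10), library series as a covariate (10), series A controls (10), a q-value under 0.05 (11) and without BJ replicate 4 (10). For the cytoskeleton it was 14 against the paper's 34, closed by a q-value under 0.05 (32). For the cell junction it was 11 against the paper's 26, closed by a q-value under 0.05 (20). Of the wrongly upregulated genes it was 6 against the paper's 22, closed by none. Of the wrongly downregulated genes it was 6 against the paper's 26, closed by a q-value under 0.05 (20). Of the over-downreprogrammed genes it was 2 against the paper's 6, closed by library series as a covariate (4), series A controls (4), a q-value under 0.05 (6) and without ESC replicate 3 (4). The setting without the GFP libraries of series B, which was chosen after seeing the values, also came within 1.5 times of the paper's values for genes upregulated in OSKM against naïve fibroblasts (1045), properly upreprogrammed genes (273), and the lists of RNA metabolism (63), rRNA processing (35) and over-downreprogrammed genes (4).

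POU5F1 had 234488 normalized counts at 48 h against the paper's about 100000 in Supplementary Figure S1B, read by eye, 180037 at 72 h against about 75000, and a mean of 71432 in ESCs against about 35000. None of the alternatives closed these gaps.

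Several genes the paper places in a class were not called here, with limma q-values for OSKM against naïve and against GFP fibroblasts. For genes shut off by OSKM these are IDNK (q-values of 0.0281 and 0.0107), XDH (q-values of 0.0207 and 0.0118) and P2RX7 (q-values of 0.0106 and 0.0226), each called at a q-value under 0.05. For insufficient downreprogramming they are PSG5 (q-values of 0.0169 and 0.00287) and NR2F2 (q-values of 0.0343 and 0.0511). PSG5 was called with pseudocount 10, at a q-value under 0.05 and without BJ replicate 4, ESC replicate 2 or ESC replicate 3, and NR2F2 with pseudocount 10, in a fit of only the 2 groups, with harvest time as a covariate and without ESC replicate 1. Among DNA replication genes they are CHTF18 (q-values of 0.0209 and 0.0138), ORC1 (q-values of 0.0132 and 0.00706), MCM3 (q-values of 0.0327 and 0.00752), CDC6 (q-values of 0.0122 and 0.00492), DTL (q-values of 0.0145 and 0.0192), GINS1 (q-values of 0.011 and 0.00738), CCNE1 (q-values of 0.0131 and 0.0178), DSCC1 (q-values of 0.0458 and 0.00689) and TICRR (q-values of 0.0603 and 0.023). CHTF18, ORC1, MCM3 and CDC6 were called with equal totals, equal upper quartiles, the series covariate, series A controls, a q-value under 0.05 or without BJ replicate 4, and DTL under these except equal totals. GINS1 was called under the settings of CHTF18 and with pseudocount 10, the stricter filter, without GFP replicate 2, and without the GFP libraries of series B, a setting chosen after seeing the values. CCNE1 was called under the settings of CHTF18 except series A controls, DSCC1 with series A controls or at a q-value under 0.05, and TICRR under none.

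For the cytoskeleton and cell junction lists they are CGN (q-values of 0.00312 and 0.0103), CTTNBP2 (q-values of 0.0475 and 0.0172), PNN (q-values of 0.0368 and 0.009) and PPP1R9A (q-values of 0.00323 and 0.0149). CTTNBP2 and PNN were called at a q-value under 0.05. PPP1R9A was called with series A controls, at a q-value under 0.05, without GFP replicate 4, and without the GFP libraries of series B, chosen after seeing the values. CGN was called under these, with pseudocount 10, the stricter filter, equal totals, equal upper quartiles and the series covariate, and without BJ replicate 3. For the glutamate receptor pathway VAMP1 (q-values of 0.0147 and 0.0164) is one, called at a q-value under 0.05. For over-downreprogramming they are CXCL12 (q-values of 0.00606 and 0.0432) and TMEM35A (q-values of 0.00379 and 0.0311), called with series A controls and at a q-value under 0.05, CXCL12 also with the series covariate, and TMEM35A also without GFP replicate 4 and without the GFP libraries of series B, chosen after seeing the values. VEPH1 and PKD1L2 passed both OSKM comparisons but not ESCs against naïve fibroblasts, with q-values of 0.0137 and 0.0193. VEPH1 was called with the series covariate, at a q-value under 0.05 and without BJ replicate 3 or ESC replicate 3, and PKD1L2 with series A controls, at a q-value under 0.05, without ESC replicate 3, and without the GFP libraries of series B, chosen after seeing the values. SALL4, which the paper gives as not responding, was at 98.6 normalized counts in OSKM cells against 31.2 in GFP and 71.1 in naïve fibroblasts, so it is outside the definition of irresponsive genes here, and fell within it only with irresponsive genes taken as not differentially expressed. The paper's list of over-upreprogrammed genes also holds PAM16 and WDR3, which were not called here. WDR3 was called with the series covariate and a q-value under 0.05, and PAM16 under none.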

Other observations

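For library series, the test of passage was chosen only after the result was seen. No biological explanation other than passage was tested for it. Library series separated the fibroblast libraries. In a fit to the 8 naïve and GFP libraries, 1144 genes differed between the series at a limma q-value under 0.01 (8250 at an unadjusted p-value under 0.05). GFP against naïve fibroblasts with the series as a term gave 0 genes (1962 at an unadjusted p-value under 0.05), and the GFP effect differed between the series in 0 (2363 at an unadjusted p-value under 0.05).

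GC content is argued against as the whole cause, since its Spearman correlation with the difference of series B from series A was 0.0486 in naïve fibroblasts, -0.00144 in GFP fibroblasts and 0.130 in H1 cells. So is transcript length, at -0.327, -0.248 and -0.213, where over 0.3 in size in each was required. Passage is argued against as well: BJ replicate 4, which has the passage of series A, lay at -119.6 on the first principal component, within series B. Library preparation or sequencing that shifts the same genes in each cell type may be the source. The differences between series correlated across genes by 0.658 between naïve and GFP fibroblasts, 0.423 between naïve fibroblasts and H1, and 0.353 between GFP fibroblasts and H1, and after length and GC content were taken out by 0.646, 0.414 and 0.345. The OSKM libraries are in series A only.

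Of the 35 splits of the 7 ESC and naïve libraries into 3 and 4, 1, the real one, gave as many as its 6441 genes in the upreprogramome and downreprogramome, the next largest giving 668. Of the 35 splits of the 8 naïve and GFP libraries into 4 and 4, all 35 gave as many as the 0 genes of the real split, as any split must, so this count tells nothing. At an unadjusted p-value under 0.05, 13 gave as many as its 1481 genes. The split by library series gave 1462 genes past the threshold and 8047 at an unadjusted p-value under 0.05.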
